# Retinoids stored locally in the lung are required to attenuate the severity of acute lung injury in male mice

**DOI:** 10.1038/s41467-023-36475-3

**Published:** 2023-02-15

**Authors:** Igor O. Shmarakov, Galina A. Gusarova, Mohammad N. Islam, María Marhuenda-Muñoz, Jahar Bhattacharya, William S. Blaner

**Keywords:** Respiration, Respiratory distress syndrome, Lipids, Nutrition disorders

## Abstract

Retinoids are potent transcriptional regulators that act in regulating cell proliferation, differentiation, and other cellular processes. We carried out studies in male mice to establish the importance of local cellular retinoid stores within the lung alveolus for maintaining its health in the face of an acute inflammatory challenge induced by intranasal instillation of lipopolysaccharide. We also undertook single cell RNA sequencing and bioinformatic analyses to identify roles for different alveolar cell populations involved in mediating these retinoid-dependent responses. Here we show that local retinoid stores and uncompromised metabolism and signaling within the lung are required to lessen the severity of an acute inflammatory challenge. Unexpectedly, our data also establish that alveolar cells other than lipofibroblasts, specifically microvascular endothelial and alveolar epithelial cells, are able to take up lipoprotein-transported retinoid and to accumulate cellular retinoid stores that are directly used to respond to an acute inflammatory challenge.

## Abstract (web summary)

Retinoids can act as transcriptional regulators to regulate cell proliferation, differentiation, and other processes. Here, the authors show that uncompromised vitamin A (retinoid) metabolism and signaling in alveolar lipofibroblasts, endothelial and epithelial cells are required to lessen the severity of an acute inflammatory challenge in adult mouse lungs.

## Introduction

The literature points to linkages between retinoids (vitamin A, its natural metabolites and synthetic analogs) and lung physiology and pathophysiology^1,2^. Retinoids are potent transcriptional regulators that directly modulate the expression of >500 diverse genes, many of which are involved in the regulation of cell proliferation and differentiation^3^. The transcriptional regulatory activity of retinoids is mediated by the all-*trans*-retinoic acid (ATRA) metabolite and its three distinct cognate nuclear hormone receptors, the retinoic acid receptors (Rarα, -β, and -γ)^4–8^. ATRA is directly synthesized from retinol by two classes of dehydrogenases, retinol dehydrogenases and retinaldehyde dehydrogenases (see Supplementary Fig. 1a for a schematic overview of retinoid metabolism). Within cells and tissues, ATRA concentrations are tightly regulated. This regulation involves the actions of ATRA-inducible cytochrome P450 species (Cyp26a1 and Cyp26b1) that catalyze the oxidative degradation of ATRA, as well as the action of lecithin:retinol acyltransferase (Lrat) which catalyzes retinyl ester formation from retinol, limiting retinol availability for ATRA synthesis. Animal model and cell culture studies have identified specific actions of ATRA/Rars in pre- and post-natal lung development and in alveoli formation in the adult lung^9–19^. Within the lung, ATRA-Rar actions are reported to be important in several lung cell types including alveolar cells, especially the type I and type II epithelial cells^10,20–26^, endothelial cells^27^, smooth muscle cells^11,28^, and macrophages^29–31^.

We now report studies that have a broad focus on retinoid metabolism and actions across a disease process, specifically experimentally induced acute lung injury (ALI), and on the roles of retinoids in different cell types affected in this disease process. There is little information available regarding either retinoid uptake into lung cells or local retinoid storage, metabolism, and actions in the context of the different cell types that are central to normal alveolar physiology and pathophysiology (Supplementary Fig. 1b). Using a well-characterized mouse model for ALI, we have addressed this lack of information. We hypothesized that vascular endothelial cells within vitamin A-responsive tissues like the lung play a very significant and previously unrecognized role in the uptake and metabolism of vitamin A. One overall objective of our investigations was to gain better understanding of how retinoid metabolism within the adult lung, upstream of the actions of ATRA and the Rars, influences the development of acute lung disease. The surprising conclusion from our studies is that local retinoid stores are present in a number of different cell types within the lungs and that the metabolism and intercellular transport of locally stored retinoids, and not retinoids directly derived from the circulation, are required for limiting ALI severity.

## Results

### Lungs contain local retinoid stores which are preferentially utilized during ALI

To understand how retinoids that are stored as retinyl esters (REs) within the lung are utilized in response to an inflammatory stimulus during ALI, we first analyzed concentrations of the two predominant retinoid species present in the lung, retinyl esters (RE) and all-*trans*-retinol (ROH), at baseline and 7 days after lipopolysaccharide (LPS) instillation using a dose of 25 mg/kg. In agreement with earlier reports^32,33^, HPLC analysis of lung homogenates confirmed the presence of both of these retinoid species at relatively high concentrations in the lungs at baseline (Fig. 1a, b, Supplementary Fig. 2). Pulmonary RE and ROH concentrations for 3-month-old chow-fed male mice were 555.6 ± 93.6 nmol/g and 9.6 ± 3.3 nmol/g respectively (Fig. 1a, b). When compared to retinoid concentrations in the liver, the central organ for retinoid storage in the body, lung values were about 40% of those of hepatic RE concentrations (1485.1 ± 197.1 nmol/g) but only 10% of hepatic ROH levels (91.7 ± 21.8 nmol/g) (Fig. 1a, b). Interestingly, the lung retinyl ester acyl composition was different from that of the liver. Specifically, retinyl palmitate and retinyl stearate were the predominant retinyl ester species detected in almost equimolar concentrations in pulmonary homogenates (Supplementary Fig. 2). This is unlike the liver where retinyl palmitate accounts for ~75% of all RE.

**Fig. 1:**
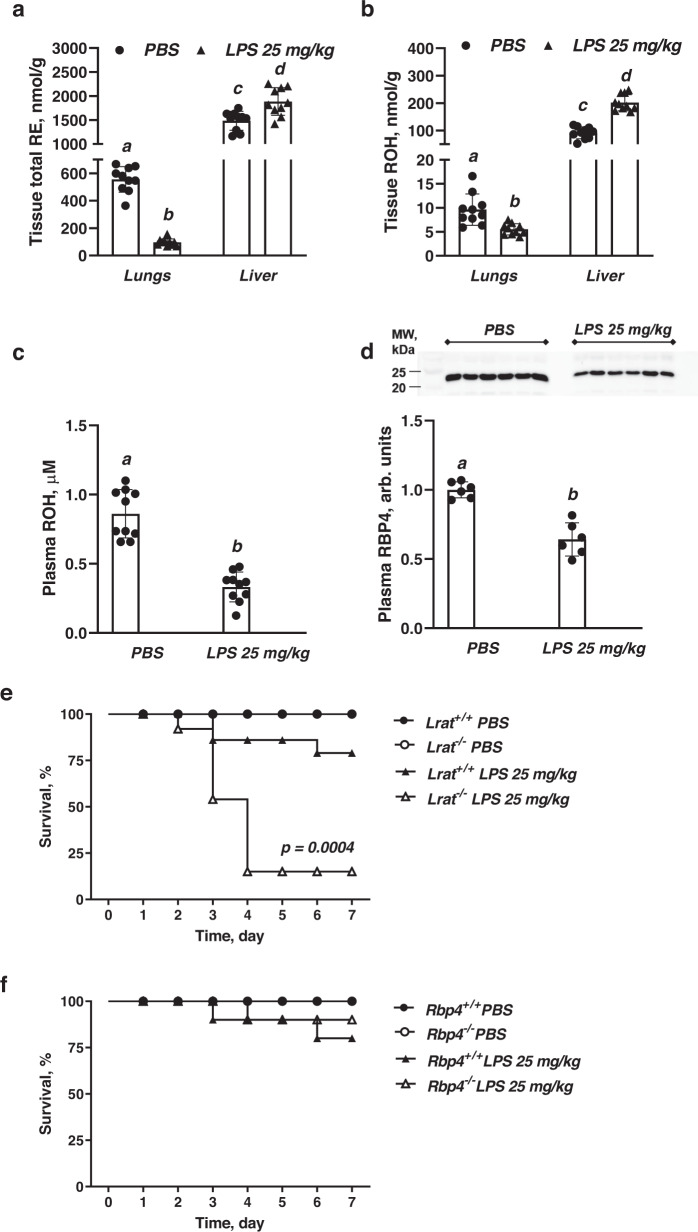
Tissue retinoid concentrations and survival of mice during LPS-induced ALI. **a** Total retinyl ester concentrations (nmol/g) in lungs and liver determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c, d) are statistically different (a is different from b, *p* = 1.80e-06; c is different from d, *p* = 1.67e-05). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD *post hoc* test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **b** Retinol concentrations (nmol/g) in lungs and liver determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c, d) are statistically different (a is different from b, *p* = 0.0014; c is different from d, *p* = 1.92e-08). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **c** Plasma retinol concentrations (µM) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 1.91e-07). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **d** Quantitative representation of retinol-binding protein 4 (Rbp4) concentrations determined by immunoblot (upper insert) in plasma of mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight) or vehicle. Each lane represents an extract prepared from an individual animal. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 6.23e-05). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean ± 1 S.D., *n* = 6 for each group. **e**, **f** Kaplan–Meier survival curves for *Lrat*^−/−^ and *Rbp4*^−/−^ mice as well as for their respective littermate controls (*Lrat*^+/+^ (**e**) and *Rbp4*^+/+^ (**f**)) over the 7-day period after intranasal instillation of a LPS (25 mg/kg of body weight in PBS) or PBS alone. A statistically significant difference (*p* = 0.0004) was detected using the log rank test comparing the survival curves for LPS-instilled *Lrat*^+/+^ and *Lrat*^−/−^ mice, *n* = 14 for each group.

Triggering ALI by instilling LPS (25 mg/kg) intranasally into mice resulted in a marked decline, within 7 days, in lung RE concentrations by >80% and lung ROH concentrations by >40% (Fig. 1a, b). The decline in pulmonary retinoids was not associated with significant decline in hepatic RE (Fig. 1a). Thus, local pulmonary RE stores were drawn upon during an acute inflammatory challenge rather than hepatic retinoid (RE) stores. Plasma ROH, a retinoid form that is available to the lungs from the blood, was almost 60% lower than in control mice instilled with PBS (Fig. 1c). For ROH to be present in the circulation, it must be secreted from the liver and must be bound to the hepatocyte-derived transport protein retinol-binding protein 4 (Rbp4)^34^. Rbp4 is a known negative acute phase response protein^35,36^ and RBP4 plasma concentrations have been proposed as a predictive biomarker for mortality in patients with acute exacerbations of COPD^37^. Consequently, we checked whether Rbp4 protein levels change in plasma in response to the LPS challenge. Indeed, 7 days after 25 mg/kg LPS instillation, the acute phase response evidenced by elevated plasma C-reactive protein concentrations in wild-type mice (Supplementary Fig. 3a) was associated with an ~40% decline in plasma Rbp4 levels (Fig. 1d) and significantly downregulated hepatic *Rbp4* mRNA and protein expression, each by ~40% (Supplementary Fig. 3b, c). These observations are consistent with what is known for infections and associated inflammatory responses in humans which result in an ~40–50% lowering of plasma retinol and RBP4 levels^38–41^. Rodent studies, including ones involving inflammation induced by LPS^36,42–44^ have established that the observed declines arise primarily from diminished hepatic Rbp4 synthesis and secretion^36,42–46^. Since retinol can only be mobilized from the liver bound to Rbp4, this accounts for the lower plasma retinol levels. This literature further establishes that neither renal filtration nor tissue uptake and catabolism contribute significantly to the decline in circulating retinol-Rbp4. Based on this literature, we suggest that the decline in plasma ROH levels we observed likely arose due to lessened retinol-Rbp4 secretion from the liver as opposed to increased utilization of circulating retinol by inflamed tissues. However, this will need to be shown experimentally before this can be considered to be definitive.

### Local pulmonary retinoid stores, but not circulating ROH are critical for survival during ALI

To investigate the relative importance of local versus peripheral retinoid sources in facilitating lung responses to acute inflammatory stress, we employed two previously characterized mouse models of retinoid-insufficiency^34,47^. One lacks the ability to store retinoids, either locally in the lung or within the liver, due to the deletion of the gene encoding lecithin:retinol acyltransferase (*Lrat*-deficient or *Lrat*^−/−^ mice)^47^. *Lrat* encodes a protein that is responsible for the preponderance of RE synthesis in most tissues including the liver and lungs^47,48^. Lack of Lrat, due to genetic ablation of the *Lrat* gene, results in an almost complete inability to synthesize REs in these tissues, resulting in nearly undetectable lung RE concentrations for *Lrat*^−/−^ mice (Supplementary Fig. 4a). Because the ROH that is being consumed from the diet cannot be stored in the tissues of *Lrat*^−/−^ mice, including the lungs, it ultimately undergoes enzymatic oxidation (as outlined in Supplementary Fig. 1a) that has been associated with higher tissue ATRA concentrations. Normally, the elevated ATRA concentrations are efficiently eliminated via a feedback mechanism involving upregulation of *Cyp26a1* and *Cyp26b1* (Supplementary Fig. 4b), ATRA-responsive hydroxylases that specifically oxidize ATRA^49^. As a result of this metabolic adaptation, *Lrat*^−/−^ mice have nearly undetectable levels of REs in most tissues, including lungs (Supplementary Fig. 4a). However, pulmonary and plasma ROH concentrations in *Lrat*^−/−^ mice are about 10 and 50% respectively of those present in matched wild-type animals (*Lrat*^+/+^ mice) (Supplementary Fig. 4c, d). Under normal physiological conditions when maintained on a retinoid-sufficient diet, *Lrat*^−/−^ mice are capable of synthesizing sufficient amounts of ATRA from retinol and thus are physiologically normal with no observable adverse phenotypic consequences^47,50^. The other model is one that possesses no circulating Rbp4 (*Rbp4*-deficient or *Rbp4*^−/−^ mice^34^) and therefore has nearly undetectable levels of plasma ROH (Supplementary Fig. 4e). Since Rbp4 is required for mobilizing hepatic retinoid stores, the absence of *Rbp4* results in an inability of *Rbp4*^−/−^ mice to mobilize ROH from the liver to meet the retinoid demands of peripheral tissues like the lung. The extrahepatic tissues of *Rbp4*^−/−^ mice acquire and accumulate retinoids delivered postprandially by intestinal lipoproteins^34,51^. Our data show that pulmonary retinoid concentrations in *Rbp4*^−/−^ mice are not different from those of littermate controls (*Rbp4*^+/+^ mice) (Supplementary Fig. 4f, g), indicating that retinoid delivery to the lungs by circulating ROH-Rbp4 does not normally play a large role in the ability of the lungs to acquire and accumulate retinoids. Through the study of these two animal models we were able to recapitulate the conditions of either local pulmonary retinyl ester absence but with available circulating ROH (*Lrat*^−/−^ mice), or very low circulating retinol levels with normal lung RE stores (*Rbp4*^−/−^ mice).

Both *Lrat*^−/−^ and *Rbp4*^−/−^ mice, as well as their respective littermate controls (*Lrat*^+/+^ and *Rbp4*^+/+^ mice), were dosed with LPS (25 mg/kg) via intranasal instillation, and survival was monitored for 7 days. Starting from day 3, the survival rate of *Lrat*^−/−^ mice began to decline, with only 15% surviving through day 7, as opposed to almost 80% survival of the *Lrat*^+/+^ mice (Fig. 1e). There was a statistically significant difference with *p* = 0.0004 between the survival curves for LPS-treated *Lrat*^+/+^ and *Lrat*^−/−^ mice as calculated by the Kaplan–Meier log rank test. The survival rate of LPS-instilled *Rbp4*^−/−^ mice was not significantly different from wild type (*Rbp4*^+/+^) controls, at a level of 80% (Fig. 1f). Thus, local pulmonary retinoid stores, but not circulating ROH, are critical for assuring a better ALI outcome.

### Retinoid storage in the lung is mapped to distinct pulmonary cell types

To gain deeper insight into cellular aspects of retinoid storage in the lungs, we isolated and collected retinoid-containing cells (referred to as UV-positive cells) from lung by FACS making use of their autofluorescence and emission at 455 nm upon excitation at 350 nm (Fig. 2a). The autofluorescence of cellular retinoid stores was first described in the early 1980s^52–54^. This autofluorescence is very distinctive, since it involves excitation at 350 nm but the characteristic blue-green emission occurs at 450–460 nm. This unusual characteristic (specifically, the considerable distance between the excitation and emission maxima) for this autofluorescence provides confidence in the use of FACS to isolate retinoid-storing cells. Retinoid autofluorescence has been used in published studies to establish the identities of retinoid-storing cells and/or to quantitate the abundance of these cells^32,55–57^. We^58^ and others^59–62^ have used this characteristic to isolate by FACS and study retinoid-storing cells from living tissues. It has long been known from the literature that a subpopulation of pulmonary mesenchymal stromal cells with fibroblastic characteristics, referred to as pulmonary lipid interstitial cells or pulmonary lipofibroblasts, are capable of accumulating lipids, including REs^63,64^. We used this knowledge to isolate and further characterize retinoid-accumulating cells from the lung. Lungs from *Lrat*^+/+^ and *Lrat*^−/−^ mice were enzymatically digested and individual cells were subjected to FACS using a gating strategy to collect cells with high autofluorescence at λ = 455 nm and negative staining with propidium iodide (i.e., viable cells) (Fig. 2a). Using this procedure, we were able to collect about 5·10^5^ UV-positive cells from one wild type (*Lrat*^+/+^) lung. Notably, for cell isolates from *Lrat*^−/−^ lungs, which contain no REs, we were not able to detect cells with high autofluorescence at λ = 455 nm (UV-positive cells) using the identical FACS gating strategy (Fig. 2b). This confirms the specificity of this protocol for isolating retinoid-containing cells.

**Fig. 2:**
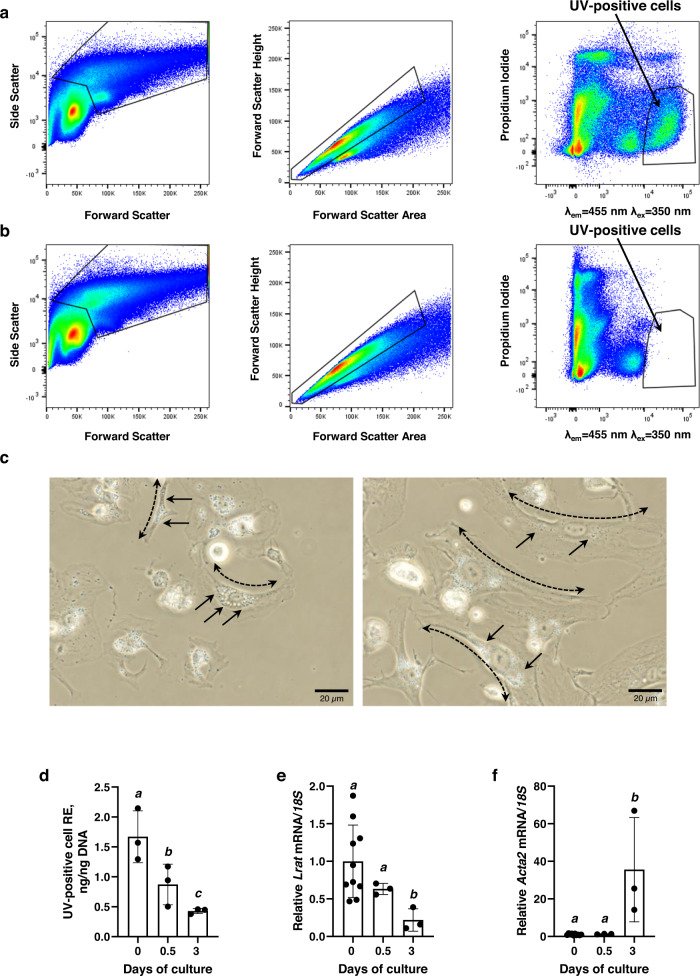
FACS isolation and culture of lung retinoid-containing cells. A gating strategy for sorting live, single, UV-positive cells (defined by the enclosed area) using emission at λ = 455 nm upon excitation at λ = 350 nm from lung cell suspensions isolated from *Lrat*^+/+^ (**a**) and *Lrat*^−/−^ (**b**) mice. **c** Isolated retinoid-containing (UV-positive) cells cultured 12 h (left microphotograph, 40X magnification) or 72 h (right microphotograph, 40X magnification); Dashed arrows indicate elongated cell morphology and solid arrows highlight intracellular lipid droplets. **d** Total retinyl ester concentrations (ng/ng DNA) present in UV-positive cells determined by HPLC after 0, 0.5 and 3 days of culture. Values marked with different letters (a–c) are statistically different (a is different from b, *p* = 0.0222; a is different from c, *p* = 0.0031). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 3 for each group. **e** *Lrat* mRNA expression determined by qRT-PCR after 0, 0.5 and 3 days of culture. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 0.012). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 3 for each group, *n* = 10 for *Lrat* mRNA expression on day 0. **f** *Acta2* mRNA expression determined by qRT-PCR after 0, 0.5 and 3 days of culture. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 0.002). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 3 for each group, n = 10 for *Acta2* mRNA expression on day 0.

In culture, a majority of the freshly isolated UV-positive cells had an elongated quiescent fibroblast morphology with distinct intracellular lipid droplets (Fig. 2c). HPLC analysis of the isolated cells allowed for the identification of ROH and all RE species, including retinyl linoleate, retinyl oleate, retinyl palmitate, and retinyl stearate (Fig. 2d, Supplementary Fig. 5a). After in vitro culture for 3 days, the cells acquired a spindle-shaped morphology with long cytoplasmic extensions with fewer intracellular inclusions (Fig. 2c). Cellular RE concentrations declined during the 3-day in vitro culture period and this was accompanied by downregulated expression of *Lrat* (Fig. 2e). In addition, the cultured cells acquired the ability to express strongly the fibrosis marker smooth muscle actin (*Acta2*) (Fig. 2f).

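The UV-positive cells, sorted from digested lungs by the fluorescence of their own retinoids, came from wild-type C57BL/6 male mice aged 3 months and were sequenced on separate occasions as 2 single-cell libraries, called library 1 and library 2 here. The paper's text does not state how many mice each library held, and all cells belong to 1 condition. For each library the authors deposited raw counts, the number of unique molecular identifiers (UMIs) that Cell Ranger assigned to each gene in each cell barcode, without normalization. The genome build behind these counts is not stated. Library 1 held 9669 barcodes with 48762735 UMIs and library 2 held 10050 barcodes with 93970185 UMIs, both over a list of 32285 genes. The deposited barcodes had not been put through the paper's cell filters, which were applied here: cells with fewer than 200 detected genes were left out (8 cells in library 1 and 3 in library 2), as were cells with more than 10% mitochondrial UMIs (27 and 59 cells). The 9634 cells kept in library 1 had a median of 4480.0 UMIs and 1861 detected genes, and the 9988 kept in library 2 a median of 7577.5 UMIs and 2731 detected genes.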

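The libraries were integrated and clustered in another version of Seurat with the settings that the paper states, as far as it states them. Cell cycle scores and mitochondrial share were regressed out after the integration, whereas the paper describes this step before it. The 142 genes that the paper names in its single-cell results were held out of the 2000 variable features and of the integration, so that their expression did not shape the clusters. Expression is given as CPM, the UMIs of a gene summed over the cells of a group in 1 library, scaled to a fixed total of UMIs per group and library. Values after ± are the SD over n = 2 libraries. Groups of cells were compared on these sums per library with edgeR's quasi-likelihood test, with library as a block and Benjamini-Hochberg adjustment over all genes tested. Cells were not counted as replicates, so each comparison rests on 2 libraries. The SE given with a log2 fold change is its size divided by the square root of the test's F value. It was not estimated on its own and can be too small where UMIs are few. Intervals given for shares are exact Clopper-Pearson 95% intervals and cover counting error only. For a count of 0 the limit given is the CPM that 3 UMIs would have made.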

To identify the specific cell types and associated transcriptional signatures of pulmonary retinoid-containing cells, the UV-positive cells we collected were subjected to single-cell RNA sequencing (scRNA-seq). Post-processing analysis of scRNA-seq data from integrated datasets identified a total of 10 clusters (clusters 0-9) of cells using cluster resolution 0.2 (in *FindClusters* function) (Fig. 3a, Supplementary Fig. 6a, b). 

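From the 19622 cells kept, the deposited counts gave 11 clusters at resolution 0.2, numbered here from 0 to 10 by size. These numbers are not those of the paper's clusters. Clusters 0, 1 and 2 were stromal, cluster 3 epithelial, clusters 4 and 5 endothelial, and clusters 6 to 10 immune. The largest held 6078 cells and the smallest 112. The libraries contributed unequally to the 2 largest clusters: cluster 0 held 972 cells of library 1 and 5106 of library 2, and cluster 1 held 4703 and 872. Cluster 5 held 20 cells of library 1 and 477 of library 2, and cluster 9 held 9 and 106. Their CPM values are means that weight the libraries equally, so the part from library 1 rests on these few cells. Of the alternatives, resolution 0.5 moved the number of clusters the most, to 21, and with the named genes left among the variable features there were 13 clusters.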

The cluster resolution value was determined using the *Clustree* function (Supplementary Fig. 6c). Biologically relevant cell clusters were defined as clusters that have at least 10 unique differentially expressed genes. Visualization of the clusters on a 2D map was performed using uniform manifold approximation and projection (UMAP) (Fig. 3a, Supplementary Fig. 6a). Unexpectedly, pulmonary fibroblasts were not the only lung cell type capable of accumulating retinoids, as evidenced by FACS sorting based on retinoid autofluorescence. Using the expression of representative highly discriminative tissue-specific markers, including collagen type I alpha 1 chain (*Col1a1*), epithelial cell adhesion molecule (*Epcam*), platelet and endothelial cell adhesion molecule 1 (*Pecam1*, also known as *Cd31*), and protein tyrosine phosphatase receptor type C (*Ptprc*, also known as *Cd45*), clusters corresponding to four major cell groups were identified as harboring retinoid-stores (Fig. 3a, b). 

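Each cluster was assigned to 1 of 4 classes by the mean log2(CPM + 1) of marker genes that the paper does not name, 5 for endothelial, 3 for epithelial and 6 for immune cells. A cluster in which none of these means reached 6.5 was called stromal. *Col1a1*, *Epcam*, *Pecam1* and *Ptprc* took no part in forming the clusters or in naming the classes. *Col1a1* (ENSMUSG00000001506) was at 842 ± 32.9 CPM (SD, n = 2 libraries) in stromal cells, 266 ± 3.26 CPM in endothelial, 145 ± 114 CPM in epithelial and 355 ± 70.7 CPM in immune cells. *Epcam* (ENSMUSG00000045394) was at 191 ± 27.6 CPM in epithelial cells against 0.305 ± 0.103 CPM in stromal cells, *Pecam1* (ENSMUSG00000020717) at 502 ± 243 CPM in endothelial cells against 1.49 ± 0.878 CPM, and *Ptprc* (ENSMUSG00000026395) at 298 ± 31.0 CPM in immune cells against 0.21 ± 0.092 CPM. On the log2 scale, the fold change of stromal over epithelial cells was -9.58 (SE 1.24, adjusted p = 0.00111) for *Epcam*, that over endothelial cells -8.32 (SE 0.457, adjusted p = 4.05e-05) for *Pecam1*, and that over immune cells -10.55 (SE 0.392, adjusted p = 8.98e-06) for *Ptprc*. Of the 14609 genes tested, 3399 differed between stromal and endothelial cells at an adjusted p under 0.05, 5687 between stromal and epithelial cells and 4435 between stromal and immune cells. Leaving the library out of the model moved these counts the most, to 2118, 3484 and 2357 genes.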

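The endothelial, epithelial and immune classes were not free of stromal transcripts. A cell of these classes was compared with the median stromal cell of its library in the share of its UMIs that came from 16 stromal reference genes. In the endothelial class, 62.1% of the cells of library 1 and 65.6% of those of library 2 held these transcripts at 0.2 or more of the stromal level, and 30.2% and 22.7% held them under 0.05 of it. The endothelial cells at 0.2 or more had a median of 5625 and 16478.5 UMIs, and those under 0.05 a median of 2108 and 4127 UMIs. Among epithelial cells, 15.2% and 50.5% reached 0.2 of the stromal level, and among immune cells 30.8% and 45.5%. This comparison was chosen after the class values had been seen.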

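Of all cells kept, 15333 fell into clusters 0, 1 and 2, where the stromal markers were highest, a pooled share of 78.1% (95% CI 77.6 to 78.7). In library 1 the share was 82.0% (95% CI 81.3 to 82.8) and in library 2 it was 74.4% (95% CI 73.5 to 75.2), a mean of 78.2% ± 5.40 (SD, n = 2 libraries), so that the libraries differed by more than counting error. Removing the cells with the highest Scrublet doublet scores, an alternative chosen after the data were examined, moved the pooled share the most, to 79.6%, and over all alternatives that kept both libraries it lay between 77.9% and 79.6%.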

Among the UV-positive cell clusters, the stromal cell group (83% of total collected cells) was the most abundant. This group consisted of 3 distinct but related cell clusters (clusters 0, 1, and 2) that were enriched with general fibroblast marker transcripts, including *Col1a1*, *Pdgfra*, and *Ptgis* (Fig. 3c). 

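*Pdgfra* (ENSMUSG00000029231) was at 969.8 ± 182 CPM (SD, n = 2 libraries) and *Ptgis* (ENSMUSG00000017969) at 846 ± 78.7 CPM over the stromal clusters taken together. The log2 fold change of *Col1a1* in stromal over epithelial cells was 2.27 (SE 0.378, adjusted p = 0.0032), that over endothelial cells 1.82 (SE 0.371, adjusted p = 0.0117) and that over immune cells 1.08 (SE 0.361, adjusted p = 0.0582), so that the last did not pass the threshold. For *Pdgfra* these log2 fold changes were 2.03, 1.12 and 1.38, with adjusted p-values of 0.0108, 0.11 and 0.0503. For *Ptgis* they were 2.48, 1.42 and 1.50, with adjusted p-values of 0.00456, 0.0527 and 0.0358. Stromal transcripts held by cells of the other classes, as described above, would make these differences smaller. Over endothelial cells, regressing nothing out moved these values the most, to 1.60 for *Col1a1*, 0.925 for *Pdgfra* and 1.22 for *Ptgis*. Over epithelial and immune cells it was the removal of the cells with the highest Scrublet scores, which took *Col1a1* in stromal over epithelial cells to 3.60. With the same removal, *Col1a1* over endothelial, *Pdgfra* over epithelial and *Ptgis* over immune cells no longer passed the threshold, and *Ptgis* over immune cells did not pass it either with the library left out of the model or with nothing regressed out. Without a filter on low counts *Col1a1*, *Pdgfra* and *Ptgis* passed it over endothelial and immune cells alike. With library 2 alone the log2 fold change of *Col1a1* over epithelial cells was 1.59 and with library 1 alone it was 3.11. Within the stromal class, *Col1a1* was at 699.8 ± 52.5 CPM in cluster 0, 602 ± 49.3 CPM in cluster 1 and 1243 ± 217 CPM in cluster 2.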

A distinct cluster of endothelial cells (about 7% of total cells, cluster 3) was identified based on its enrichment with *Pecam1* transcripts (Fig. 3b) as well as transcripts for other endothelial marker genes, including cadherin 5 (*Cdh5*) and plasmalemma vesicle-associated protein (*Plvap*) (Fig. 3c). 

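Endothelial cells made up 8.95% of all cells (95% CI 8.55 to 9.36), with 182 of 9634 cells in library 1, or 1.89% (95% CI 1.63 to 2.18), and 1574 of 9988 in library 2, or 15.8% (95% CI 15.0 to 16.5). The share of library 2 was 8.34-fold that of library 1. *Cdh5* (ENSMUSG00000031871) was at 902 ± 300.3 CPM (SD, n = 2 libraries) in endothelial cells against 1.11 ± 0.877 CPM in stromal cells, a log2 fold change of stromal over endothelial cells of -9.92 (SE 0.924, adjusted p = 0.0003). *Plvap* (ENSMUSG00000034845) was at 708 ± 202 CPM against 1.54 ± 0.24 CPM, a log2 fold change of -8.76 (SE 1.07, adjusted p = 0.00114). The class comprised clusters 4 and 5, and library 1 gave 20 cells to the second of them. It also held transcripts of other classes, with *Ager* (ENSMUSG00000015452) at 325 ± 126 CPM and *Clic5* (ENSMUSG00000023959) at 419.7 ± 310.0 CPM.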

An epithelial cell group (cluster 4) constituted about 5% of total cells. 

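The epithelial class, cluster 3, held 1361 cells, or 6.94% of all cells (95% CI 6.58 to 7.30). It held 1137 cells of library 1, or 11.8% (95% CI 11.2 to 12.5), and 224 of library 2, or 2.24% (95% CI 1.96 to 2.55), a 5.26-fold difference between the libraries in the opposite direction to that of the endothelial class. With each library left out in turn, the share was therefore 2.24% or 11.8%.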

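In the epithelial class, *Sftpa1* (ENSMUSG00000021789) was at 22479.8 ± 6859.5 CPM (SD, n = 2 libraries), *Sftpb* (ENSMUSG00000056370) at 6845 ± 140.0 CPM, *Sftpc* (ENSMUSG00000022097) at 186189.7 ± 61170.2 CPM and *Abca3* (ENSMUSG00000024130) at 587 ± 107 CPM. In stromal cells they were at 33.4 ± 25.5, 12.7 ± 9.6, 271 ± 198 and 11.0 ± 0.068 CPM. On the log2 scale, the fold change of stromal over epithelial cells was -10.07 (SE 0.242, adjusted p = 1.61e-06) for *Sftpc* and -6.19 (SE 0.256, adjusted p = 5.36e-06) for *Abca3*. *Sftpc* was also at 19426 ± 12931 CPM in endothelial and 2460.3 ± 1281 CPM in immune cells. The club cell transcript *Scgb1a1* (ENSMUSG00000024653) was at 7374 ± 9353 CPM in the epithelial class, so that the class was not made of alveolar type 2 cells alone.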

The cells from this cluster were expressing mostly marker genes for alveolar type 2 cells (AEC2), including surfactant protein genes *Sfpta1* and *Sfptb* (Fig. 3c) as well as *Sftpc* and *Abca3*^65,66^ (Supplementary Fig. 6d). The cells from this group were also expressing certain markers attributed to transcriptional signatures of alveolar type 1 cell (AEC1), including *Aqp5* and *Ager*. However, these cells did not express other markers of AEC1 late differentiation^65–67^ like *Pdpn, Cav1, Hopx, Scnn1g, and Scnn1b* (Supplementary Fig. 6d). 

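*Aqp5* (ENSMUSG00000044217) was at 412 ± 126 CPM (SD, n = 2 libraries) in epithelial cells and 1.65 ± 0.15 CPM in stromal cells, a log2 fold change of stromal over epithelial cells of -8.34 (SE 0.487, adjusted p = 2.01e-05). For *Ager* the epithelial value was 692 ± 40.1 CPM and the stromal value 6.96 ± 5.61 CPM, with a log2 fold change of -7.39 (SE 0.584, adjusted p = 9.47e-05).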

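*Pdpn* (ENSMUSG00000028583) was at 3.5 ± 2.16 CPM (SD, n = 2 libraries) in epithelial cells and at 22.2 ± 3.02 CPM in stromal cells, a log2 fold change of stromal over epithelial cells of 2.40 (SE 0.407, adjusted p = 0.00342). *Cav1* (ENSMUSG00000007655) was at 19.5 ± 21.9 CPM in epithelial cells, with a log2 fold change of 1.57 (SE 0.494, adjusted p = 0.040), which was 0.54 in library 2 alone and 2.92 in library 1 alone. With nothing regressed out before clustering, the log2 fold changes of *Pdpn* and *Cav1* fell to 0.31 and 0.06 and neither was called. *Cav1* was not called either at a limit of 5% mitochondrial UMIs, with the library left out of the model or without integration. *Hopx* (ENSMUSG00000059325) was at 59.8 ± 49.5 CPM in epithelial and 63.7 ± 6.33 CPM in stromal cells, a log2 fold change of -0.14 (SE 0.398, adjusted p = 0.812). *Scnn1g* (ENSMUSG00000000216) was at 4.13 ± 1.28 CPM and *Scnn1b* (ENSMUSG00000030873) at 8.99 ± 3.21 CPM in epithelial cells, where 3 UMIs would have made 0.269 CPM in library 1 and 0.718 CPM in library 2. In stromal cells these transcripts were at 0.202 ± 0.080 and 0.129 ± 0.182 CPM, with log2 fold changes of -4.79 (adjusted p = 0.000239) and -6.48 (adjusted p = 0.000483). Endothelial cells held them at 8.66 and 6.78 CPM, which fell to 1.58 and 0.683 CPM with nothing regressed out. In epithelial cells, 6.16% of library 1 and 12.1% of library 2 held a UMI of *Scnn1b*, at a median of 9712 and 16946 UMIs per cell, against 0% and 0.188% of stromal cells, which should lack it, at a median of 4218 and 7052 UMIs. The epithelial levels of *Hopx*, *Scnn1g* and *Scnn1b* rose to 423, 26.3 and 21.1 CPM with nothing regressed out, where the log2 fold change of *Hopx* was -2.41 and not called. How *Scnn1g* and *Scnn1b* were divided between the epithelial and endothelial classes thus depended on this setting. Their endothelial levels under the main settings do not show that endothelial cells expressed them.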

Myeloid cells were represented by 5 clusters (about 5% of total cells, clusters 5-9) differentially expressing immune cell marker genes, including interleukin-1β (*Il-1β*) and lymphocyte-specific protein 1 (*Lsp1*) (Fig. 3c).

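The immune class held 1172 cells in 5 clusters, numbered 6 to 10, or 5.97% of all cells (95% CI 5.65 to 6.31). The share was 4.28% in library 1 (95% CI 3.88 to 4.70) and 7.61% in library 2 (95% CI 7.10 to 8.15). *Il1b* (ENSMUSG00000027398) was at 1017 ± 760.4 CPM (SD, n = 2 libraries) over the class and *Lsp1* (ENSMUSG00000018819) at 574 ± 64.7 CPM, with log2 fold changes of stromal over immune cells of -11.01 (SE 0.987, adjusted p = 0.0002) and -4.15 (SE 0.403, adjusted p = 0.000296). *Il1b* ranged from 1.5 ± 2.12 CPM in cluster 10 to 2115 ± 1831 CPM in cluster 7. *Lsp1* ranged from 204 ± 256 CPM in cluster 9 to 726 ± 60.0 CPM in cluster 8. Cluster 10 was led by B cell transcripts such as *Cd79a*, and cluster 7 held neutrophil transcripts such as *S100a8* together with T cell transcripts such as *Cd3d*.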

**Fig. 3:**
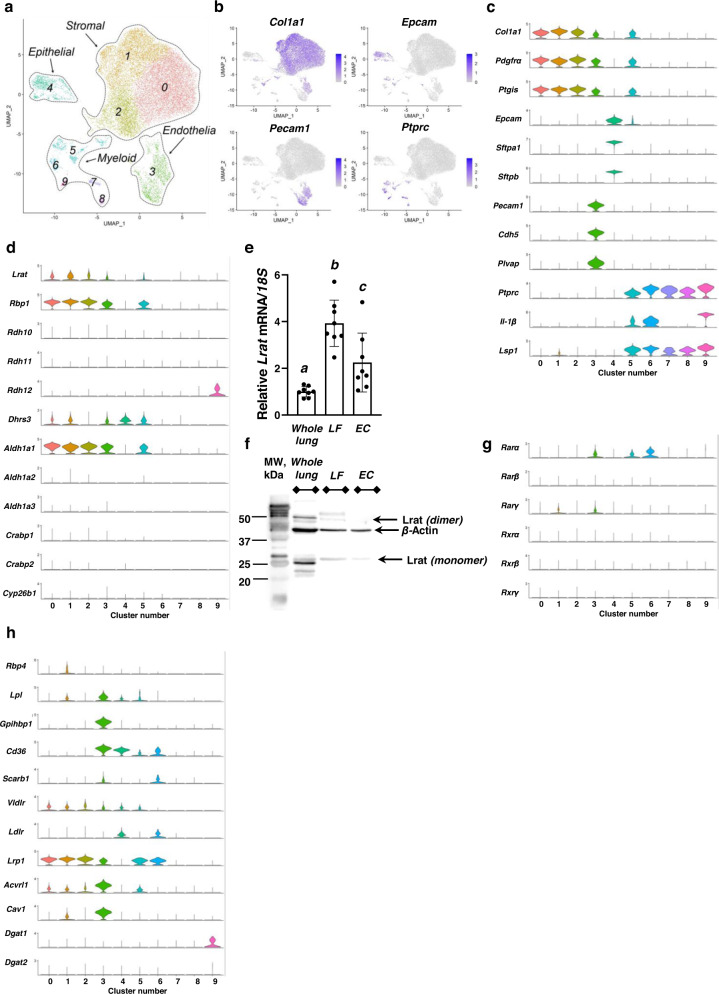
Postprocessing analysis of single-cell RNA-seq datasets of mouse lung retinoid-containing cells. **a** UMAP visualization of cell type clustering inferred from mouse lung retinoid-containing cell scRNA-seq data; Ten retinoid-containing cell clusters were identified. **b** UMAP visualization of relative expression of representative canonical cell type specific markers to validate stromal (*Col1a1*), epithelial (*Epcam*), endothelial (*Pecam1*), and myeloid (*Ptprc*) cell clusters. The intensity of expression is indicated by blue coloration. **c** Violin plot representation showing known stromal (*Col1a1*, *Pdgfra*, and *Ptgis*), epithelial (*Epcam, Sfpta1*, and *Sfptb*), endothelial (*Pecam1, Cdh5*, and *Plvap*), and myeloid (*Ptprc*, *Il-1β*, and *Lsp1*) marker gene expression across all clusters. The y-axis indicates normalized Log2 expression value, the x-axis indicates cell cluster number. **d** Violin plot representation showing expression of genes involved in retinoid metabolism across all clusters. The y-axis indicates normalized Log2 expression value, the x-axis indicates cell cluster number. **e** Relative *Lrat* mRNA expression in whole tissue homogenate (whole lung), primary lipofibroblasts (LF), and primary endothelial cells (EC) isolated from the lungs of wild-type (*Lrat*^+/+^) mice. Gene expression values (normalized to 18 S rRNA levels) were determined by qRT-PCR. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 3.26e-06; a is different from c, *p* = 0.0144; b is different from c, *p* = 0.0017). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 8 for each group. **f** Representative immunoblot of relative Lrat protein expression levels (normalized to β-actin levels) in whole tissue homogenate (whole lung), primary lipofibroblasts (LF), and primary endothelial cells (EC) isolated from the lungs of wild-type (*Lrat*^+/+^) mice; similar results were reproduced in three independent experiments. **g** Violin plot representation showing expression of genes involved in retinoid signaling across all clusters. The y-axis indicates normalized Log2 expression value, the x-axis indicates cell cluster number. **h** Violin plot representation showing expression of genes involved in lipid metabolism across all clusters. The y-axis indicates normalized Log2 expression value, the *x*-axis indicates cell cluster number.

Consistent with our scRNA-seq data, the presence of endothelial, epithelial, and myeloid cells among retinoid-containing UV-positive pulmonary cells was further corroborated by FACS using antigen-specific fluorochrome-labeled antibodies (Supplementary Fig. 7). Cd45^+^ (myeloid), Cd326^+^ (epithelial), and Cd31^+^ (endothelial) cells were identified among sorted UV-positive cells (Supplementary Fig. 7) and collected for further analysis. HPLC analysis of retinoids present in the collected cell preparations allowed us to identify detectable amounts of retinyl esters in each cell type. Clear peaks corresponding to retinyl palmitate and retinyl stearate were identified in Cd31^+^ (endothelial) cells (Supplementary Fig. 5b), and retinyl palmitate in Cd326^+^ (epithelial) cells (Supplementary Fig. 5c).

Taken together these data clearly show that several lung cell populations are capable of accumulating retinoids in a cell-specific manner and this feature can be reproducibly utilized for their specific selection and isolation.

### Pulmonary cells express genes needed for retinoid metabolism and signaling in a cell-specific manner

Since cells were FACS sorted and collected based on their endogenous retinoid-fluorescence, we analyzed for expression of genes controlling retinoid uptake, accumulation, and metabolism among the different cell clusters identified in our dataset. Strong mRNA expression of *Lrat* and retinol-binding protein 1 (*Rbp1*), a gene encoding a protein needed for intracellular transport of the hydrophobic ROH, facilitating both ROH esterification by Lrat or its oxidation to ATRA, was detected predominantly in the stromal (clusters 0–2) and endothelial (cluster 3) cell clusters (Fig. 3d). These scRNA-seq data were further confirmed by qRT-PCR and immunoblot analyses using whole lung homogenates and primary lipofibroblasts and endothelial cells (Fig. 3e, f). In addition, transcriptional signals for both *Lrat* and *Rbp1* were detected in cells from the epithelial and myeloid cell clusters, albeit at lower levels (Fig. 3d).

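*Lrat* (ENSMUSG00000028003; GRCm38 chromosome 3, 82892579 to 82903973, minus strand) was at 230.3 ± 125 CPM (SD, n = 2 libraries) in stromal cells and at 122 ± 87.2 CPM in endothelial cells, a log2 fold change of stromal over endothelial cells of 1.16 (SE 0.461, adjusted p = 0.114), which was called only without a filter on low counts. In library 1, *Lrat* was found in 57.2% (95% CI 56.1 to 58.3) of stromal cells and 39.6% (95% CI 32.4 to 47.1) of endothelial cells, and in library 2 in 43.4% (95% CI 42.2 to 44.5) and 38.9% (95% CI 36.5 to 41.3). Thinned to 2000 UMIs per cell, these shares were 39.8% and 27.2% in library 1 and 19.9% and 9.58% in library 2. Of the stromal transcripts that endothelial cells should lack, *Pdgfra* was found in 53.3% and 71.6% of endothelial cells, *Col1a1* in 46.2% and 65.2%, and *Dcn*, which had the lowest ratio to its stromal level, in 8.79% and 9.59%. The endothelial cells' median depth was 4033 and 12676.5 UMIs against 4218 and 7052 UMIs in stromal cells.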

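The endothelial values rested on cells that also held stromal transcripts. In the endothelial cells without a UMI of *Col1a1*, *Col1a2*, *Col3a1*, *Mfap4*, *Dcn* and *Pdgfra* (57 of 182 cells in library 1 and 285 of 1574 in library 2), *Lrat* fell from 183 to 35.8 CPM in library 1 and from 60.0 to 8.6 CPM in library 2, the latter values resting on 7 and 11 UMIs. In the endothelial cells that held stromal transcripts at 0.2 or more of the stromal level, *Lrat* was at 248 CPM in library 1 and 69.1 CPM in library 2, against 22.3 and 9.24 CPM in those under 0.05. *Cyp26b1*, an endothelial transcript, did not fall with this selection.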

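In epithelial cells *Lrat* was at 30.7 ± 12.1 CPM (SD, n = 2 libraries), and in immune cells it was at 83.9 ± 43.7 CPM. The log2 fold change of stromal over epithelial cells was 2.28 (SE 0.486, adjusted p = 0.00873). Library 2 alone gave 1.51, and library 1 alone 3.29. Stromal over immune cells, the log2 fold change was 1.26 (SE 0.458, adjusted p = 0.0768), and it was called with 30 principal components, without a filter on low counts and without integration. *Lrat* was found in 10.8% and 29.0% of epithelial cells and in 23.1% and 22.1% of immune cells of the respective libraries, at median depths of 9712 and 16946 UMIs and of 4097 and 9626 UMIs. *Col1a1*, a collagen transcript that immune cells should lack, was found in 29.1% and 48.8% of immune cells.
When only cells without a UMI of the same 6 stromal genes were counted, *Lrat* fell from 22.1 to 0.69 CPM in library 1 and from 39.3 to 2.07 CPM in library 2 in epithelial cells, where the second value in each pair rested on 5 and 2 UMIs. In immune cells it fell from 115 to 2.72 CPM in library 1 and from 53.0 to 0.683 CPM in library 2, on 2 and 1 UMIs. A fall of this kind does not tell doublets formed in droplets from cells that were attached to a stromal cell when they were sorted and passed the singlet gates on scatter that the paper describes.

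**Figure D1:**
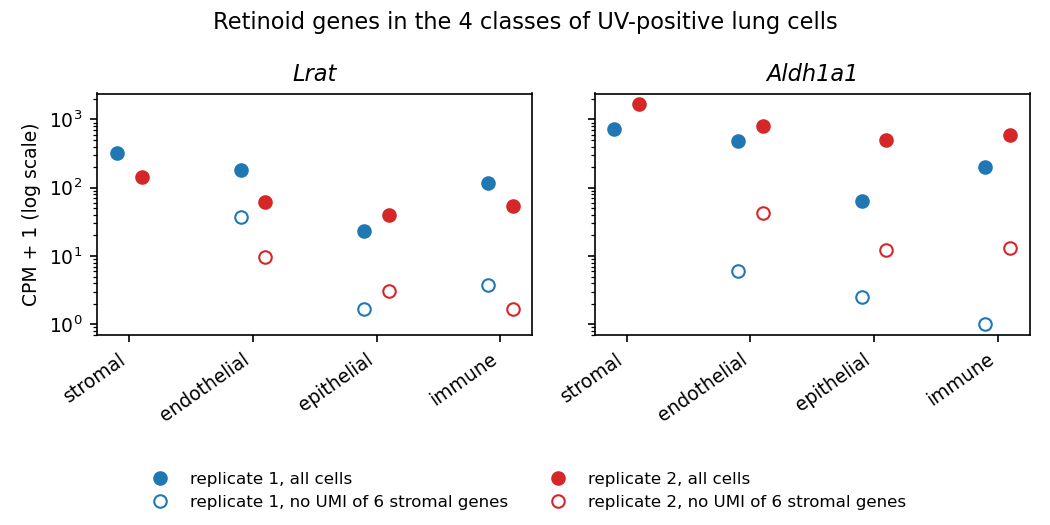
CPM plus 1 (log scale) of *Lrat* and *Aldh1a1* in the stromal, endothelial, epithelial and immune cells of each library. Filled points are all cells of a class and open points the cells without a UMI of the 6 stromal genes, where the values of the endothelial, epithelial and immune classes were lower in both libraries.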

Further analysis of scRNA-seq datasets generated in our experiments allowed us to identify cell-specific expression of genes involved in ATRA synthesis and signaling (Fig. 3d, g). Specifically, the expression of retinol dehydrogenases (*Rdh10*, *Rdh11*, *Rdh12*), genes encoding enzymes that catalyze retinol oxidation to retinaldehyde, a first enzymatic step towards ATRA generation^68–70^, was detectable in all cell types identified in our dataset (Fig. 3d). On the other hand, expression of *Dhrs3*, a gene encoding reductase that catalyzes the reverse reaction of retinaldehyde conversion to retinol^71^, was the highest in two stromal (clusters 0 and 1), endothelial (cluster 3), epithelial (cluster 4), and one myeloid (cluster 5) cell clusters (Fig. 3d). 

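*Rdh10* (ENSMUSG00000025921) was at 9.8 ± 1.09 CPM (SD, n = 2 libraries) in stromal, 7.36 ± 0.928 CPM in endothelial, 14.0 ± 1.91 CPM in epithelial and 7.08 ± 0.962 CPM in immune cells, and stromal over epithelial cells the log2 fold change was -0.99 (SE 0.244, adjusted p = 0.016). *Rdh11* (ENSMUSG00000066441) was at 10.6 ± 2.3, 17.0 ± 6.73, 13.3 ± 1.2 and 8.53 ± 2.36 CPM in the same order. In cells without a UMI of the 6 stromal genes, *Rdh10* was at 14.5 and 9.3 CPM in the epithelial cells of libraries 1 and 2 and at 10.2 and 5.47 CPM in their endothelial cells, the latter on 2 and 7 UMIs. *Rdh12* (ENSMUSG00000021123) was at 13.1 ± 9.99 CPM in immune cells and at 0.344 ± 0.171 CPM in stromal cells, a log2 fold change of stromal over immune cells of -5.28 (SE 0.658, adjusted p = 0.000994). Within the immune class it was at 53.0 ± 41.2 CPM in cluster 7 and 26.2 ± 1.14 CPM in cluster 10. Stromal cells held 16 and 13 UMIs of *Rdh12* in libraries 1 and 2, endothelial cells 0 and 23, and epithelial cells 3 and 2. The count of 0 in the endothelial cells of library 1 allows up to 3.44 CPM.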

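*Dhrs3* (ENSMUSG00000066026) was at 84.4 ± 14.6 CPM (SD, n = 2 libraries) in stromal, 76.9 ± 11.1 CPM in endothelial, 117 ± 8.69 CPM in epithelial and 61.0 ± 19.1 CPM in immune cells. Stromal over epithelial cells, the log2 fold change was -0.92 (SE 0.218, adjusted p = 0.0137), and it no longer passed the threshold with the library left out of the model. The stromal clusters 0, 1 and 2 were at 76.4 ± 4.3, 74.2 ± 13.3 and 95.9 ± 24.4 CPM, the endothelial clusters 4 and 5 at 60.5 ± 5.82 and 152 ± 93.6 CPM. Among the immune clusters, cluster 9 was at 104 ± 81.6 CPM, cluster 6 at 69.8 ± 3.47 CPM, cluster 7 at 40.7 ± 3.58 CPM, cluster 8 at 16.7 ± 7.37 CPM and cluster 10 at 11.7 ± 4.62 CPM. In epithelial cells without a UMI of the 6 stromal genes, *Dhrs3* was at 109 and 147 CPM in the libraries.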

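In stromal cells, *Aldh1a1* (ENSMUSG00000053279; GRCm38 chromosome 19, 20492715 to 20643465, plus strand) was at 1188 ± 665 CPM (SD, n = 2 libraries), *Aldh1a2* (ENSMUSG00000013584) at 0.265 ± 0.035 CPM and *Aldh1a3* (ENSMUSG00000015134) at 0.242 ± 0.095 CPM. *Aldh1a2* reached 1.52 ± 0.206 CPM in immune cells and *Aldh1a3* 1.41 ± 1.24 CPM in endothelial cells. No UMI of *Aldh1a2* was counted in endothelial cells, which allows up to 3.44 CPM in library 1 and 0.134 CPM in library 2. *Aldh1a1* was found in 83.3% and 98.5% of the stromal cells of libraries 1 and 2.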

Among different aldehyde dehydrogenases (*Aldh1a1*, *Aldh1a2*, *Aldh1a3*) which catalyze the irreversible oxidation of retinaldehyde to ATRA, *Aldh1a1* was the most highly expressed isoform. *Aldh1a1* was specifically expressed in stromal (clusters 0–2), endothelial (cluster 3) and one myeloid (cluster 5) cell clusters. 

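*Aldh1a1* was at 643 ± 225 CPM (SD, n = 2 libraries) in endothelial, 284 ± 314 CPM in epithelial and 397 ± 276 CPM in immune cells. The log2 fold change of stromal over endothelial cells was 0.92 (SE 0.424, adjusted p = 0.163), that over epithelial cells 2.04 (SE 0.44, adjusted p = 0.00919) and that over immune cells 1.47 (SE 0.427, adjusted p = 0.0369). Library 2 alone gave 1.36 over epithelial cells and library 1 alone 2.98. With the highest Scrublet scores removed, or the library left out of the model, the differences to epithelial and immune cells no longer passed the threshold. That to immune cells did not pass it with nothing regressed out either. The difference to endothelial cells was called only without a filter on low counts. The stromal clusters 0, 1 and 2 were at 1291 ± 788, 1376 ± 778 and 862 ± 425 CPM, and the immune clusters lay between 232 ± 191 CPM in cluster 8 and 529 ± 223 CPM in cluster 9. In cells without a UMI of the 6 stromal genes, *Aldh1a1* fell from 484 to 5.12 CPM in library 1 and from 802 to 42.2 CPM in library 2 in endothelial cells, from 62.2 to 1.52 CPM in library 1 and from 507 to 11.4 CPM in library 2 in epithelial cells, and from 202 to 0 CPM in library 1 and from 593 to 12.3 CPM in library 2 in immune cells. In the immune cells of library 1 the count left was 0.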

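*Crabp1* (ENSMUSG00000032291) was at 3.54 ± 1.77 CPM (SD, n = 2 libraries) in stromal, 2.5 ± 1.32 CPM in endothelial, 0.12 ± 0.169 CPM in epithelial and 0.561 ± 0.147 CPM in immune cells. It was found in 1.75% and 1.44% of stromal cells in libraries 1 and 2. The endothelial value rested on 3 and 35 UMIs. In epithelial cells, 0 and 1 UMIs of *Crabp1* were counted, which is at or under the limit of 3 UMIs. *Crabp2* (ENSMUSG00000004885) was at 0.234 ± 0.161 CPM in stromal, 0.044 ± 0.063 CPM in endothelial and 0.254 ± 0.021 CPM in epithelial cells. It was not detected in immune cells, where a count of 0 allows up to 1.37 CPM in library 1 and 0.333 CPM in library 2.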

The two cellular retinoic acid-binding proteins (*Crabp1* and *Crabp2*) that channel ATRA towards either oxidation or nuclear translocation were expressed at low, but detectable levels mostly in stromal (clusters 0, 1, and 2), endothelial (cluster 3) and epithelial (cluster 4) cell clusters. Detectable levels of *Cyp26b1* transcripts encoding one cytochrome P450 isoform that catalyzes substrate-specific catabolic oxidation of ATRA were detected in the majority of cell clusters, except for myeloid cell clusters 7, 8, and 9 (Fig. 3d). 

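*Cyp26b1* (ENSMUSG00000063415) was at 63.0 ± 37.3 CPM (SD, n = 2 libraries) in endothelial cells, 1.59 ± 0.424 CPM in stromal, 0.778 ± 0.593 CPM in epithelial and 1.17 ± 1.01 CPM in immune cells, a log2 fold change of stromal over endothelial cells of -5.03 (SE 0.488, adjusted p = 0.000363). It was found in 25.3% (95% CI 19.1 to 32.2) of the endothelial cells of library 1 and 27.2% (95% CI 25.0 to 29.5) of those of library 2. In stromal cells the shares were 0.683% and 0.659%, and in epithelial cells 0.264% and 1.34%. Among the stromal clusters, cluster 2 was at 3.73 ± 0.648 CPM and clusters 0 and 1 at 0.222 ± 0.313 and 0.612 ± 0.191 CPM. No UMI was counted in the immune clusters 7 and 10.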

No transcripts for *Cyp26a1* were detected in our scRNA-seq datasets.

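Over all cells, 1 UMI of *Cyp26a1* (ENSMUSG00000024987; GRCm38 chromosome 19, 37697798 to 37701536, plus strand) was counted in each library, in an epithelial cell of library 1 and in an endothelial cell of library 2. Stromal and immune cells held 0 UMIs, which in stromal cells allows up to 0.0871 CPM in library 1 and 0.0515 CPM in library 2.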

mRNA expression of canonical retinoic acid receptors (*Rarα*, *Rarβ*, *Rarγ*) that mediate ATRA signaling as well as their heterodimerization partners (*Rxrα*, *Rxrβ*, *Rxrγ*) was detected in all cell clusters with distinctive cell-specific patterns of expression (Fig. 3g). Specifically, *Rarα* was mostly expressed in endothelial (cluster 3) and 2 myeloid (clusters 5 and 6) cell clusters; high *Rarγ* expression was only attributed to one of the stromal (cluster 1) and endothelial (cluster 3) cell clusters, while *Rarβ*, the least expressed *Rar* isoform, was detectable in most of the retinoid-containing cells, except for three myeloid cell clusters (Fig. 3g).

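*Rara* (ENSMUSG00000037992) was at 34.0 ± 7.3 CPM (SD, n = 2 libraries) in stromal, 55.6 ± 20.2 CPM in endothelial, 14.5 ± 6.94 CPM in epithelial and 57.0 ± 4.74 CPM in immune cells. Stromal over immune cells, *Rara* had a log2 fold change of -0.95 (SE 0.268, adjusted p = 0.0332) and that over endothelial cells -0.59 (SE 0.273, adjusted p = 0.166). The former was -0.57 in library 2 alone and -1.33 in library 1 alone, and it was not called with the library left out of the model or with nothing regressed out. Among the immune clusters *Rara* was highest in cluster 8, at 129 ± 36.7 CPM. *Rarg* (ENSMUSG00000001288) was at 44.0 ± 3.56, 45.2 ± 0.779, 15.5 ± 2.08 and 27.0 ± 3.87 CPM in the same order, with 43.0 ± 5.21, 46.4 ± 4.59 and 42.5 ± 4.09 CPM in the stromal clusters 0, 1 and 2 and 63.4 ± 21.4 CPM in the endothelial cluster 5. Stromal over epithelial cells, the log2 fold change of *Rarg* was 1.06 (SE 0.159, adjusted p = 0.00207), and over endothelial cells 0.12 (SE 0.159, adjusted p = 0.654). *Rarb* (ENSMUSG00000017491) was at 0.224 ± 0.218 CPM in stromal, 1.09 ± 0.083 CPM in endothelial, 0.374 ± 0.148 CPM in epithelial and 2.28 ± 2.58 CPM in immune cells, with 0 UMIs in stromal cluster 0 and in immune clusters 7 and 10. *Rxra* (ENSMUSG00000015846) lay between 17.4 ± 7.54 CPM in epithelial and 29.5 ± 5.23 CPM in stromal cells, and *Rxrb* (ENSMUSG00000039656) between 21.1 ± 0.257 CPM in epithelial and 27.7 ± 3.52 CPM in endothelial cells. *Rxrg* (ENSMUSG00000015843) was highest in stromal cells, at 2.31 ± 2.49 CPM.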

Surprisingly, one of the pulmonary stromal clusters (cluster 1) expressed *Rbp4* (Fig. 3h), which is needed for ROH transport through both plasma and the extracellular space^34^. 

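*Rbp4* (ENSMUSG00000024990; GRCm38 chromosome 19, 38116629 to 38125281, minus strand) was at 408 ± 137 CPM (SD, n = 2 libraries) in stromal cluster 2, the cluster led by *Dcn*, and at 18.9 ± 9.52 and 8.45 ± 3.1 CPM in stromal clusters 0 and 1. Over whole classes it was at 153 ± 66.1 CPM in stromal, 11.7 ± 0.308 CPM in endothelial, 45.1 ± 11.3 CPM in epithelial and 48.2 ± 2.39 CPM in immune cells, with a log2 fold change of stromal over endothelial cells of 3.63 (SE 0.259, adjusted p = 9.86e-05). *Rbp4* was found in 12.7% and 13.5% of stromal cells and in 27.0% and 30.8% of epithelial cells of libraries 1 and 2, whose median depths are given with *Lrat*. In endothelial cells, which held the lowest level, the shares were 3.3% and 3.69%.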

Rbp4 is secreted predominantly by hepatocytes^34,72,73^.

To assess whether cells composing the different clusters can acquire retinoids in the form of either ROH or preformed REs from extracellular sources, a number of genes encoding proteins involved in retinoid uptake were screened (Fig. 3h). 

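A single UMI of *Stra6* (ENSMUSG00000032327; GRCm38 chromosome 9, 58063788 to 58153996, plus strand) was counted in each library, both in endothelial cells of cluster 4. In stromal, epithelial and immune cells the count was 0, which allows up to 0.269 CPM in the epithelial cells of library 1 and 0.718 CPM in those of library 2.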

Consistent with the notion that lung cells do not rely substantially on ROH delivered to the tissue by plasma Rbp4, none of cells that compose the 10 cell clusters expressed the gene encoding stimulated by retinoic acid 6 (*Stra6*)^74^, a cell surface receptor for Rbp4. However, a number of different cell clusters expressed genes encoding proteins involved in retinoid uptake from lipoproteins. The gene encoding lipoprotein lipase (*Lpl*), which is needed for retinoid uptake from lipoproteins^75^, was expressed exclusively by one stromal cluster (cluster 1) as well as endothelial, epithelial, and one immune cell (cluster 5) clusters. 

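*Lpl* (ENSMUSG00000015568) was at 54.5 ± 0.109 CPM (SD, n = 2 libraries) in stromal, 176 ± 168 CPM in endothelial, 49.3 ± 2.75 CPM in epithelial and 134 ± 94.1 CPM in immune cells. Its log2 fold change of stromal over endothelial cells was -1.32 (SE 0.553, adjusted p = 0.131), and it rested on library 2, which alone gave -2.29 where library 1 alone gave 0.08. Among the stromal clusters it was highest in cluster 2, at 109.8 ± 26.0 CPM, against 33.4 ± 10.3 and 22.8 ± 10.0 CPM in clusters 0 and 1. Among the immune clusters it was highest in cluster 9, at 704 ± 634 CPM, followed by 128 ± 132 CPM in cluster 8 and 73.9 ± 37.3 CPM in cluster 6.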

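*Gpihbp1* (ENSMUSG00000022579) was at 671 ± 189 CPM (SD, n = 2 libraries) in endothelial cells and 1.04 ± 1.06 CPM in stromal cells, a log2 fold change of stromal over endothelial cells of -9.71 (SE 0.905, adjusted p = 0.0003). Epithelial cells were at 4.04 ± 5.46 CPM and immune cells at 10.3 ± 13.3 CPM.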

Glycosylphosphatidylinositol-anchored high-density lipoprotein binding protein 1 (*Gpihbp1*) which mediates the transport and anchoring of Lpl in capillaries^76^ was highly expressed in endothelial cells (cluster 3). 

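*Cd36* (ENSMUSG00000002944) was at 936 ± 416 CPM (SD, n = 2 libraries) in endothelial, 641 ± 24.5 CPM in epithelial, 74.5 ± 16.7 CPM in immune and 4.99 ± 2.17 CPM in stromal cells. Its log2 fold change in stromal cells was -7.39 (SE 0.353, adjusted p = 2.58e-05) over endothelial cells and -7.53 (SE 0.355, adjusted p = 7.71e-06) over epithelial cells. Among the immune clusters it was highest in cluster 8, at 257 ± 96.3 CPM, and cluster 9 followed at 113 ± 126 CPM.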

The fatty acid uptake transporter *Cd36* was another highly expressed lipid uptake gene detected in these retinoid-containing endothelial cells, epithelial, and myeloid cell clusters 5 and 6 (Fig. 3h). All of the cell clusters, except for endothelial cluster 3 and myeloid cluster 6, had low levels of transcripts for scavenger receptor class B type 1 (*Scarb1*), a cell surface receptor for different lipid ligands. 

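*Scarb1* (ENSMUSG00000037936) was at 57.2 ± 0.103 CPM (SD, n = 2 libraries) in endothelial cells against 1.83 ± 0.117 CPM in stromal cells, a log2 fold change of stromal over endothelial cells of -4.83 (SE 0.228, adjusted p = 2.58e-05). In immune cluster 8 it was at 85.6 ± 17.0 CPM, and in the other immune clusters between 2.27 ± 0.158 and 12.9 ± 18.3 CPM. Epithelial cells were at 8.85 ± 0.658 CPM.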

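*Vldlr* (ENSMUSG00000024924) was at 109.6 ± 19.5 CPM (SD, n = 2 libraries) in stromal, 62.5 ± 5.69 CPM in endothelial, 63.0 ± 30.5 CPM in epithelial and 37.8 ± 6.83 CPM in immune cells, a log2 fold change of stromal over immune cells of 1.36 (SE 0.198, adjusted p = 0.00211). It was found in 31.2% and 55.0% of the stromal cells of libraries 1 and 2.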

The very low-density lipoprotein receptor (*Vldlr*) gene was highly expressed in most of the fibroblast clusters, endothelial, epithelial, and myeloid cluster 5, while transcripts for low-density lipoprotein receptor (*Ldlr*) were detected only in epithelial and one immune cell cluster (cluster 6). 

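*Lrp1* (ENSMUSG00000040249) was at 742 ± 39.7 CPM (SD, n = 2 libraries) in stromal, 318 ± 12.4 CPM in endothelial, 133 ± 104 CPM in epithelial and 372 ± 53.4 CPM in immune cells. Its log2 fold change of stromal over endothelial cells was 1.37 (SE 0.376, adjusted p = 0.037) and that over immune cells 0.81 (SE 0.369, adjusted p = 0.138). The first no longer passed the threshold with the highest Scrublet scores removed, with the library left out of the model or with nothing regressed out. Stromal clusters 0, 1 and 2 were at 770.1 ± 13.0, 692 ± 12.2 and 778 ± 46.3 CPM.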

Low-density lipoprotein receptor-related protein 1 (*Lrp1*), an endocytic cell surface receptor proposed to mediate retinoid uptake in the placenta and fetal lungs^77,78^, was highly expressed in all fibroblast clusters but less strongly by endothelial and selected immune cell clusters (clusters 5 and 6). 

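*Acvrl1* (ENSMUSG00000000530) was at 568 ± 117 CPM (SD, n = 2 libraries) in endothelial cells, 93.1 ± 3.69 CPM in stromal, 67.5 ± 9.45 CPM in immune and 20.3 ± 20.1 CPM in epithelial cells. Stromal over endothelial cells, the log2 fold change was -2.41 (SE 0.491, adjusted p = 0.0117), which did not pass the threshold with the highest Scrublet scores removed or with nothing regressed out. Among the immune clusters it was highest in cluster 6, at 87.2 ± 2.07 CPM.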

Expression of activin-like kinase 1 (*Acvrl1*), a gene encoding protein that mediates low density lipoprotein (LDL) uptake into endothelial cells^79^, was high in endothelial (cluster 3), but also in stromal (clusters 1–3) and one myeloid (cluster 5) cell clusters. High levels of mRNA expression in endothelial (cluster 3) and one stromal cluster (cluster 2) were also detected for *Cav1*, a gene encoding caveolin-1 that regulates transcytosis of LDL across endothelial cells and plasma LDL levels^80^. 

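*Cav1* was at 578 ± 249 CPM (SD, n = 2 libraries) in endothelial cells and 54.4 ± 14.2 CPM in stromal cells, a log2 fold change of stromal over endothelial cells of -3.17 (SE 0.488, adjusted p = 0.00337), and the difference was not called with nothing regressed out. Among the stromal clusters it was at 107 ± 32.8 CPM in cluster 2, the cluster with the highest *Rbp4*, and at 27.5 ± 17.2 and 21.9 ± 3.08 CPM in clusters 0 and 1.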

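*Dgat1* (ENSMUSG00000022555) was at 15.5 ± 2.07 CPM (SD, n = 2 libraries) in stromal, 11.9 ± 0.593 CPM in endothelial, 9.55 ± 1.73 CPM in epithelial and 29.6 ± 18.9 CPM in immune cells, a log2 fold change of stromal over immune cells of -1.01 (SE 0.382, adjusted p = 0.0856). Among the immune clusters it was at 70.3 ± 62.4 CPM in cluster 7, 31.1 ± 24.3 CPM in cluster 8, 30.4 ± 10.1 CPM in cluster 9, 13.4 ± 4.88 CPM in cluster 6 and 7.5 ± 10.6 CPM in cluster 10. Its transcripts were found in 7.11% and 10.2% of stromal cells of libraries 1 and 2. The 583 and 816 UMIs behind these shares were above the limit of 3 UMIs.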

Only one myeloid cell cluster (cluster 9) expressed mRNA for diacylglycerol O-acyltransferase 1 (*Dgat1*), an enzyme that possesses retinol acyltransferase activity (Fig. 3h) and which can account for some RE synthesis when very high levels of retinoids are present in the gut^81^. 

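*Dgat2* (ENSMUSG00000030747) was at 10.8 ± 8.97 CPM (SD, n = 2 libraries) in stromal, 7.1 ± 0.324 CPM in endothelial, 4.08 ± 4.38 CPM in epithelial and 16.1 ± 4.67 CPM in immune cells, a log2 fold change of stromal over immune cells of -0.90 (SE 0.476, adjusted p = 0.193).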

Expression of diacylglycerol O-acyltransferase 2 (*Dgat2*), an acyltransferase capable of catalyzing RE synthesis, was low across all the cell clusters in our dataset (Fig. 3h).

Taken together, our scRNA-seq data established that distinct lung cell types of different developmental origins, including stromal, endothelial, epithelial, and myeloid cells, express genes needed for retinoid uptake, storage, metabolism, and signaling and that consequently can accumulate detectable levels of intracellular retinoids. 

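The values of the endothelial, epithelial and immune classes for *Lrat* and *Aldh1a1* fell by at least 5.12-fold in each class and library when cells with a UMI of 6 stromal genes were left out. In the same selection, *Cyp26b1* in endothelial cells was higher in both libraries, and *Dhrs3* in epithelial cells was lower in library 1 and higher in library 2. *Rdh12* in immune cells was higher in both libraries. *Rdh11* in each class, and *Rdh10* in endothelial and immune cells, were higher in library 1 and lower in library 2. *Rdh10* in epithelial cells was lower in both. From the transcripts detected in cells sorted by retinoid fluorescence, the paper concludes that stromal, endothelial, epithelial and myeloid cells express genes for retinoid uptake, storage, metabolism and signaling, and that they can accordingly accumulate retinoids. It also reports *Lrat* mRNA and protein in isolated endothelial cells, and retinyl esters by HPLC in sorted endothelial and epithelial cells. Those measurements were not analysed here, and the counts do not bear on them.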

The predominance of pulmonary mesenchymal stromal cells among isolated retinoid-containing cells and their ability to metabolize retinoids is consistent with the literature^63,64^. However, the unexpected identification of endothelial, epithelial, and myeloid cells among the pulmonary retinoid-containing cells along with the transcriptional signatures underlying retinoid uptake, accumulation, and metabolism suggests that subpopulations of these cells have actions in pulmonary retinoid metabolism.

To understand better the heterogeneity of pulmonary retinoid-containing fibroblasts and to annotate specific cell types to the stromal clusters, we removed from further analysis all non-stromal clusters and re-clustered the stromal clusters (Fig. 4a). 

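The 15333 stromal cells were re-clustered at resolution 0.2 on the principal components of all cells, which gave 3 clusters. They were named by marker genes listed in advance, with thresholds on the marker means that were set after the clusters had been seen. One cluster had the higher mean of adventitial fibroblast markers and is called the adventitial cluster here. The other clusters had the higher mean of alveolar fibroblast markers and are called the early-high and the early-low alveolar cluster, after the mean of 13 immediate early genes. The genes used for naming had been held out of the clustering where the paper names them, but a higher level of them in the cluster they name is not an independent result.
Library 1 gave 4826 cells to the early-high alveolar cluster, 888 to the early-low alveolar cluster and 2189 to the adventitial cluster. Library 2 gave 883, 4685 and 1862 cells. The early-high alveolar cluster thus held 61.1% of the stromal cells of library 1 (95% CI 60.0 to 62.1) and 11.9% of those of library 2 (95% CI 11.2 to 12.6), the early-low alveolar cluster 11.2% (95% CI 10.5 to 12.0) and 63.1% (95% CI 61.9 to 64.2), and the adventitial cluster 27.7% (95% CI 26.7 to 28.7) and 25.1% (95% CI 24.1 to 26.1). The division of the alveolar cells into 2 clusters thus followed the library for most cells. With nothing regressed out, the shares in libraries 1 and 2 were 30.8% and 25.8% for the early-high and 40.4% and 45.1% for the early-low alveolar cluster. At resolution 0.1 the alveolar cells made a single cluster with 72.8% and 73.8% of the stromal cells. Over all alternatives, resolution 0.5 moved the number of stromal clusters the most, to 10.

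**Figure D2:**
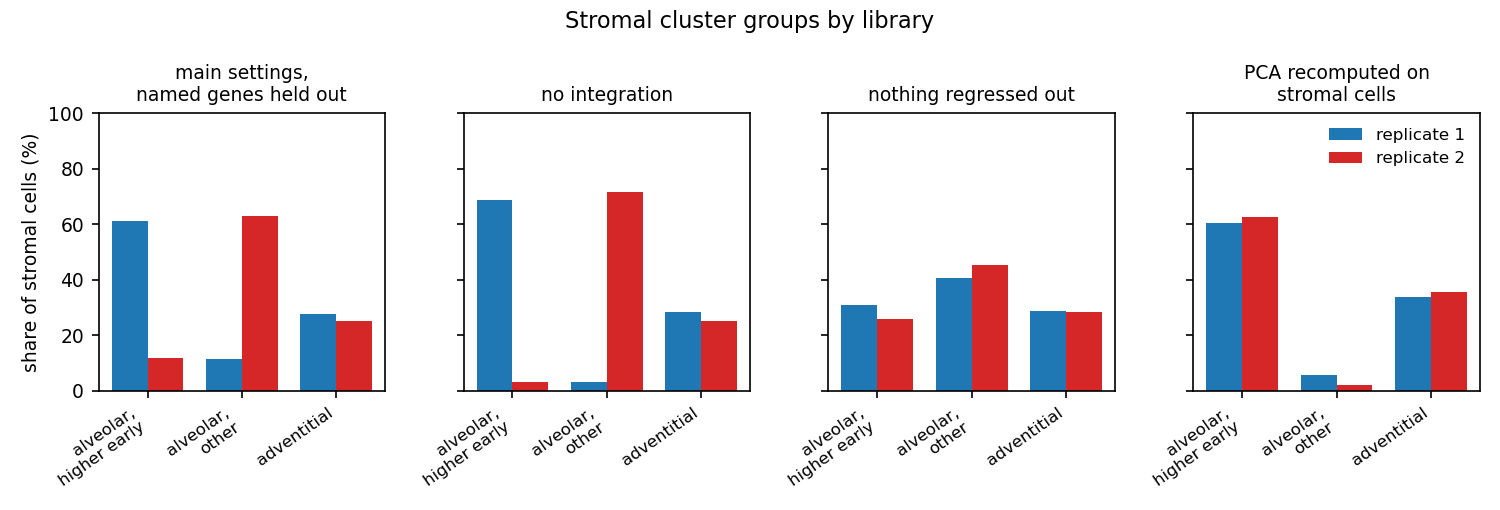
Share (%) of the stromal cells of each library in the early-high alveolar, early-low alveolar ("alveolar, other") and adventitial clusters, under the main settings with the named genes held out and under alternatives. Bars start at 0 and stand for 1 library each. The libraries differed 5.14-fold in the share of the early-high alveolar cluster under the main settings and 1.20-fold with nothing regressed out.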

Cluster resolution 0.2 was applied in the *FindClusters* function, which was determined using the *Clustree* function (Supplementary Fig. 6e). Biologically relevant cell clusters were defined as clusters that have at least 10 unique differentially expressed genes. Visualization of the clusters on a 2D map was performed using uniform manifold approximation and projection (UMAP) (Fig. 4a). We then carried out a differential gene expression analysis and identified expression markers for each fibroblast cluster and compared our scRNA-seq dataset to gene patterns previously reported for different pulmonary fibroblast populations (Supplementary Fig. 8)^82–86^. We were able to categorize the majority of stromal clusters identified in our study into several previously reported cell groups (Fig. 4b). 

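As means of log2(CPM + 1) over each marker list, the alveolar fibroblast markers were at 9.00 in the early-high alveolar cluster, 8.82 in the early-low alveolar cluster and 7.84 in the adventitial cluster, and the adventitial fibroblast markers at 5.08, 5.45 and 8.15. Pericyte markers were between 0.55 and 0.787, smooth muscle markers between 1.83 and 2.32, mesothelial markers between 1.44 and 1.50, and myofibroblast markers between 2.70 and 4.33, the highest in the adventitial cluster.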

The comparative analysis of the transcriptional signatures allowed us to conclude that the majority of stromal clusters identified in our dataset were enriched with markers indicative of different types of matrix fibroblasts (Fig. 4b) but depleted in markers for myofibroblasts, pericytes, fibromyocytes, mesothelial cells, and airway smooth muscle cells (Supplementary Fig. 8)^82–86^. This transcriptional pattern allowed the clusters to be further divided into two groups: one composed of clusters 0 and 2 and the other composed of cluster 1 (Fig. 4b, 4c).

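Between the early-high alveolar and the adventitial cluster, 3524 of 13238 genes tested differed at an adjusted p under 0.05, and between the early-low alveolar and the adventitial cluster 2903. Between the alveolar clusters 12 genes differed, and 511 had an unadjusted p under 0.05. Leaving the library out of the model moved the counts against the adventitial cluster the most, to 241 and 101. On counts simulated at the same design, with 200 genes changed by a log2 fold change of 2 between the alveolar clusters, 88.8% of the changed genes tested were recovered, so that changes of this size would have been called.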

**Fig. 4:**
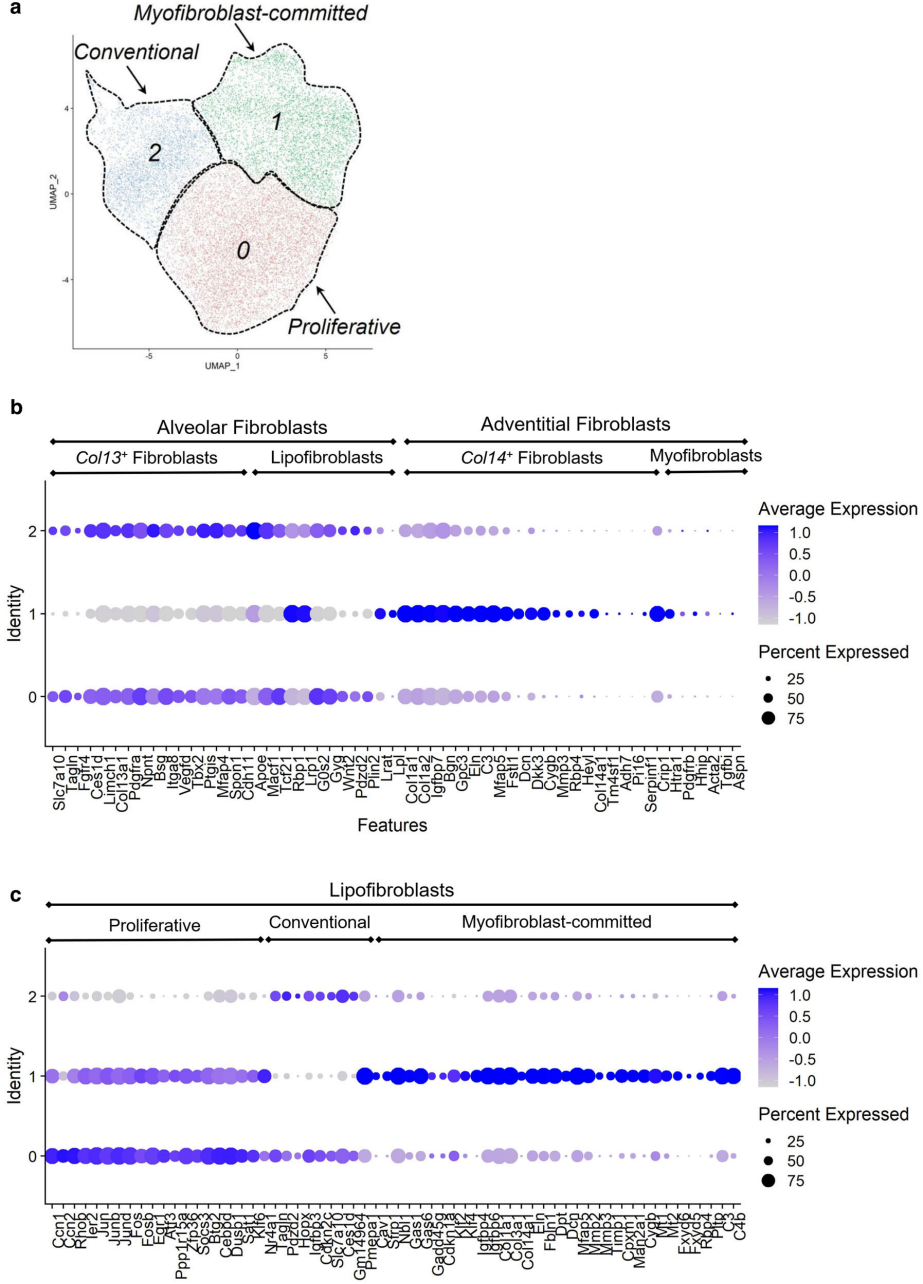
Postprocessing analysis of single-cell RNA-seq datasets of mouse lung stromal retinoid-containing cells. **a** UMAP visualization of stromal cell clustering inferred from mouse lung retinoid-containing cell scRNA-seq datasets; Three retinoid-containing lipofibroblast clusters (proliferative, conventional, and myofibroblast-committed lipofibroblasts) are annotated. **b** Dot plot visualization of marker gene expression of lung fibroblasts (alveolar and adventitial, *Col13*^*+*^ and *Col14*^*+*^, lipofibroblasts, and myofibroblasts) in stromal clusters from retinoid-containing cell scRNA-seq datasets. The *x*-axis (Features) gives gene names, the *y*-axis (Identity) indicates cluster numbers. The level of expression is specified by the color legend. Size of the cell population expressing the gene of interest is indicated by the size of the circle as specified by the legend. **c** Dot plot visualization of differentially expressed genes (DEGs) in stromal clusters (proliferative, conventional, and myofibroblast-committed lipofibroblasts) from retinoid-containing cell scRNA-seq datasets. The *x*-axis (Features) indicates gene names, the y-axis (Identity) indicates cluster numbers. The intensity of expression is indicated by the color legend. Size of the cell population expressing the gene of interest is indicated by the size of the circle as specified in **b** and **c**.

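Of the 15 genes *Slc7a10*, *Tagln*, *Fgfr4*, *Limch1*, *Col13a1*, *Pdgfra*, *Npnt*, *Bsg*, *Itga8*, *Vegfd*, *Tbx2*, *Ptgis*, *Mfap4*, *Spon1* and *Cdh11*, 12 were higher in both alveolar clusters than in the adventitial cluster at an adjusted p under 0.05, and 12 when adjusted over the list alone. The median log2 fold change over the list was 0.59 for the early-high and 0.72 for the early-low alveolar cluster. *Limch1*, *Bsg* and *Ptgis* were not called. Since the study chose this list on these libraries, the count adjusted over the list alone is not independent evidence. All but *Tagln*, *Pdgfra*, *Bsg*, *Ptgis* and *Mfap4* were also among the genes that named the alveolar clusters. *Tagln* (ENSMUSG00000032085) was at 637 ± 60.2 CPM (SD, n = 2 libraries) in the early-high alveolar cluster, 636 ± 63.4 CPM in the early-low alveolar cluster and 162 ± 3.41 CPM in the adventitial cluster, with log2 fold changes over the adventitial cluster of 1.89 (SE 0.0932, adjusted p = 2.32e-07) and 1.91 (SE 0.0936, adjusted p = 4.11e-07). *Mfap4* (ENSMUSG00000042436) was at 2468 ± 520.5, 3023 ± 1196 and 1538 ± 181 CPM, with log2 fold changes of 0.59 (adjusted p = 0.00519) and 0.86 (adjusted p = 0.000586). In a model without the library 1 of the 15 genes was called, and with the principal components recomputed on stromal cells 6 were.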

Clusters 0 and 2 shared high expression of marker genes that have previously been proposed to characterize alveolar fibroblasts^83,84^ as well as *Col13a1*^*+*^ matrix fibroblasts^82,86^, including *Slc7a10*, *Tagln*, *Fgfr4*, *Limch1*, *Col13a1*, *Pdgfrα*, *Npnt*, *Bsg*, *Itga8*, *Vegfd*, *Tbx2*, *Ptgis*, *Mfap4*, *Spon1*, and *Cdh11* (Fig. 4b). 

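The lipofibroblast genes *Tcf21*, *Plin2*, *Pdgfra*, *G0s2*, *Gyg*, *Wnt2* and *Pdzd2* were called higher in both alveolar clusters than in the adventitial cluster, 7 of 7, and 7 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. *Tcf21* (ENSMUSG00000045680), which also served in the naming, was at 1139 ± 28.1 CPM (SD, n = 2 libraries) in the early-high alveolar, 1002 ± 189.6 CPM in the early-low alveolar and 414 ± 109 CPM in the adventitial cluster, with log2 fold changes of 1.40 (SE 0.128, adjusted p = 1.83e-05) and 1.22 (SE 0.128, adjusted p = 6.59e-05). *G0s2* (ENSMUSG00000009633), which did not, was at 1941 ± 634, 1818 ± 849.6 and 815 ± 246 CPM, with 1.17 (adjusted p = 1.75e-05) and 1.05 (adjusted p = 5.03e-05). Without the library as a block 1 of the 7 genes was called, and with the principal components recomputed on stromal cells 3 were. Of the 6 retinoid and lipid genes that the paper lists for these clusters, 1 was called higher in both alveolar clusters, also when adjusted over the list alone, and 2 were called lower in both. The 1 gene was *Ces1d* (ENSMUSG00000056973), at 586 ± 44.5, 655 ± 123 and 228 ± 30.8 CPM, with log2 fold changes of 1.28 (SE 0.126, adjusted p = 3.17e-05) and 1.45 (SE 0.127, adjusted p = 1.89e-05). Like *Tcf21* and *Wnt2* above, *Ces1d* also served in the naming, so its higher level is not an independent result. *Lrat* was at 195 ± 143 CPM in the early-high alveolar, 214 ± 152 CPM in the early-low alveolar and 280.3 ± 101 CPM in the adventitial cluster, with log2 fold changes of -0.79 (SE 0.168, adjusted p = 0.00589) and -0.64 (SE 0.168, adjusted p = 0.0206). In library 2 alone these were -1.21 and -0.97, and in library 1 alone -0.37 and -0.25. With the principal components recomputed on stromal cells, *Lrat* was not called in the early-low alveolar cluster. *Apoe* (ENSMUSG00000002985) was at 5664 ± 418, 6727 ± 1122 and 5311 ± 415 CPM, with log2 fold changes of 0.01 (adjusted p = 0.95) and 0.27 (adjusted p = 0.0837).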

Clusters within this group, in addition to expressing known markers of alveolar fibroblasts, also highly expressed the genes that define lung lipofibroblasts (*Tcf21*, *Plin2*, *Pdgfrα*, *G0s2*, *Gyg*, *Wnt2*, *Pdzd2*)^83,86^, and genes involved in retinoid and lipid metabolism (*Lrat, ApoE*, *Rbp1*, *Lpl*, *Ces1d*, *Lrp1*^47,75,77,78^), allowing us to annotate these two clusters as conventional pulmonary lipofibroblasts within the fibroblast group (Fig. 4b).

In addition to the identification of known and previously reported pulmonary lipofibroblast marker genes, analysis of differentially expressed genes in the stromal clusters allowed us to identify additional transcriptional signatures that were unique for each cluster (Fig. 4c). 

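Most of the 12 genes called between the alveolar clusters were found in few cells. Among the 10 genes higher in the early-high alveolar cluster were *Igkc*, *Jchain*, *Igha*, *Hbb-bt*, *Alas2*, *Ppbp* and *Hist1h1b*, transcripts of plasma cells, red blood cells, platelets and dividing cells. In library 2, where they had more UMIs, each of the 10 genes was found in 2 to 18 of the 883 cells of this cluster. *Igkc* had 14747 UMIs in 18 cells there, 14730 of them in 1 cell, with a log2 fold change of 9.64, and *Hbb-bt* 1599 UMIs in 7 cells, with 9.46. *Hp* and *mt-Nd3* were lower, by log2 fold changes of -0.88 and -0.74. These genes fall outside the genes chosen beforehand and were named after their values had been seen. On the same clusters, DESeq2 called 3 genes higher and 13 lower, 5 of them among the 12. The balance also turned with no gene held out (14 higher and 48 lower), without integration (25 and 80) and with the principal components recomputed on stromal cells (81 and 175). Of the alternatives, regressing nothing out moved the number of genes the most, to 366.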

The majority of top highly representative genes expressed in cluster 0 were genes encoding proteins involved primarily in cell proliferation, migration, motility, and adhesion. These included genes encoding transcription factors, transcriptional activators and corepressors, and enhancer proteins that regulate proliferation in response to growth factor stimulation (*Jun*, *Junb*, *Jund*, *Fos*, *Fosb*, *Ier2*, *Egr1*, *Atf3, Cebpd, Btg2, Klf6*) as well as proteins regulating transduction of growth factor signaling (*Ccn1*, *Ccn2, Rhob, Ppp1r15a*, *Socs3*, *Dusp1*, *Sat1*). 

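All 11 of the transcription factor genes and all 7 of the signaling genes were higher in the early-high than in the early-low alveolar cluster in both libraries, with median log2 fold changes of 0.66 and 0.44. None was called at an adjusted p under 0.05 over all genes tested. At an unadjusted p under 0.05 there were 8 of 11 and 6 of 7, and adjusted over the list alone also 8 and 6, which is not independent evidence because the study chose the lists on these libraries. The cluster was named by the mean of 13 immediate early genes, most of them on these lists, so the direction over both libraries followed from the naming. Summed over the 11 transcription factor genes, the log2 ratio was 1.25 in library 1 and 0.22 in library 2, and over the 7 signaling genes 0.74 and 0.17. *Fos* (ENSMUSG00000021250) was at 5560.0 ± 2500.2 CPM (SD, n = 2 libraries) in the early-high and 2981 ± 359.7 CPM in the early-low alveolar cluster, a log2 fold change of 0.77 (SE 0.234, adjusted p = 0.863), which was 0.19 in library 2 alone and 1.43 in library 1 alone. *Jun* (ENSMUSG00000052684) was at 5137 ± 1148 and 2874 ± 1017 CPM, a log2 fold change of 0.81 (SE 0.235, adjusted p = 0.792), and *Egr1* (ENSMUSG00000038418) at 1984 ± 463 and 1200.0 ± 348 CPM, a log2 fold change of 0.67 (SE 0.231, adjusted p = 1.0). The alternatives changed this: with nothing regressed out 9 of the 11 and 4 of the 7 genes were called, with the principal components recomputed on stromal cells 11 and 6, and without a filter on low counts 10 and 3. Without integration *Fos*, *Jun* and *Egr1* had log2 fold changes of -0.09, -0.04 and -0.27.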

Taken together, these transcriptional signatures suggest that cluster 0 lipofibroblasts are cells with a high proliferative potential and mobility or “proliferative” lipofibroblasts. 

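Cell cycle transcripts, a list of 12 genes that the paper does not name, were rare in both alveolar clusters. Their summed level was 28.5 CPM in the early-high and 20.3 CPM in the early-low alveolar cluster of library 1, and 34.4 and 16.6 CPM in library 2, from 550, 41, 186 and 530 UMIs. The log2 ratio of these sums was 0.49 in library 1 and 1.05 in library 2, and with nothing regressed out 0.10 and 0.24, whereas the median log2 ratio over the genes was 0.07 and 0.37. A list of 10 heat shock genes had a median log2 ratio of 0.30 in library 1 and 0.006 in library 2, and log2 ratios of their sums of 0.36 and 0.11. The immediate early genes were not low in the adventitial cluster, where *Fos* was at 4886 ± 1729.6 CPM (SD, n = 2 libraries), *Jun* at 4045 ± 503 CPM and *Egr1* at 2099 ± 510.2 CPM. From the expression of the transcription factor and signaling genes in its cluster 0, the paper proposes that these lipofibroblasts have a high proliferative potential and mobility, and calls them proliferative lipofibroblasts.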

Cluster 2 fibroblasts, which together with cluster 0 cells share the expression signature of pulmonary lipofibroblasts, did not express the proliferative genes seen for cluster 0. 

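The early-low alveolar cluster held transcripts of each of these 18 genes. *Junb* (ENSMUSG00000052837) was at 2345 ± 422 CPM (SD, n = 2 libraries) there and at 3998 ± 1381 CPM in the early-high alveolar cluster, *Atf3* (ENSMUSG00000026628) at 589 ± 95.4 and 1249 ± 1009 CPM, and *Socs3* (ENSMUSG00000053113) at 301 ± 35.1 and 537 ± 316 CPM. In library 2, which gave most cells of the early-low alveolar cluster, *Atf3* was at 522 CPM there and 535 CPM in the early-high alveolar cluster, and in library 1 at 656 and 1963 CPM.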

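Of *Pdzd2*, *Igfbp3*, *Cdkn2c*, *Tagln*, *Hopx*, *Slc7a10* and *Ces1d*, 5 of 7 were higher in the early-low than in the early-high alveolar cluster and 1 was so in both libraries. None was called at an adjusted p under 0.05, none had an unadjusted p under 0.05 and none was called when adjusted over the list alone. The median log2 fold change of the early-high over the early-low alveolar cluster was -0.03. *Slc7a10* (ENSMUSG00000030495) was at 231 ± 137 CPM (SD, n = 2 libraries) in the early-low and 207 ± 89.7 CPM in the early-high alveolar cluster, a log2 fold change of -0.11 (SE 0.117, adjusted p = 1.0). *Hopx* was at 90.4 ± 3.9 and 106 ± 24.2 CPM, a log2 fold change of 0.22 (SE 0.104, adjusted p = 1.0). With nothing regressed out, 4 of the 7 genes were called higher in the early-low alveolar cluster and the log2 fold change of *Hopx* was -0.75. The directions of *Slc7a10* and *Tagln* turned to 0.03 and 0.08 with no gene held out, and to 0.46 and 0.11 with the principal components recomputed on stromal cells. All 7 genes were higher in both alveolar clusters than in the adventitial cluster at an adjusted p under 0.05, as for *Cdkn2c* (ENSMUSG00000028551), at 247 ± 148 CPM in the early-low alveolar against 53.8 ± 19.9 CPM in the adventitial cluster. Among them, *Slc7a10* and *Ces1d* also served in naming the alveolar clusters.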

Rather, the fibroblasts from cluster 2, in addition to being enriched in lipofibroblast-specific transcripts, highly expressed genes encoding proteins needed for cell adhesion (*Pdzd2*), growth (*Igfbp3*, *Cdkn2c*), differentiation (*Tagln*, *Hopx*), amino acid uptake (*Slc7a10*), and lipid hydrolysis (*Ces1d*). These data clearly establish that even within the pulmonary lipofibroblast population, there is cellular diversity in the commitment of cells to retain the proliferative vs the differentiated state.

On the other hand, cluster 1 cells shared high expression levels of marker genes attributed to adventitial fibroblasts^83,84^, as well as *Col14a1*^*+*^ fibroblasts^82,84^. These markers included *Col1a1*, *Col1a2*, *Igfbp7*, *Bgn*, *Gpc3*, *Eln*, *C3*, *Mfap5*, *Fstl1*, *Dcn*, *Dkk3*, *Cygb*, *Mmp3*, *Heyl*, and *Col14a1* (Fig. 4b, Supplementary Fig. 8). 

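All 15 of these genes were higher in the adventitial cluster than in each alveolar cluster at an adjusted p under 0.05, in both libraries, and all 15 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The median log2 fold change over the list was -1.22 for the early-high and -1.03 for the early-low alveolar cluster over the adventitial cluster. *Mfap5*, *Dcn*, *Dkk3*, *Cygb*, *Mmp3*, *Heyl*, *Col14a1* and *C3* were also among the genes that named the adventitial cluster. *Dcn* (ENSMUSG00000019929) was at 1269 ± 261 CPM (SD, n = 2 libraries) in the adventitial, 38.1 ± 0.163 CPM in the early-high alveolar and 54.4 ± 22.5 CPM in the early-low alveolar cluster, with log2 fold changes of -5.14 (SE 0.175, adjusted p = 3.44e-08) and -4.69 (SE 0.173, adjusted p = 1.27e-07). *Col1a2* (ENSMUSG00000029661), which did not serve in the naming, was at 2023 ± 496, 928 ± 43.2 and 1021 ± 120.3 CPM, with log2 fold changes of -1.18 (adjusted p = 1.85e-05) and -1.03 (adjusted p = 6.59e-05). In a model without the library 2 of the 15 genes were called.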

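*Tm4sf1*, *Adh7*, *Pi16* and *Serpinf1* were called higher in the adventitial cluster than in each alveolar cluster, 4 of 4, and 4 when adjusted over the list alone, which is not independent evidence. *Pi16* (ENSMUSG00000024011) was at 63.4 ± 52.9 CPM (SD, n = 2 libraries) in the adventitial, 0.196 ± 0.016 CPM in the early-high alveolar and 1.01 ± 0.675 CPM in the early-low alveolar cluster, with log2 fold changes of -8.74 (SE 0.249, adjusted p = 1.85e-08) and -5.72 (SE 0.197, adjusted p = 1.27e-07) for the alveolar clusters. *Tm4sf1* (ENSMUSG00000027800), which did not serve in the naming, was at 30.1 ± 7.98, 2.32 ± 1.16 and 5.49 ± 0.641 CPM. In the alveolar clusters the fitted values of *Adh7* and *Pi16* rest on few UMIs and depend on the prior count, so their SE may be too small. With the library left out of the model 1 of the 4 genes was called.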

Cluster 1 was the one expressing most of the unique fibroblast genes, including *Tm4sf1*, *Adh7*, *Pi16*, and *Serpinf1* (Fig. 4b). Interestingly, the gene encoding *Rbp4* was amongst the most highly discriminatory marker genes characterizing this cluster (Fig. 4b, c). 

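In the re-clustered stromal cells *Rbp4* was at 393 ± 173 CPM (SD, n = 2 libraries) in the adventitial cluster, 8.51 ± 2.6 CPM in the early-high alveolar cluster and 12.6 ± 5.22 CPM in the early-low alveolar cluster. The log2 fold change over the adventitial cluster was -5.74 (SE 0.348, adjusted p = 8.32e-07) for the early-high and -4.64 (SE 0.327, adjusted p = 3.77e-06) for the early-low alveolar cluster. In library 2 alone these were -4.74 and -4.05, and in library 1 alone -6.36 and -5.95. *Rbp4* had been held out of the clustering. Over the alternatives, the log2 fold change of the early-high alveolar over the adventitial cluster lay between -7.15 and -4.62.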

Cluster 1 also comprised cells expressing genes that some investigators associate with myofibroblasts and/or pericytes^83–85^, including *Crip1*, *Htra1*, *Pdgfrβ*, *Acta2*, *Tgfβi*, *Hhip*, and *Aspn* (Fig. 4b). However, although detected in cluster 1, transcript levels for these genes were relatively low. This, along with the lack of expression of other marker genes (Supplementary Fig. 8), did not provide us with sufficient confidence to classify the cells of this cluster as either conventional myofibroblasts or pericytes. Nonetheless, given that these retinoid-containing cells were isolated together with conventional lipofibroblast and share lipofibroblast-specific transcriptional patterns, as well as expressing genes required for lipid metabolism such as *Lpl*, *Lrp1*, *Lrat*, *Rbp1*, we consider these cells to be lipofibroblasts committed to the lipogenic-to-myogenic switch^64,87,88^ and annotate this cluster as “myofibroblast-committed” lipofibroblasts.

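*Crip1*, *Htra1*, *Pdgfrb*, *Acta2*, *Tgfbi*, *Hhip* and *Aspn* were higher in the adventitial cluster than in each alveolar cluster at an adjusted p under 0.05, 7 of 7, and 7 when adjusted over the list alone, which is not independent evidence. *Acta2* (ENSMUSG00000035783) was at 93.7 ± 27.1 CPM (SD, n = 2 libraries) in the adventitial, 24.3 ± 0.887 CPM in the early-high alveolar and 27.3 ± 17.6 CPM in the early-low alveolar cluster, with log2 fold changes of -1.94 (SE 0.182, adjusted p = 2.25e-05) and -1.67 (SE 0.189, adjusted p = 0.000115) for the alveolar clusters. A model without the library called none of the 7 genes, and with the principal components recomputed on stromal cells 3 were.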

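In the adventitial cluster *Crip1* (ENSMUSG00000006360) was at 879 ± 517 CPM (SD, n = 2 libraries), *Htra1* (ENSMUSG00000006205) at 132 ± 46.2 CPM, *Hhip* (ENSMUSG00000064325) at 53.8 ± 6.95 CPM, *Pdgfrb* (ENSMUSG00000024620) at 40.1 ± 0.897 CPM, *Aspn* (ENSMUSG00000021388) at 25.4 ± 1.09 CPM and *Tgfbi* (ENSMUSG00000035493) at 3.64 ± 1.34 CPM.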

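*Lpl* was at 105 ± 16.6 CPM (SD, n = 2 libraries) in the adventitial cluster, against 23.2 ± 9.35 CPM in the early-high alveolar and 30.1 ± 13.4 CPM in the early-low alveolar cluster, with log2 fold changes for the alveolar clusters of -2.24 (SE 0.222, adjusted p = 3.38e-05) and -2.08 (SE 0.23, adjusted p = 9.66e-05). *Lrp1* was at 782 ± 47.7, 692 ± 11.0 and 764 ± 17.2 CPM in the same order, and its log2 fold changes of -0.26 (adjusted p = 0.060) and -0.09 (adjusted p = 0.517) did not pass the threshold. The first was called at a limit of 5% mitochondrial UMIs and with no gene held out. The second was called with nothing regressed out and, at -0.62, with the principal components recomputed on stromal cells. With the library left out of the model, none of the differences in *Lrat* and *Lpl* between the adventitial and the alveolar clusters was called.

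**Figure D3:**
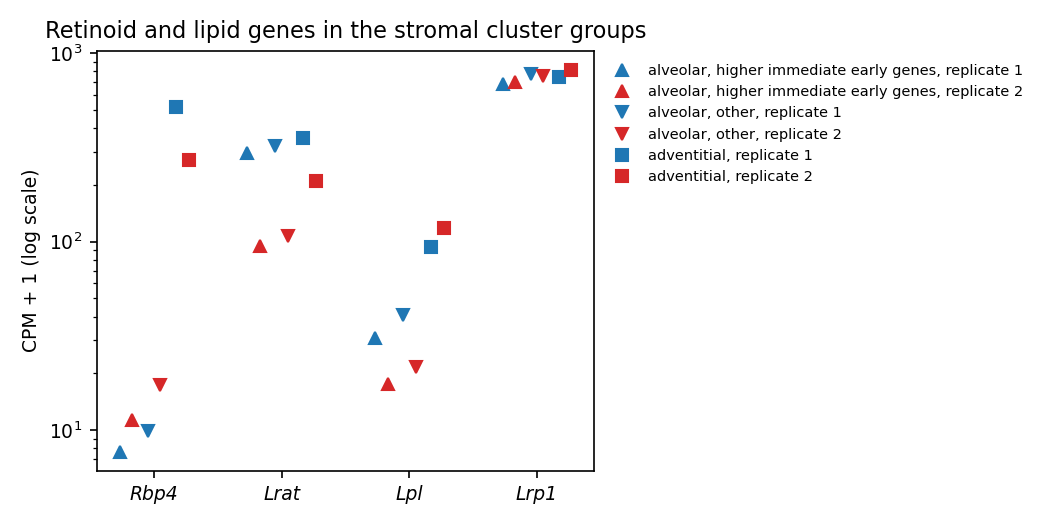
CPM plus 1 (log scale) of *Rbp4*, *Lrat*, *Lpl* and *Lrp1* in the early-high alveolar, early-low alveolar ("alveolar, other") and adventitial clusters, 1 point per library. The *Rbp4* points of the adventitial cluster lie at 516 and 270.4 CPM, above those of both alveolar clusters.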

Differentially expressed gene (DEG) analysis allowed for the identification of a highly distinctive expression pattern for cluster 1 fibroblasts (Fig. 4c). It included a significant number of upregulated genes encoding proteins aimed at blocking proliferation, inducing differentiation, and acquiring functions attributed to extracellular matrix (ECM) homeostasis and lipid metabolism. These included transcripts for negative regulators of Tgfβ signaling (*Pmepa1*, *Cav1, Nr4a1*), transcription factors involved in differentiation (*Klf2*, *Klf4*), binding proteins with growth-promoting activity (*Igfbp4*, *Igfbp6*) and proteins enabling growth arrest by either delaying the G1 phase and entry into the S phase (*Sfrp1*, *Nbl1*, *Gas1*, *Gas6*) or G2 phase arrest (*Cdkn1a*). 

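Of these 12 genes, 11 were called higher in the adventitial cluster than in each alveolar cluster, and 12 when adjusted over the list alone, which is not independent evidence. The median log2 fold change over the list was -1.59 for the early-high and -1.45 for the early-low alveolar cluster. *Cdkn1a* (ENSMUSG00000023067) was at 252 ± 101 CPM (SD, n = 2 libraries) in the adventitial, 168 ± 4.68 CPM in the early-high alveolar and 76.7 ± 21.7 CPM in the early-low alveolar cluster, with log2 fold changes of -0.65 (SE 0.242, adjusted p = 0.0702) and -1.65 (SE 0.259, adjusted p = 0.00107), so that the first was not called. *Klf4* (ENSMUSG00000003032) was at 301 ± 116, 76.4 ± 43.8 and 44.5 ± 10.4 CPM, with log2 fold changes of -2.07 (adjusted p = 0.000201) and -2.52 (adjusted p = 8.72e-05). *Igfbp4* and *Igfbp6* were among the genes that named the cluster. A model without the library called 2 of the 12 genes.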

A significant fraction of the top differentially expressed genes in cluster 1 fibroblasts included genes encoding ECM proteins that either define its structure (*Col1a1*, *Col3a1*, *Col14a1*, *Eln*, *Fbln1*, *Dpt*, *Dcn*, *Mfap5*) or enable ECM remodeling (*Mmp2*, *Mmp3*, *Timp1*, *Cpxm1*, *Man2a1*, *Cygb*, *Mt1*, *Mt2*, *Fxyd5, Fxyd6*). 

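All 18 of these genes were called higher in the adventitial cluster than in each alveolar cluster, in both libraries, and 18 when adjusted over the list alone, which is not independent evidence. The log2 fold changes of the early-high alveolar over the adventitial cluster had a median of -1.93, and those of the early-low alveolar cluster a median of -1.81. *Fbln1* (ENSMUSG00000006369) was at 525 ± 56.2 CPM (SD, n = 2 libraries) in the adventitial, 212 ± 16.1 CPM in the early-high alveolar and 251 ± 17.0 CPM in the early-low alveolar cluster, with log2 fold changes of -1.39 (SE 0.0951, adjusted p = 2.14e-06) and -1.12 (SE 0.0953, adjusted p = 1.64e-05). *Timp1* (ENSMUSG00000001131) was at 179.8 ± 16.3, 28.7 ± 3.5 and 31.8 ± 6.52 CPM, with log2 fold changes of -2.71 (adjusted p = 2.93e-07) and -2.43 (adjusted p = 1.16e-06). With the library left out of the model 5 of the 18 genes were called.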

Importantly, the high expression of several genes associated with lipid metabolism (*Rbp4*, *Pltp*, *C3*, *C4b*) also was identified for cluster 1 fibroblasts, supporting the idea of their close relation to lipofibroblasts (Fig. 4c).

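*Rbp4*, *Pltp*, *C3* and *C4b* were called higher in the adventitial cluster than in each alveolar cluster, 4 of 4, and 4 when adjusted over the list alone. *Pltp* (ENSMUSG00000017754) was at 167 ± 56.6 CPM (SD, n = 2 libraries) in the adventitial, 36.2 ± 10.7 CPM in the early-high alveolar and 42.2 ± 6.77 CPM in the early-low alveolar cluster, with log2 fold changes of -2.27 (SE 0.116, adjusted p = 2.68e-07) and -1.95 (SE 0.117, adjusted p = 1.28e-06). *C4b* (ENSMUSG00000073418) was at 942 ± 21.3, 144 ± 14.3 and 183 ± 8.89 CPM, with log2 fold changes of -2.79 (adjusted p = 6.3e-08) and -2.41 (adjusted p = 2.22e-07). Without the library as a block 2 of the 4 genes were called.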

Taken together, our data allowed us to extend understanding of cellular aspects of retinoid storage in the lung by identifying specific cell populations involved in retinoid accumulation. In addition, these data establish that lung stromal, endothelial, epithelial, and myeloid cells contain intracellular retinoid stores, with transcriptionally distinct subpopulations of pulmonary lipofibroblasts being quantitatively the predominant cellular storage site for lung retinoids. It remains to be understood why each of these different pulmonary cell types takes up and accumulates retinoids, and how this contributes to the specific functions of these cells.

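The sequenced cells were selected by fluorescence and carry no measure of retinoid content per cell, so the counts give shares of sorted cells and not amounts of retinoid. Per library, 7903 and 7430 cells were stromal, 182 and 1574 endothelial, 1137 and 224 epithelial, and 412 and 760 immune.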

### Lack of local pulmonary retinoids results in amplification of inflammatory cell infiltration, compromised integrity of alveoli, and surfactant production

To gain insight into the events specifically involving retinoids and retinoid-related parameters in the prevention and/or development of ALI, we analyzed the initial events preceding the lethality observed for *Lrat*^−/−^ mice. We focused on responses at an early time point (24 h after instillation) following instillation of a lower, 5 mg/kg LPS dose than the 25 mg/kg dose we used in the groups described above. Experiments involving analyses of intact lung physiology for *Lrat*^−/−^ and matched wild-type (*Lrat*^+/+^) mice were undertaken.

Twenty-four hours after 5 mg/kg LPS instillation, *Lrat*^−/−^ mice experienced significantly greater inflammatory lung injury than control, as evidenced by significantly higher BAL cell numbers (Fig. 5a), and higher BAL and plasma Tnfα concentrations (Fig. 5b, c). A small but statistically significant (*p* = 0.0014) increase in extravascular lung water (EVLW) was also observed (Fig. 5d). In addition to these changes in *Lrat*^−/−^ lungs, the lack of pulmonary retinoid stores significantly impacted parameters that define lung functionality. Twenty-four hours after LPS instillation (5 mg/kg), a significant downregulation of mRNA expression of surfactant protein B (*Sftpb*) was detected (Fig. 5e) for both *Lrat*^−/−^ and control mice. However, the extent of downregulation observed for *Lrat*^−/−^ mice was significantly greater than that observed for littermate controls. While *Sftpc* mRNA expression in the LPS-treated *Lrat*^−/−^ lungs was not different for *Lrat*^−/−^ mice instilled with the PBS vehicle (Fig. 5f), *Sftpb* transcript levels in the lungs of the *Lrat*^−/−^ mice were lower compared to the LPS instilled littermate *Lrat*^+/+^ mice (Fig. 5e). Furthermore, a dysregulation in surfactant protein gene expression in the lungs of mice with no retinoid stores was associated with alterations in surfactant lipid composition (Fig. 5g). Lipidomic profiling of the BAL fluid allowed for the identification of different surfactant-associated lipid species (Fig. 5g, Supplementary Fig. 9, Source Data file). The majority of the BAL fluid lipidome included phosphatidylcholines (PC), phosphatidylglycerols (PG), and dihydrosphingomyelins (dhSM), comprising ~65, 10, and 10% of the total molar lipid content respectively (Supplementary Fig. 9). Other detectable lipid species included phosphatidylethanolamines (PE), phosphatidylinositols (PI), phosphatidylcholine ethers (PCe), plasmalogen phosphatidylethanolamines (Pep), sphingomyelins (SM), bis(monoacylglycero)phosphates (BMP), phosphatidylserine (PS), lysophosphatidylcholine (LPC), and monohexosylceramides (MhCer), comprising ~15% of the total molar lipid content when combined, with percentage for each lipid species ranging from 0.3 to 3%. The fraction of other lipid species was <1% (see a complete list with mol % in Supplementary Fig. 9). This analysis revealed significant alterations in major surfactant-associated lipid species, especially phosphatidylcholines (PC) and phosphatidylglycerols (PG), whose concentrations were significantly lower in LPS-instilled *Lrat*^−/−^ mice (Fig. 5h, i).

**Fig. 5:**
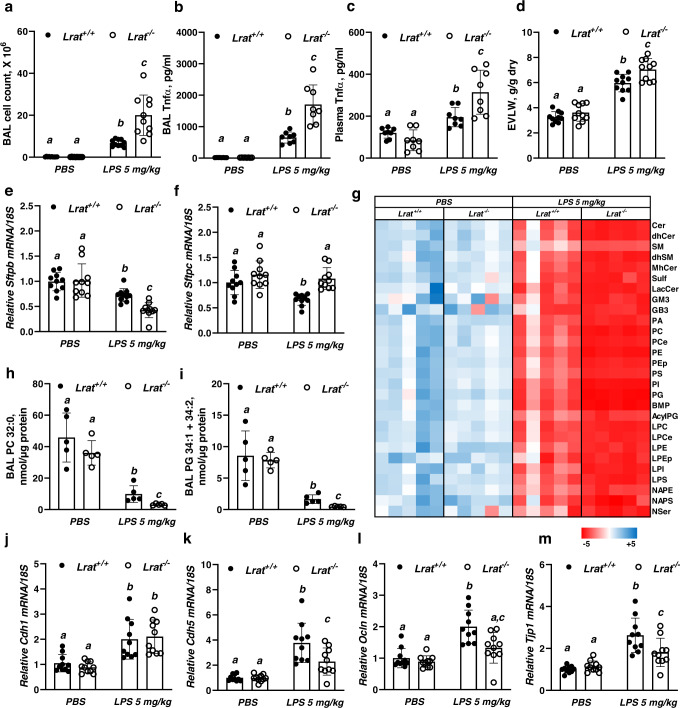
Lung functional parameters in mice during LPS-induced inflammatory stress. ***a*** Bronchoalveolar lavage (BAL) fluid cell numbers in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 0.0025; a is different from c, *p* = 6.23e-12; b is different from c, *p* = 3.63e-08). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each *Lrat*^+/+^ group and *n* = 9 for each *Lrat*^−/−^ group. **b** Tnfα concentrations determined by ELISA in cell-free BAL fluid of mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight) or PBS. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 0.0005; b is different from c, *p* = 3.63e-11; b is different from c, *p* = 4.81e-07). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 8 for each group. **c** Tnfα concentrations determined by ELISA in plasma of mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight) or PBS. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 0.025; a is different from c, *p* = 1.42e-06; b is different from c, *p* = 0.0009). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 8 for each group. **d** Extravascular lung water (EVLW) for mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight) or PBS. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 1.82e-10; a is different from c, *p* = 2.13e-14; b is different from c, *p* = 0.0014). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **e** *W*hole lung *Sftpb* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 0.0077; a is different from c, *p* = 9.15e-07; b is different from c, *p* = 0.0039). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **f** Whole lung *Sftpc* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 0.0015). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **g** Heatmap indicating relative concentrations of BAL lipids determined by UPLC-MS/MS in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. **h** BAL concentrations of dipalmitoylphosphatidylcholine (PC 32:0) determined by UPLC-MS/MS in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 1.21e-05; a is different from c, *p* = 1.43e-06; b is different from c, *p* = 0.023). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 5 for each group. **i** BAL concentrations of phosphatidylglycerol (PG 34:1 + PG 34:2) determined by UPLC-MS/MS in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 8.21e-05; a is different from c, *p* = 1.43e-05; b is different from c, *p* = 0.0048). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 5 for each group. **j** Whole lung *Cdh1* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 0.0005). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **k** Whole lung *Cdh5* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 2.08e-07; a is different from c, *p* = 0.0052; b is different from c, *p* = 0.0016). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **l** Whole lung *Ocln* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 2.45e-06; b is different from c, *p* = 0.0006). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **m** Whole lung *Tjp1* mRNA expression determined by qRT-PCR in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 1.25e-07; a is different from c, *p* = 0.0023; b is different from c, *p* = 0.0023). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 2.45e-06; b is different from c, *p* = 0.0006). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group.

mRNA expression of genes encoding junction proteins needed for maintaining integrity of the air-blood barrier, including *Cdh5*, *Ocln*, and *Tjp1* was downregulated in *Lrat*^−/−^ lungs 24 h after LPS instillation compared to littermate *Lrat*^+/+^ controls (Fig. 5j–m).

Our assessments of these functional parameters provide experimental evidence for the development of more severe ALI when local retinoid storage is absent or diminished. Taken together with the survival data (Fig. 1e), these data establish that insufficiency of pulmonary REs stores exacerbates ALI by causing deficits in alveolar integrity, surfactant production and by increasing lung inflammation.

### The pulmonary retinoid metabolome and transcriptome undergo extensive changes in response to ALI

To identify possible crosstalk between alterations in lung functions and retinoid physiology, we explored how retinoid metabolism changes in the context of ALI development in the intact lung. Consistent with our observations from experiments employing the 25 mg/kg LPS dose (Fig. 1a), even LPS instillation at the dose of 5 mg/kg to mice resulted in an ~50% decline in total lung REs within 24 h (Fig. 6a). This was associated with elevation in lung ROH (Fig. 6b), suggesting increased hydrolysis of these pulmonary RE stores during the acute inflammatory response. ROH concentrations in the *Lrat*^−/−^ lungs (with no detectable REs) significantly declined (Fig. 6b). While plasma ROH concentrations declined almost 50% in wild-type (*Lrat*^+/+^) mice, they remained unchanged in *Lrat*^−/−^ animals 24 h after 5 mg/kg LPS instillation (Fig. 6c). Most importantly, a >2-fold elevation in pulmonary ATRA concentrations was observed 24 h after LPS (5 mg/kg) instillation for wild-type (*Lrat*^+/+^) mice (Fig. 6d). These data lead us to propose that the early period of ALI is associated with extensive local pulmonary retinoid mobilization aimed at providing local substrate needed for ensuring ATRA synthesis, which is required for maintaining RAR-dependent transcription. Indeed, qRT-PCR analysis of transcripts for pulmonary genes indicated that those involved in retinoid metabolism and signaling were highly responsive to inflammatory insult within the first 24 h (Fig. 6e–i). Among the highly upregulated genes were ones needed to either facilitate the uptake of retinol, a substrate for ATRA synthesis, or genes encoding proteins enabling ATRA synthesis and signaling. For instance, the expression of genes needed to facilitate retinol uptake from lipoproteins (*Lpl*, *Cd36*, *Scarb1*) were all significantly upregulated in the lungs of LPS-instilled mice (Fig. 6e). Surprisingly, *Stra6* mRNA expression, which was nearly undetectable in the normal lung, was upregulated >10-fold in the lungs during ALI, presumably as an additional route for acquiring needed retinoid (Fig. 6f). qRT-PCR analysis of *Stra6* expression in cells collected from BAL fluids suggests that the observed upregulation in *Stra6* expression in the whole lung tissue mRNA preparations was primarily associated with inflammatory *Tnfα*-expressing cells that infiltrate lung during LPS-induced inflammation (Supplementary Fig. 10). Furthermore, about a 5-fold upregulation was seen for pulmonary mRNA expression of *Rdh10*, a gene that encodes the first enzyme needed for ATRA synthesis from ROH^89^ (Fig. 6g). In addition, transcript levels for *Rarα* and *Rarγ*, genes encoding nuclear proteins that mediate ATRA-dependent transcriptional regulation, were elevated in the mouse lungs 24 h after LPS instillation (Fig. 6h). However, transcription of *Rarβ*, the least expressed Rar isoform in the lung, was downregulated. Concurrently, expression of *Lrat*, which could negatively affect ROH availability for ATRA production by converting it into RE, as well as *Rbp4*, which could contribute to ROH efflux from the lungs thus preventing ATRA synthesis, were downregulated (Fig. 6i). However, mRNA levels of some genes mediating retinoid metabolism in the lung remained unchanged for PBS and LPS instilled animals, although showing greater variability in LPS instilled mice. These included the gene for *Rbp1* as well as *Aldh1a1*, which encodes the second and final enzyme needed for ATRA synthesis (Fig. 6f, g). Importantly, mRNA expression of *Cyp26a1* and *Cyp26b1*, two retinoic acid-responsive monooxygenases that catalyze the first step of ATRA catabolic inactivation^49^, were upregulated reflecting high intracellular ATRA concentrations. Since *Cyp26a1* and *Cyp26b1* upregulation is aimed at buffering ATRA excess, this suggests that there is dysregulation of pulmonary retinoid homeostasis during the early stages of ALI.

**Fig. 6:**
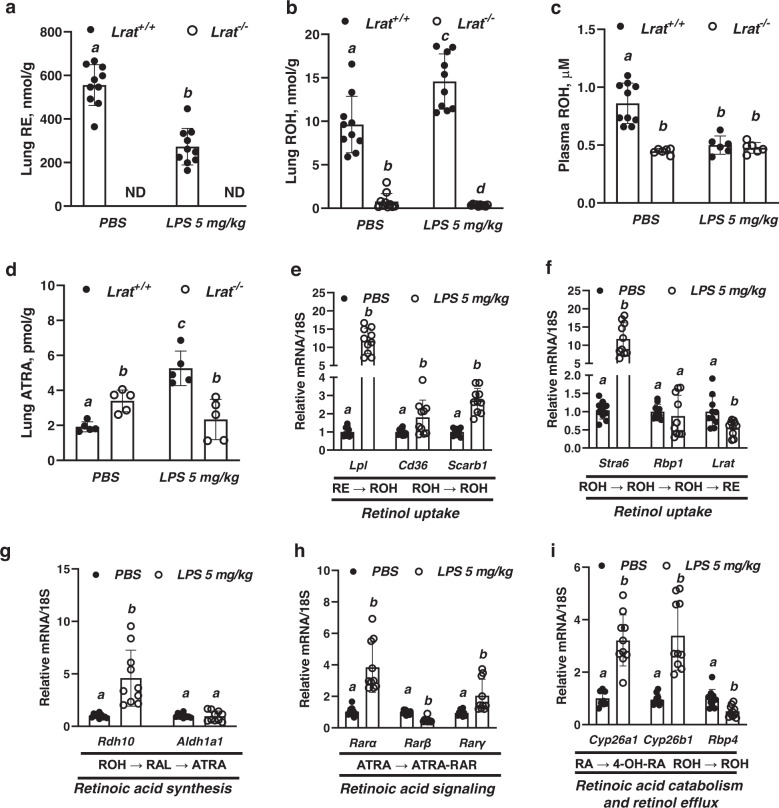
Retinoid concentrations and retinoid-related transcript levels of genes mediating retinoid metabolism in mouse lungs during early periods of ALI. **a** Lung total retinyl ester (RE, nmol/g) concentrations determined by HPLC in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 1.28e-06). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **b** Lung retinol (ROH, nmol/g) concentrations determined by HPLC in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c, d) are statistically different (a is different from b, *p* = 3.63e-10; c is different from d, *p* = 7.50e-16; a is different from c, *p* = 3.11e-05). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for each group. **c** Plasma retinol (ROH, µM) concentrations determined by HPLC in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 2.95e-06). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 10 for PBS instilled *Lrat*^+/+^ group, *n* = 6 for all other groups. **d** All-*trans*-retinoic acid concentrations (ATRA) (pmol/g) determined by UPLS-MS/MS in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b, *p* = 0.0123; a is different from c, *p* = 9.39e-06; b is different from c, *p* = 4.22e-05). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD post hoc test. All values are given as the mean ± 1 S.D., *n* = 5 for each group. **e**–**i** Whole lung mRNA expression of genes mediating retinol uptake (*Lpl*, *Cd36*, *Scarb1*, *Stra6*, *Rbp1*, *Lrat*), all-*trans*-retinoic acid synthesis (*Rdh10*, *Aldh1a1*), signaling (*Rarα, Rarβ*, *Rarγ*), catabolism (*Cyp26a1*, *Cyp26b1*) and efflux (*Rbp4*) in mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b, *p* = 1.21e-08 (for *Lpl*), *p* = 0.018 (for *Cd36*), *p* = 3.66e-07 (for *Scarbp1*), *p* = 4.76e-07 (for *Stra6*), *p* = 0.0092 (for *Lrat*), *p* = 0.0005 (for *Rdh10*), *p* = 3.25e-05 (for *Rarα*), *p* = 4.12e-07 (for *Rarβ*), *p* = 0.0045 (for *Rarγ*), *p* = 1.84e-06 (for *Cyp26a1*), *p* = 1.74e-05 (for *Cyp26b1*), *p* = 0.0012 (for *Rbp4*)). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean ± 1 S.D., *n* = 10 for each group.

Our data establish that early in the lung’s responses to experimentally induced ALI there is an extensive mobilization of local pulmonary REs aimed at providing ROH for enzymatic conversion to transcriptionally active ATRA. However, unlike in wild-type (*Lrat*^+/+^) animals, pulmonary concentrations of ATRA in *Lrat*^−/−^ lungs remain low (Fig. 6d) due to the lack of sufficient local retinoid stores that are needed to support rapid ATRA synthesis for sustaining normal lung functions. These data lead us to conclude that the absence of retinoid stores in the lungs of *Lrat*^−/−^ mice results in diminished levels of ATRA and an impaired ability of the lung to maintain retinoid-dependent transcription responses in the face of an inflammatory stimulus. This then more quickly leads to impaired surfactant lipid homeostasis, which requires ATRA for pulmonary phospholipid biosynthesis^90^, diminished transcription of *Sfptb*, a known retinoid-responsive gene encoding surfactant protein B^20,21^, as well as other genes encoding junction proteins that are needed for maintaining alveolar integrity, including *Cdh5*, *Ocln*, and *Tjp1*. Hence, our data indicate that these molecular events, if not corrected, will give rise to a more adverse outcome.

### RAR-mediated ATRA signaling in ECs is critical for survival during ALI

To address the importance of cell-specific ATRA signaling for the survival during ALI, a mouse model with ablated Rar signaling in ECs (EC-Rardn mice) was generated using an approach and mice we previously employed in our lab in other published studies^91,92^. To generate EC-Rardn mice, a mouse line harboring a transgene encoding dominant/negative retinoic acid receptor-α403 (Rardn) mutant protein (*Rardn*^*fl/fl*^ mice^91,92^) was crossed with mice expressing Cre-recombinase (Cre) under the control of a tamoxifen-inducible EC-specific vascular endothelial cadherin (*VE-Cad/Cdh5*) promotor (EC-CreER^T2^ mice^93^). Rardn expression suppresses transcription of all three Rars, thus leading to the near-complete ablation of ATRA signaling^94,95^. One month after the final tamoxifen injection aimed at activating the transgene, cell-specific Rardn expression was confirmed by immunoblot of the c-*myc*-epitope tag of the Rardn construct in primary endothelial cells isolated from EC-Rardn mice (Supplementary Fig. 11).

Rardn overexpression in ECs and ablation of Rar-mediated ATRA signaling were associated, one month after tamoxifen dosing, with increased inflammatory cell infiltration of the lungs. This was detected even without LPS administration (Fig. 7a). Administration of 5 mg/kg of LPS resulted in a more pronounced inflammatory response in the lungs of EC-Rardn mice as evidenced by significantly higher BAL cell counts 24 h after the LPS administration (Fig. 7a). Most importantly, the survival rate of EC-Rardn mice over a 7-day period after 25 mg/kg LPS instillation was significantly lower (only 30%) compared to matched *Rardn*^*fl/fl*^ littermates which had a survival rate of >60% (Fig. 7b). There was a statistically significant difference (*p* < 0.044) between the survival curves for LPS-treated EC-Rardn and *Rardn*^*fl/fl*^ mice as calculated by the Kaplan–Meier log rank test. This recapitulates the greater lethality phenotype we earlier observed for *Lrat*^−/−^ mice (Fig. 1e).

**Fig. 7:**
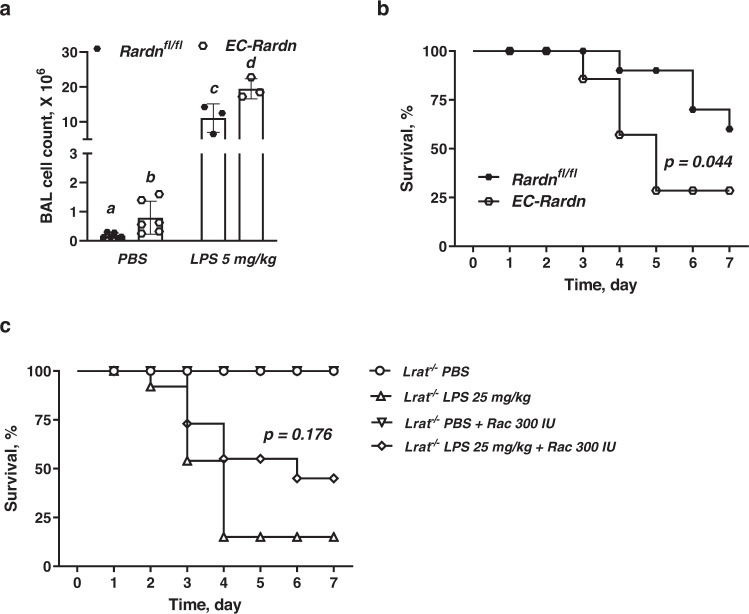
Loss- and gain-of-function mouse models for lung cell retinoid signaling during LPS-induced ALI. **a** Bronchoalveolar lavage (BAL) fluid cell numbers in EC-Rardn mice 24 h after intranasal instillation of LPS (5 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c, d) are statistically different (a is different from b, *p* = 0.026; c is different from d, *p* = 0.043). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean ± 1 S.D., *n* = 6 for PBS group, *n* = 3 for LPS group. **b** Kaplan–Meier survival curves for EC-Rardn mice as well as for their respective littermate controls (*Rardn*^*fl/fl*^ mice) over the 7-day period after intranasal instillation of a LPS (25 mg/kg of body weight in PBS) or PBS alone. Statistically significant differences (*P* = 0.044) were identified using the log rank test to compare survival curves for LPS-instilled EC-Rardn and *Rardn*^*fl/fl*^ mice, *n* = 8 for each group. **c** Kaplan–Meier survival curves for *Lrat*^−/−^ mice supplemented with 300 IU of retinol over the 7-day period after intranasal instillation of a LPS (25 mg/kg of body weight in PBS) or PBS alone, *n* = 14 for each group. *P* = 0.176 denotes the lack of statistically significant difference calculated using the log rank test comparing the survival curves for LPS-instilled *Lrat*^+/+^ and retinoid-supplemented *Lrat*^−/−^ mice, *n* = 14 for each group.

### Dietary retinoids can rescue ALI associated lethality in *Lrat*^*−/−*^ mice

A gain-of-function study was carried out to establish the extent to which lipoprotein-derived retinoids are important for maintaining or improving lung health. LPS (25 mg/kg) instilled *Lrat*^−/−^ mice were given by gavage a daily dose of 300 IU of retinol over a 7-day study period. In *Lrat*^−/−^ mice, supplementation resulted in reduced lethality by 30%, bringing the survival rate to almost 50% (as compared to 15% in LPS instilled *Lrat*^−/−^ mice not receiving the oral retinoid) (Fig. 7c). Importantly, based on a Kaplan–Meier log rank test, we did not observe a statistically significant difference (*p* = 0.176) between the survival curves for LPS-treated *Lrat*^+/+^ and *Lrat*^−/−^ mice receiving retinol. Because dietary retinol absorbed in the intestine is incorporated into chylomicrons, the beneficial effects of retinol supplementation for rescuing lethality support the idea that lipoprotein-derived retinoids taken up by lung cells have an important role in supplying retinoids for maintaining or improving lung health.

## Discussion

Retinoid metabolism is complex and ultimately geared towards forming and maintaining cellular concentrations of ATRA within a very tight range (Supplementary Fig. 1a). ATRA is always found within cells and tissues at very low levels, in the nM range, and is enzymatically formed from much more abundant precursors, ROH and RE, which are usually present within cells and tissues in the μM range. This metabolism involves the actions of many unique enzymes (like Lrat and Rdh10) and unique intracellular and extracellular binding proteins (like Rbp1 and Rbp4), but it also shares some metabolic processes that are utilized by other more abundant neutral lipids (like Lpl, Cd36 and chylomicrons). It has long been thought that ROH is mobilized from liver stores and delivered to cells by Rbp4 where ROH is taken up and converted to ATRA for direct use within the cell where it is formed to regulate transcription. Our findings indicate that this understanding of retinoid physiology is incorrect for the lung. And, we suspect, this misunderstanding has resulted in incorrect interpretations of findings reported in the literature. We^75,96,97^ and others^98,99^ have shown that the postprandial uptake of dietary retinoids is a major pathway used by some cells and tissues within the body (i.e. adipose tissue) for accumulating retinoid that can be used for maintaining normal cellular functions. This is in addition to, or as an alternative to, Rbp4 mediated delivery. The data we have provided strongly support the conclusions that postprandial delivery is responsible for allowing lung lipofibroblasts, endothelial cells and alveolar epithelial cells to accumulate retinoid stores and that these local cellular stores within the alveolus are needed for maintaining optimal lung health. These findings are paradigm shifting. Rather than one particular cell type, the lipofibroblast, being the sole cellular site for retinoid storage within the alveolus, a number of different cell types, ones in close anatomic proximity, have the metabolic capability for accumulating retinoid stores and mobilizing them. This finding was unanticipated before the present study. Moreover, it changes how retinoid biology upstream of ATRA actions in transcription is understood.

The ability of lungs to accumulate retinoids locally has long been attributed to the pulmonary lipofibroblasts, lipid-laden interstitial cells located in the alveolar niche between alveolar capillary endothelial cells and the alveolar epithelial cells present in both murine^32,63,64,100^ and human lungs^83,101,102^ (Supplementary Fig. 1b). Using single-cell transcriptomic approaches to characterize pulmonary cells that possess endogenous retinoid fluorescence, we unexpectedly observed cellular diversity in retinoid storage within the lungs. An extensive body of literature underscores the importance of lung lipofibroblasts as well as lipofibroblast-derived retinoids for alveoli formation in pre- and postnatal lung development^63,64,100,103–106^. Our current study extends this knowledge to adult lung physiology during ALI. Our study provides experimental evidence regarding the transcriptional diversity of the retinoid-containing lipofibroblasts within the lungs. Unique transcriptional signatures allowed us to identify three distinct lipofibroblast clusters (Fig. 4). However, proper annotation of these fibroblast clusters is a challenging task given the heterogeneity of pulmonary fibroblasts and the lack of consensus in the rapidly evolving scRNA-seq literature regarding which transcriptional markers should be used for proper cell annotation^82–86^. Owing to the different approaches used for cell isolations and data analyses, the same set of expression markers have been used by different investigators to annotate different lung cell types^82–86^. Moreover, markers that were identified and proposed for annotation by some investigators cannot be reproduced by others^82–86^. To overcome any potential discrepancy in our cell annotations and to be consistent with the literature, we have analyzed our scRNA-seq integrated datasets using only markers for which there is consensus in the literature (Fig. 4b, Supplementary Fig. 8)^82–86^. We consider all of the fibroblasts from our dataset to be lipofibroblasts due to the presence of endogenous retinoid fluorescence and with their unique transcriptional signatures; these include “conventional” lipofibroblasts, “proliferative” lipofibroblasts, and “myofibroblast-committed” lipofibroblasts (Fig. 4). Our data further establish that genes involved in mediating retinoid and lipid metabolism can be highly discriminatory markers for annotating these diverse lipofibroblast populations. For instance, *Rbp4*, a gene encoding a protein involved in ROH extracellular transport, was expressed solely by a cluster of “myofibroblast-committed” lipofibroblasts (Fig. 4). 

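By library, *Rbp4* in the adventitial cluster rested on 6748 UMIs in library 1 and 5639 UMIs in library 2, and in the early-high alveolar cluster on 129 and 56 UMIs. In the early-low alveolar cluster there were 18 and 521 UMIs. Outside the stromal class, epithelial cells held 593 and 155 UMIs of *Rbp4*, and immune cells 109 and 419.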

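Ranked by the standardized variance across cells, which compares a gene's variance with that of genes of like mean, *Rbp4* was 107th of 19577 genes over the cells of both libraries, with a value of 8.24. Within library 1 it ranked 43rd of 17499 genes, at 8.73, and within library 2 64th of 18783 genes, at 10.4. Among stromal cells alone it ranked 8th of 17620 genes, at 10.7. Genes found in at least 3 cells were ranked.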

*Rbp4* was amongst the genes that exhibit the highest cell-to-cell variation in the whole dataset (Supplementary Fig. 8f). However, the function of Rbp4 within lipofibroblasts and more generally in alveolar physiology remains to be identified.

An important finding from this study is that other non-fibroblast cell types co-isolated during sorting based on retinoid autofluorescence (Fig. 3, Supplementary Figs. 6 and 7). Certain subpopulations of pulmonary endothelial, epithelial and myeloid cells contain retinyl esters and all express both *Rbp1* and *Lrat* (Fig. 3), genes that are needed for effective ROH uptake and RE synthesis. With regards to *Lrat* expression, only one published study reports its expression in endothelial cells found in normal rodent and human livers^107^. By establishing that lipofibroblasts are not the only cell type capable of retinoid uptake and accumulation in the lung, our data highlight the complexity of cell interactions within the alveolar niche that are essential for mediating retinoid and lipid metabolism. These findings raise new questions regarding the molecular mechanisms underlying retinoid transfer to and uptake by lipofibroblasts. Given the spatial separation of lipofibroblasts from the circulation by the endothelial cell barrier (Supplementary Fig. 1b), these mechanisms will need to be established in future investigations.

A very striking observation from our work is the greater mortality rate observed for LPS-treated *Lrat*^−/−^ mice, which lack local lung retinoid stores, compared to that of matched wild-type *Lrat*^+/+^ mice or *Rbp4*^−/−^ mice, both of which possess local stores. This establishes the importance of local cellular retinoid stores. Our data show that without these local stores, mice experiencing ALI fail more quickly to maintain expression levels of genes needed to assure tight cellular contacts, normal surfactant concentrations and composition, and experience greater fluid and macrophage accumulation within the alveolus. This gives rise to more severe disease and increased mortality. These changes affecting lung health are accompanied by changes in retinoid- and lipid-related gene expression. This suggests that lung retinoid and lipid metabolism are being repurposed towards immediately acquiring more retinoid for use in ATRA synthesis; presumably to allow for restoration of control of critical transcriptional responses. Thus, our data establish that local RE stores, as well as uncompromised retinoid metabolism within the cells composing the alveoli, limits the severity of an LPS-induced inflammatory challenge.

In summary, we have defined the molecular actions of retinoids in the pathophysiology of ALI. Our data underscore the importance of local lung retinoid storage as the metabolic driver during ALI, as opposed to systemic retinoid transport and metabolism, for ensuring maintenance of lung cell-specific functions, including maintenance of alveolar integrity, surfactant production, and inflammatory response.

## Methods

### Animal husbandry and manipulations

All experiments involving mice were carried out with the approval of the Institutional Animal Care and Use Committee of Columbia University according to criteria outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences^108^ Mice were housed under a 12 h light/dark cycle at ambient temperature between 65–75 °F (~18–23 °C) with 40-60% humidity and with ad libitum access to water and food. Groups of 3-month-old (10–12 weeks-old) male mice were used in all studies. Depending on the experiment, 5–14 animals per each group were employed. Lecithin:retinol acyltransferase-deficient mice (*Lrat*-deficient, *Lrat*^−/−^ mice^47^) on a C57BL/6 genetic background and age-matched littermates (wild-type, *Lrat*^+/+^ mice) were used in the experiments. Retinol-binding protein 4 deficient mice on a C57BL/6 J/129 SV mixed genetic background (*Rbp4*-deficient, *Rbp4*^−/−^ mice^34^) and age-matched littermate controls (wild-type, *Rbp4*^+/+^ mice) were used in experiments. For cell-specific ablation of RAR signaling in ECs, a mouse line that expresses a dominant/negative retinoic acid receptor-α403 mutant protein (Rardn) specifically in ECs (EC-Rardn mice) was generated. Mice harboring a floxed *Rardn* transgene (*Rardn*^*fl/fl*^ mice on a mixed genetic background as described in^91,92^ were crossed with mice expressing Cre-recombinase (Cre) under the control of a tamoxifen-inducible EC-specific vascular endothelial cadherin (*VE-Cad/Cdh5*) promotor (EC-CreER^T2^ mice) as described in ref. ^93^). Cre expression in EC-Rardn mice was induced through ip injection of 2 mg of tamoxifen once every 24 h for a total of 5 consecutive days. Littermate controls (*Rardn*^*fl/fl*^ mice with no Cre gene) were subjected to the same tamoxifen treatment. One month after the final tamoxifen injection, cell-specific Rardn expression in ECs was confirmed by immunoblot of the c-myc-epitope tag of the Rardn construct in primary lung ECs isolated (see below) from EC-Rardn mice (Supplementary Fig. 11).

To induce lung injury and the development of the acute lung injury (ALI), anesthetized mice (intraperitoneal injection of 100 mg/kg ketamine and 5 mg/kg xylazine) from each genotype group were given a dose of lipopolysaccharide (LPS) in sterile phosphate-buffered saline (PBS) via intranasal instillation. LPS concentration was 25 mg/kg body weight (lethal dose) for the ALI survival experiments and 5 mg/kg body weight (nonlethal dose) for early phase ALI experiments. Control animals were instilled with an equal volume of sterile PBS^109^. After the procedures, mice were kept on a warm pad for recovery and were visibly observed and monitored every 15 min during recovery from anesthesia until the animals were fully ambulatory.

In the ALI survival experiments, mice from each of six genotypic groups (*Lrat*^−/−^ and *Lrat*^+/+^*, Rbp4*^−/−^ and *Rbp4*^+/+^, EC-Rardn and *Rardn*^*fl/fl*^) received either 25 mg/kg of LPS dissolved in sterile PBS or PBS alone via a single intranasal instillation followed by monitoring of parameters, including grooming, gait, locomotion, respiration, reflex, body weight changes, and survival over a 7-day period.

In the vitamin A-supplementation experiment, separate groups of either LPS or vehicle (PBS) treated *Lrat*^+/+^ and *Lrat*^−/−^ mice additionally received 300 IU of retinol in the form of retinyl acetate each day for 7 days. This is ~10-times greater than the amount a mouse acquires daily from consumption of a standard chow diet (30 IU) but is not sufficient to induce either acute or chronic retinoid toxicity. The mice were euthanized 7 days after the instillation of LPS using an approved method of anesthesia, such as CO_2_ inhalation or ketamine/xylazine injection followed by cervical dislocation and a second method of euthanasia such as thoracotomy or removal of essential organs. At the time of euthanasia, lungs, liver, and blood were collected. The dissected tissues were quickly weighed, frozen in liquid N_2_, and stored at −80 °C continuously without thaw until analysis.

For the early phase ALI experiments, groups of mice (*Lrat*^+/+^ and *Lrat*^−/−^, EC-Rardn and *Rardn*^*fl/fl*^) were euthanized 24 h after 5 mg/kg LPS instillation. Bronchoalveolar (BAL) fluid, lungs, liver, and blood were collected at the time of euthanasia. For BAL fluid collection, the lungs of anesthetized mice (intraperitoneal injection of 100 mg/kg ketamine and 5 mg/kg xylazine) were lavaged 5-times with ice-cold PBS without calcium and magnesium (1 mL each time) through a tracheal cannula. The dissected tissues were quickly weighed, frozen in liquid N_2_, and stored at -80 °C continuously without thaw until analysis.

### ALI feature assessment

To assess ALI development in our mouse models, several parameters were evaluated according to the American Thoracic Society recommendations^110^. BAL fluids collected from each mouse were centrifuged for 10 min at 350 × g and 4 °C. For cell counts, pellets were resuspended in 1 mL of PBS and stained with Turk’s solution. Cell counts were performed using a hemocytometer (Hausser Scientific). The supernatant was analyzed for protein concentration using a Bio-Rad Protein Assay (Bio-Rad Laboratories, Inc.). BAL and plasma Tnfα concentration were assessed using a mouse Tnfα ELISA kit (Enzo Life Sciences, Inc.) according to the manufacturer’s protocol. Plasma C-reactive protein concentrations were assessed using a mouse C-reactive protein/CRP ELISA kit (R&D Systems) according to the manufacturer’s protocol. For surfactant phospholipid analyses, BAL fluid supernatants were further centrifuged for 30 min at 13,000 × g at 4 °C to pellet cell debris. The resultant supernatants were used for further lipidomic analysis by UPLC/MS/MS (see below for details).

Alveolar capillary barrier integrity was assessed by measuring extravascular lung water (EVLW) content based on the wet-dry ratio of the lung homogenate, corrected for blood water content^109^.

### HPLC separation and analyses of retinol and retinyl esters

Retinyl esters and retinol were extracted from plasma, liver, lung, and pulmonary UV-positive cells under a dim yellow safety light and analyzed by HPLC as described earlier^111^. Briefly, livers and lungs were homogenized in 10 vol of PBS (10 mM sodium phosphate, pH 7.2, 150 mM sodium chloride) using a tissue tearer. An aliquot of plasma, (100 µL), tissue homogenate (equivalent to 50 µg of tissue) or cell suspension (200 μL containing 20 to 500 × 10^6^ cells) was then treated with an equal volume of absolute ethanol containing a known amount of retinyl acetate as an internal standard. The retinoids present in either plasma, tissue homogenates, or cell suspensions were extracted into hexane. The hexane extract was dried under a stream of N_2_ and redissolved in benzene. For determination of tissue and plasma levels of retinol and retinyl esters, a reverse-phase HPLC method employing a 4.6 × 250 mm Symmetry C18 Column (Waters, Milford, MA, USA) and a running solvent consisting of acetonitrile/methanol/methylene chloride (70:15:15 v/v) flowing at 1.8 mL/min. A Waters HPLC system (Waters 717 Autosampler, Waters 515 HPLC Pump, and Waters 2996 Photodiode Array Detector) controlled by Empower version 2 software was employed for these analyses. Retinol and retinyl esters were detected at 325 nm. Quantitation was based on comparisons of the area under the peaks and spectra for unknown samples to those of known amounts of standards. The recovery of internal standard was employed to correct for loss during extraction. For this analysis, HPLC grade solvents were purchased from Thermo Fisher Scientific (Pittsburgh, PA).

### Lipidomic profiling of BAL fluid

Lipidomic profiling of BAL fluid samples was performed using Ultra Performance Liquid Chromatography-Tandem Mass Spectrometry (UPLC-MS/MS) at the Biomarkers Core Laboratory (Irving Institute of Clinical and Translational Research at Columbia University). Lipid extracts were prepared from BAL fluid samples using a modified Bligh and Dyer extraction^112^, spiked with appropriate internal standards, and analyzed on a platform comprising Agilent 1260 Infinity HPLC integrated to Agilent 6490 A QQQ mass spectrometer controlled by Masshunter v 7.0 (Agilent Technologies, Santa Clara, CA). Glycerophospholipids and sphingolipids were separated with normal-phase HPLC as described^113^. An Agilent Zorbax Rx-Sil column (2.1 × 100 mm, 1.8 µm) maintained at 25 °C and at a flow rate of 300 μL/min was used under the following conditions: mobile phase A (chloroform:methanol:ammonium hydroxide, 89.9:10:0.1, v/v) and mobile phase B (chloroform:methanol:water:ammonium hydroxide, 55:39:5.9:0.1, v/v); 95% A for 2 min, decreased linearly to 30% A over 18 min and further decreased to 25% A over 3 min, before returning to 95% over 2 min and held for 6 min.

Quantification of lipid species was accomplished using multiple reaction monitoring (MRM) transitions^113–115^ under both positive and negative ionization modes in conjunction with referencing of appropriate internal standards: PA 14:0/14:0, PC 14:0/14:0, PE 14:0/14:0, PG 15:0/15:0, PI 17:0/20:4, PS 14:0/14:0, BMP 14:0/14:0, APG 14:0/14:0, LPC 17:0, LPE 14:0, LPI 13:0, Cer d18:1/17:0, SM d18:1/12:0, dhSM d18:0/12:0, GalCer d18:1/12:0, GluCer d18:1/12:0, LacCer d18:1/12:0, D7-cholesterol, CE 17:0, MG 17:0, 4ME 16:0 diether DG, D5-TG 16:0/18:0/16:0 (Avanti Polar Lipids, Alabaster, AL). Relative molar amounts of lipid species in each sample were calculated based on appropriate class-based internal standards and presented as nmol. The data were then normalized to the sum of these molar contributions to obtain comparable relative contributions of each lipid species or class and expressed as mol% relative to total amount of lipidome measured. Relative molar amounts of lipid species in each sample were normalized per µg of total BAL protein and presented as nmol/µg of protein. BAL lipidomics data, including relative molar amounts of lipid species in each sample (nmol) and normalized data (nmol/µg protein) are provided in the Source Data file.

Lipid abbreviations are as follows: (Cer) Ceramide, (dhCer) Dihydroceramide, (SM) Sphingomyelin, (dhSM) Dihydrosphingomyelin, (MhCer) Monohexosylceramide (galactosylceramide + glucosylceramide), (Sulf) Sulfatide, (LacCer) Lactosylceramide, (GM3) Monosialodihexosylganglioside, (GB3) Globotriaosylceramide, (PA) Phosphatidic acid, (PC) Phosphatylcholine, (PCe) Ether phosphatidylcholine, (PE) Phosphatidylethanolamine, (PEp) Plasmalogen phosphatidylethanolamine, (PS) Phosphatidylserine, (PI) Phosphatidylinositol, (PG) Phosphatidylglycerol, (BMP) Bis(monoacylglycero)phosphate, (AcylPG) Acyl Phosphatidylglycerol, (LPC) Lysophosphatidylcholine, (LPCe) Ether lysophosphatidylcholine, (LPE) Lysophosphatidylethanolamine, (LPEp) Plasmogen Lysophosphatidylethanolamine, (LPI) Lysophosphatidylinositol, (LPS) Lysophosphatidylserine, (NAPE) N-Acyl Phosphatidylethanolamine, (NAPS) N-Acyl Phosphatidylserine, (NSer) N-Acyl Serine.

### Pulmonary cell isolation and culture

For isolation and quantification of pulmonary cells, fluorescent activated cell sorting (FACS) was employed using fresh lung preparations. Mouse lung digests for single-cell flow cytometry were prepared from *Lrat*^+/+^ (wild-type C57BL/6 mice) and *Lrat*^−/−^ mice using a method involving digestion with pronase and collagenase. Briefly, the lungs of anesthetized mice were first perfused through the right ventricle with calcium- and magnesium-free Hanks’ balanced salt solution (HBSS). Then the lungs were perfused in situ with HBSS containing calcium, magnesium, and Dispase II (Sigma-Aldrich) followed by a second perfusion with HBSS containing calcium, magnesium, and type IV collagenase (Worthington). The lungs were removed, rinsed and minced into small pieces. The minced lung tissue was incubated in HBSS containing Dispase II (Sigma-Aldrich), type IV collagenase (Worthington), and DNase I (Sigma-Aldrich) on a rotating shaker maintained at 37 °C for 60 min. At each of three 20-min intervals, the minced tissue was then passed 10-times through a 10-mL pipette to dissociate cells. The resultant cell suspension was next passed through a 100 µm strainer to collect single cells. Cells were then isolated using either magnetic (MACS) or fluorescence activated cell sorting (FACS).

For MACS-based isolation of ECs, negative depletion with Cd45 microbeads (Miltenyi Biotec) and positive selection for the platelet endothelial cell adhesion molecule (PECAM-1/Cd31) by magnetic labeling with microbeads in MACS MS columns (Miltenyi Biotec) was employed as described in^116^. Alveolar epithelial cell purification was performed using negative depletion with Cd45 microbeads (Miltenyi Biotec) and positive selection for the epithelial-cell adhesion molecule (Ep-CAM/Cd326) by magnetic labeling with microbeads in MACS MS columns (Miltenyi Biotec) as described in^117^.

For flow cytometry isolations, cells were incubated with FcBlock (Biolegend) and stained with a mixture of fluorochrome-conjugated antibodies (Supplementary Table 1) using dilution 1:200 for each antibody. Flow cytometry was employed to sort live, individual retinoid-containing cells based on their emission at 455 nm (UV-positive cells)^58^. Singlet discrimination was sequentially performed using plots for forward scatter (FSC-A versus FSC-H) and side scatter (SSC-W versus SSC-H). Dead cells were excluded by scatter characteristics and staining with propidium iodide. Among UV-positive cells, subsets of cells with high expression of Cd45 (immune cells), Cd326 (epithelial cells), and Cd31 (endothelial cells) were identified, separated, and collected for further analysis. All FACS isolations were performed on a FACSAria cell sorter (Becton Dickinson) at the Columbia Stem Cell Initiative (CSCI) Flow Cytometry shared resource lab. FACS data were analyzed using FlowJo software version 10 (TreeStar, Ashland, OR).

After isolation from *Lrat*^+/+^ (wild-type C57BL/6) lungs, a fraction of UV-positive cells was either collected for analysis (referred to as freshly isolated or day 0 cells) or plated on 6-well plastic plates at a density 2 × 10^5^ cells/well followed by culture in DMEM (Life Technologies Corporation, Carlsbad, CA, USA) supplemented with 10% FBS (Peak Serum, Wellington, CO, USA), 100 units/mL penicillin and 100 µg/mL streptomycin (Life Technologies Corporation, Carlsbad, CA, USA) in a humidified 5% CO_2_ incubator at 37 ^o^C. Culture medium was first changed after overnight (12 h) culture and subsequently every 2 days.

For analysis of cultured cells, attached cells were washed with PBS, treated with 0.25% trypsin-EDTA solution (Life Technologies Corporation, Carlsbad, CA, USA) and then collected by centrifugation. Cells were harvested after 12 h culture (day 0.5 time point), and 3-day (72 h) culture (day 3 time point). The harvested cells were pelleted and snap frozen in liquid N_2_ and stored at –80 ^o^C until analysis. The DNA concentration of each cell sample was assessed employing a High Sensitivity Quant-iT™ dsDNA Assay Kit (Thermo Fischer Scientific, Waltham, MA, USA) according to the manufacturer’s protocol.

### Single cell RNA-sequencing and bioinformatic analysis

UV-positive cells with viability >70% were isolated from *Lrat*^+/+^ (wild-type C57BL/6) male mice (C57BL/6 genetic background) and submitted for single cell RNA sequencing (scRNA-seq) at The Single Cell Analysis Core at JP Sulzberger Columbia Genome Center. scRNA-seq experiments were done on two separate occasions and data generated from these analyses were then integrated (Supplementary Fig. 6B). Single cell libraries were prepared using the Chromium Single Cell 3' Reagent Kits v3.1 (10x Genomics) according to the manufacturer’s instructions followed by their sequencing on a NovaSeq 6000 (Illumina) in a 2 × 100 bp configuration. Initial data processing, including demultiplexing reads and converting raw base call files into the fastq format, was performed using Cell Ranger version 5.0.1 (10X Genomics). Expression counts for each gene in all samples were collapsed and normalized to unique molecular identifier (UMI) counts using Cell Ranger 5.0.1 (10X Genomics). The result is a large digital expression matrix with cell barcodes as rows and gene identities as columns. Filtered feature matrix outputs from Cell Ranger were used for all downstream analyses.

Post-processing analysis was performed using the Seurat package version 4.0.4^91^ in R Software version 4.1.1 (Vienna, Austria; https://www.r-project.org/). Expression profiles of cells from different samples were first analyzed and clustered separately. Before the analysis, quality control on each individual sample was undertaken on the number of genes detected in each cell (nFeature_RNA), number of transcripts detected in each cell (nCount_RNA), and percentage of mitochondrial (percent_mito) and ribosomal (percent_ribo) genes in each cell. These metrics were further used to exclude outliers, low quality cells with low gene numbers, or/and transcripts detected per cell and/or cells with a high number of transcripts mapped to mitochondrial genes. Cells were filtered using the *Subset* function to exclude all cells with <200 detected genes or >10% mitochondrial genes. The *NormalizeData* function was used to normalize and log scale the data. A subset of features that exhibit high cell-to-cell variation in the dataset was next calculated using the *FindVariableFeatures* function. The *ScaleData* function was used to regress out heterogeneity associated with cell cycle stage or mitochondrial contamination. To integrate the samples, integration anchors were identified using the *FindIntegrationAnchors* and the list of samples (individual seurat objects) were integrated using *IntegrateData* function. Canonical correlation analysis (CCA) and mutual nearest neighbors (MNN) detection functions in Seurat were used to remove batch-associated effects. Principle component analysis (PCA) on the scaled data was performed for dimension reduction using the *RunPCA* function. The optimum dimensionality of the dataset for downstream clustering was determined using both the *JackStraw* and *ElbowPlot* methods. K-nearest neighbor (KNN) graph was constructed based on the Euclidean distance in PCA space, and the edge weights between any two cells based on the shared overlap in their local neighborhoods (Jaccard similarity) were refined using the *FindNeighbors* function. To cluster the cells, the Louvain algorithm was applied by using the *FindClusters* function at low resolution (resolution = 0.2). The cluster resolution value was determined using the *Clustree* function (Supplementary Fig. 6c) and biologically relevant cell clusters were defined as clusters that have at least 10 unique differentially expressed genes. Visualization of the clusters on a 2D map was performed with uniform manifold approximation and projection (UMAP) using *RunUMAP* (dims = 1:15). Differentially expressed genes of each cluster were identified using the Wilcoxon rank-sum test with the *FindAllMarkers* function.

A combination of supervised and unsupervised approaches to determine cell type annotation was employed. To identify major cell type subsets (stromal, epithelial, endothelial, and myeloid), we assessed the expression of the canonical markers *Col1a1*, *Epcam*, *Pecam 1*, and *Ptprc*. The *FindAllMarkers* function was used to identify a list of top genes that was unique to each cell cluster. To obtain the most sensitive and specific differentially expressed genes for each cluster, we identified genes with a *p*-value of <10^−5^ and an average log fold-change >1. Preliminary annotation was undertaken by comparing this list to previously published conserved gene lists from single cell RNA sequencing data in mouse lung tissue^82–86^. Top conserved markers of final annotated cell types were visualized again with *FeaturePlot, ViolinPlot*, and *DotPlot*.

The stromal clusters were separated for further analysis using the *Subset* function. *FindNeighbors* and *FindClusters* (resolution = 0.2) functions were further applied to the fibroblast subset. The cluster resolution value was determined using the *Clustree* function (Supplementary Fig. 1f) and biologically relevant cell clusters were defined as clusters that have at least 10 unique differentially expressed genes. Visualization of the clusters on a 2D map was performed with uniform manifold approximation and projection (UMAP) using *RunUMAP* (dims = 1:15). Differentially expressed genes of each fibroblast cluster were identified using the Wilcoxon rank-sum test with the *FindAllMarkers* function. Top conserved markers of final annotated cell types were visualized again with *DotPlot*.

### RNA preparation and quantitative real time PCR (qRT-PCR)

Total RNA was extracted from frozen tissues or cell preparations employing TRIzol Reagent (Ambion, Foster City, CA, USA) and isolated using the E.Z.N.A Total RNA Kit II (Omega Bio-tek, Norcross, GA, USA) according to the manufacturer’s protocol. RNA was quantitated at 260 nm using a Nanodrop spectrophotometer. cDNA synthesis was performed using 0.5 μg of total RNA (in a final volume of 20 μL) and was carried out for 10 min at 25 °C followed by 120 min at 37 °C employing reverse transcriptase (Applied Biosystems, Foster City, CA, USA). The reaction was stopped at 85 °C for 5 min, using a thermal cycler (Eppendorf, Westbury, NY, USA). The primers employed for qRT-PCR analyses of target gene expression are provided in Supplementary Table 2. 18 S RNA was employed as the reference housekeeping gene used to normalize mRNA expression.

qRT-PCR was performed in a total volume of 20 µl, including 40 ng of cDNA template, forward and reverse primers (100 nM each), and PerfeCTa SYBR Green FastMix (Quantabio, Beverly, MA, USA) using a LightCycler 480 instrument controlled by LightCycler 480 software version 1.5.0.39 (Roche, Branchburg, NJ, USA). After initial denaturation and enzyme activation (95 °C for 10 min), 40 cycles (94 °C for 10 sec, 55 °C for 30 sec, 72 °C for 30 sec) were performed for the annealing/extension steps, and fluorescence was measured. A dissociation curve program was performed after each cycle. Expression levels of target genes were calculated based on the efficiency of each reaction and the crossing point deviation of each sample versus control and are expressed as fold differences in comparison with the reference gene.

### Western blotting

Lung and liver proteins were extracted using RIPA lysis and extraction buffer (Thermo Scientific) containing protease inhibitor cocktail (Millipore Sigma, Burlington, MA). For tissue and cell samples, 20 μg of total homogenate protein was analyzed. For plasma protein analysis, 2 µl of plasma was employed. The proteins were subjected to SDS PAGE in 12% gels followed by a transfer onto PVDF membrane. Immunoblotting was performed using primary rabbit polyclonal antibody against either mouse retinol-binding protein 4 (Rbp4, 1:3000), mouse lecithin:retinol acyltransferase (Lrat, 1:2000; Novus Biologicals), or a mouse monoclonal antibody against the *myc* epitope tag (Myc-tag, 1:2000; Invitrogen). Protein loading and relative quantification of protein expression were normalized using either β-actin (1:10,000; Millipore Sigma) or Gapdh (1:1000; Cell Signaling) as reference proteins. Secondary horseradish peroxidase-linked donkey anti-rabbit antibody (1:10,000; Thermo Fisher Scientific) or sheep anti-mouse antibody (1:10,000; GE Healthcare) were used accordingly. Protein bands were visualized using Super Signal West Pico PLUS chemiluminescence system (Thermo Scientific, Rockford, IL), membranes were digitally scanned using Odyssey XF Infrared Imager controlled by a LI-COR Acquisition Software version 1.0.19 (LI-COR, Inc., Lincoln, NE) and analyzed using Image Studio version 5.2 (LI-COR, Inc., Lincoln, NE) and ImageJ version 1.53a (National Institutes of Health) to generate quantitative relative protein expression data^118^.

### Statistical analysis

All data are presented as means ± S.D. Student’s *t*-test was used to analyze differences between genotype groups. Statistical differences involving more than two groups (*Lrat*^+/+^, *Lrat*^−/−^, LPS treatment with 5 mg/kg and 25 mg/kg, and 300 IU retinol treatment) were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey’s HSD *post hoc* test. Survival rates were analyzed by the Kaplan–Meier log rank test using GraphPad Prism version 9. *P-*values <0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All scRNA sequencing data, including raw fastq sequencing files, gene expression matrices, and associated cell metadata generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE198521. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Retinoids stored locally in the lung are required to attenuate the severity of acute lung injury in male mice
**Source:** Nat Commun. 2023 Feb 15;14:851. doi: 10.1038/s41467-023-36475-3
**Supplement:** Supplementary file 1 — Supplementary Information

# **Retinoids Stored Locally in the Lung Are Required to Attenuate the Severity of Acute Lung Injury in Male Mice**

Igor O. Shmarakov<sup>1,2\*</sup>, Galina A. Gusarova<sup>1</sup>, Mohammad N. Islam<sup>1</sup>, María Marhuenda-Muñoz<sup>1,3,4</sup>, Jahar Bhattacharya<sup>1</sup>, and William S. Blaner<sup>1</sup>

<sup>1</sup>Department of Medicine, Vagelos College of Physicians and Surgeons, Columbia University, New York, NY 10032, USA, <sup>2</sup>Department of Animal Sciences, School of Environmental and Biological Sciences, Rutgers, The State University of New Jersey, New Brunswick, NJ, 08901, USA, <sup>3</sup>Centro de Investigación Biomédica en Red Fisiopatología de la Obesidad y la Nutrición (CIBEROBN), Instituto de Salud Carlos III, 28029 Madrid, Spain and <sup>4</sup>Department of Nutrition, Food Science and Gastronomy, School of Pharmacy and Food Sciences and XIA, Institute of Nutrition and Food Safety (INSA-UB), University of Barcelona, 08921 Santa Coloma de Gramenet, Spain

## Supplementary Figure 1.

a

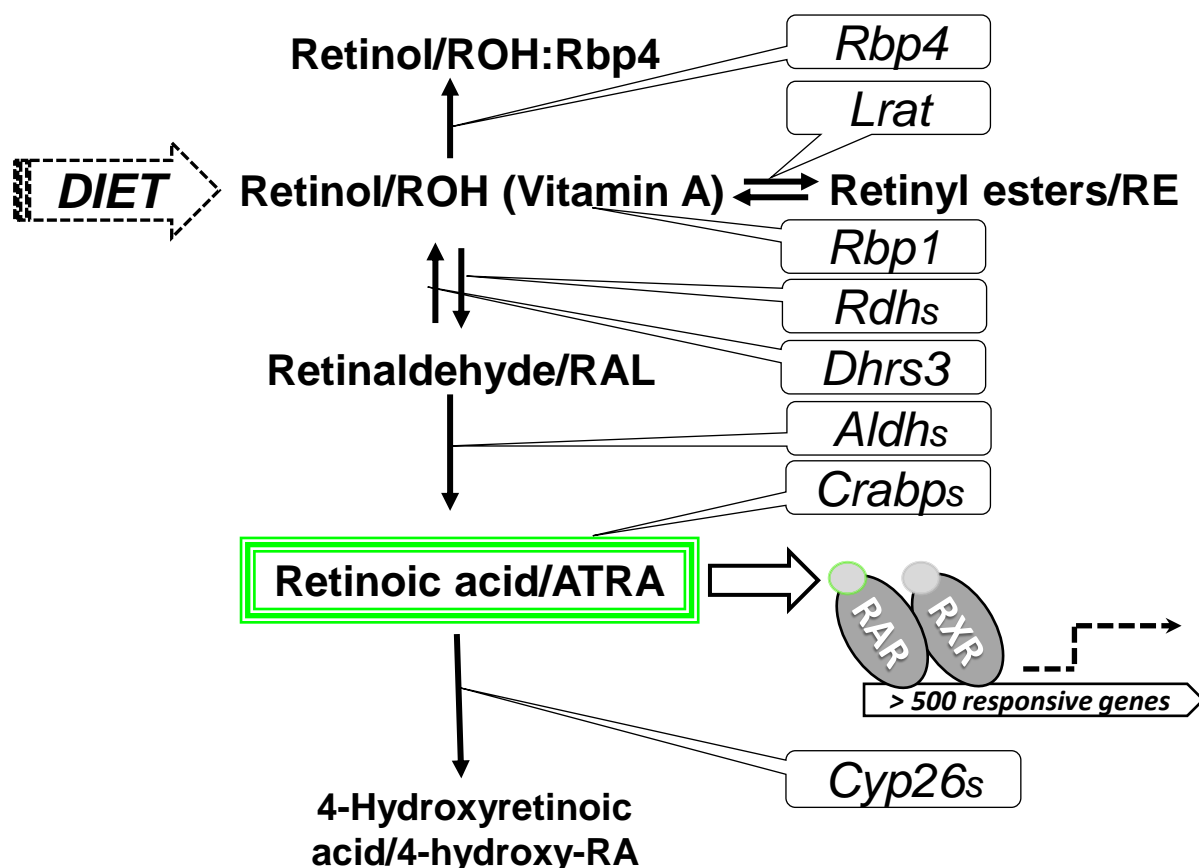

**Supplementary Figure 1. Schematic representations of retinoid metabolism (panel a) and cellular diversity of alveolar cell types (panel b).**

**Panel a** – Retinol (vitamin A) is acquired from the diet and can be enzymatically converted into different retinoid species. Retinyl esters (the predominant retinoid storage form) are synthesized from retinol via the action of lecithin:retinol acyltransferase (Lrat). Upon retinyl ester mobilization, retinol bound to retinol-binding protein 4 (Rbp4) can be secreted from the cell and transported throughout the body via the circulation to cells and tissues. Within the cell, retinol is bound to cellular retinol-binding protein 1 (Rbp1) and can be channeled towards oxidation to retinaldehyde via the action of retinol dehydrogenases (Rdhs). Retinaldehyde can be reversibly reduced to retinol via the action of short-chain dehydrogenase/reductase 3 (Dhrs3) or further oxidized by aldehyde dehydrogenases (Aldhs) to give rise to retinoic acid/ATRA, which can bind to cellular retinoic acid-binding proteins (Crabps). ATRA, the transcriptionally active retinoid species, binds to specific nuclear hormone receptors (Rars) which regulate the expression of more than 500 genes. Subsequently retinoic acid/ATRA undergoes oxidation to form inactive catabolic product 4-hydroxyretinoic acid via the action of specific cytochrome P450 isoforms (Cyp26s).

## Supplementary Figure 1. (continued)

**b**

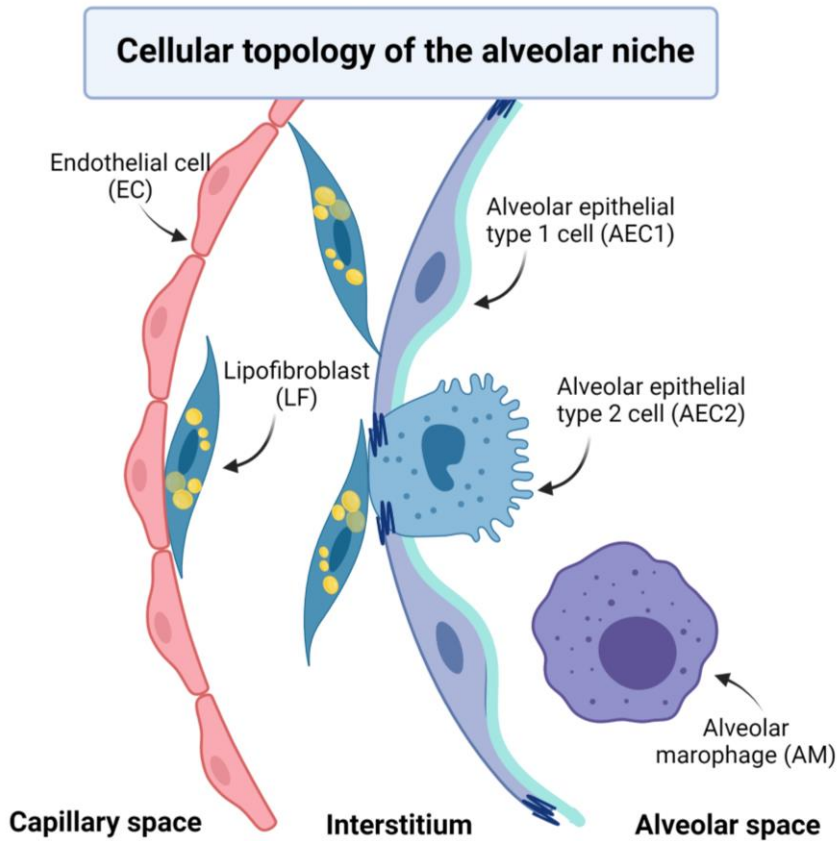

**Supplementary Figure 1. Schematic representations of retinoid metabolism (panel a) and cellular diversity of alveolar cell types (panel b).**

**Panel b** – The alveolus, the lung's functional unit where gas exchange occurs, is a structural and functional niche composed of heterogeneous cells of different origins. The major cells of the alveolar niche include endothelial cells that line microvascular blood capillaries, epithelial type 1 and type 2 cells that cover the area of the alveolar surface, fibroblasts that reside in the interstitium, an area around the wall of the alveolus through which oxygen moves from the alveoli into the capillary network, and alveolar macrophages. (Created with BioRender.com)

## Supplementary Figure 2.

a

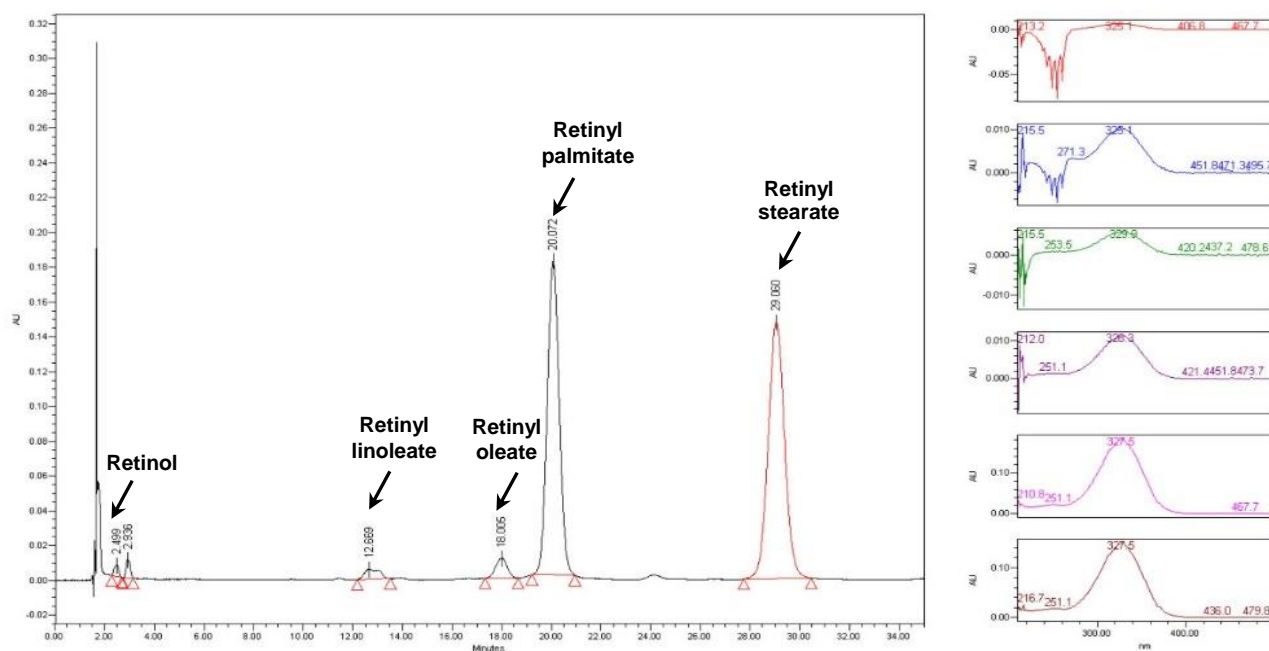

b

Lung

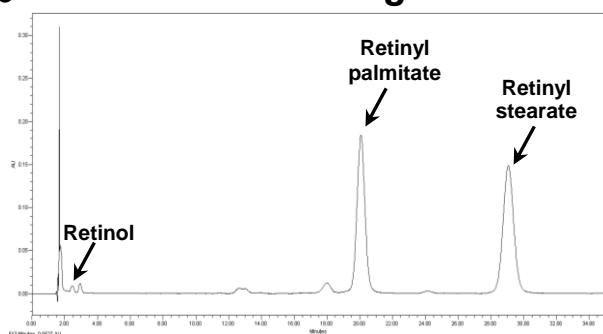

Liver

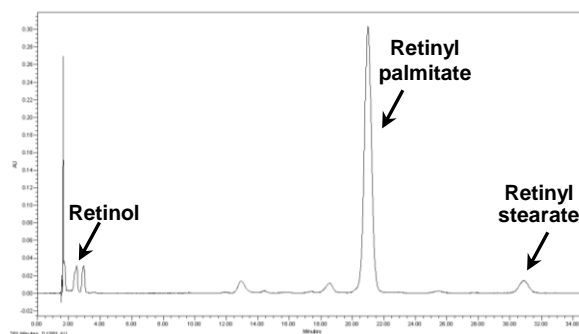

**Supplementary Figure 2. Qualitative HPLC analysis of tissue retinoids.**

**Panel a** – HPLC profile showing characteristic peaks of retinoid species (retinol and retinyl esters) extracted from a mouse lung homogenate; the right panel provides the absorption maxima for each peak, displaying a maximum at  $\lambda = 325$  nm. **Panel b** – HPLC profiles of retinoid species (retinol and retinyl esters) extracted from lung and liver, showing the differences in retinyl ester compositions.

## Supplementary Figure 3.

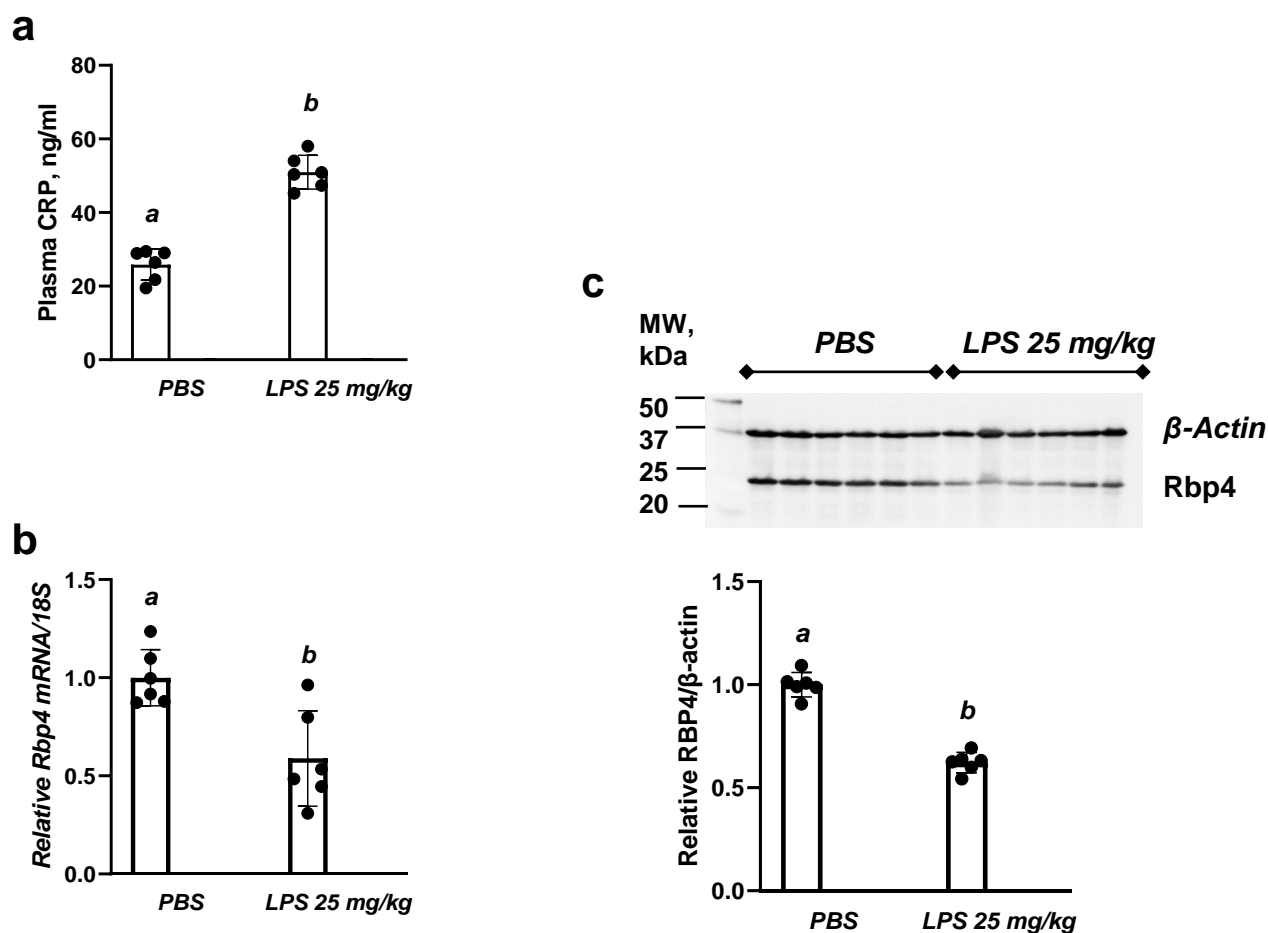

**Supplementary Figure 3. Plasma C-reactive protein (Crp) concentration and hepatic Rbp4 mRNA and protein expression in mice upon LPS-induced ALI.**

**Panel a** – C-reactive protein concentration (Crp) determined by ELISA in plasma of mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight) or vehicle PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 1.82 \times 10^{-6}$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 6$  for each group. **Panel b** – hepatic *Rbp4* mRNA expression determined by qRT-PCR in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight) or vehicle PBS. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 0.0051$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 6$  for each group. **Panel c** – hepatic Rbp4 protein expression normalized to  $\beta$ -actin protein concentration determined by immunoblot (upper insert) in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight) or vehicle. Each lane represents an individual liver extract from a different mouse. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 3.12 \times 10^{-7}$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 6$  for each group.

## Supplementary Figure 4.

**a**

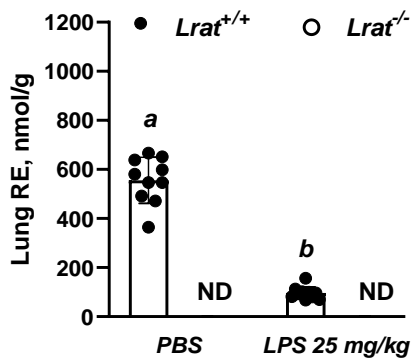

**b**

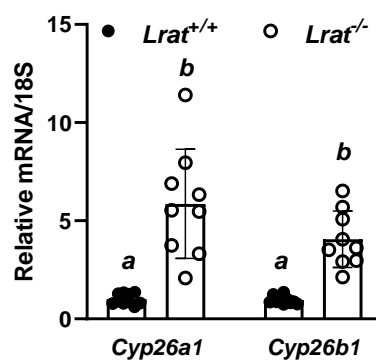

**c**

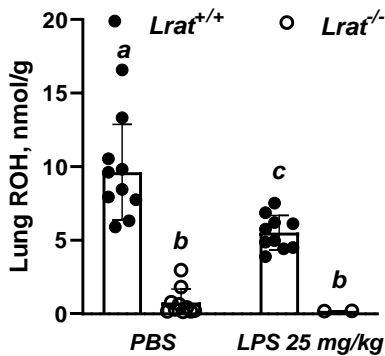

**d**

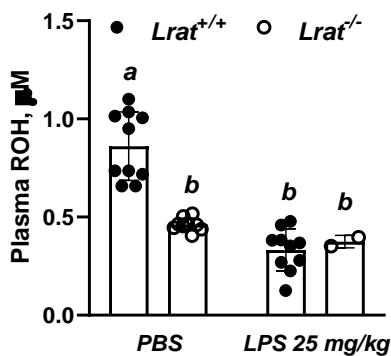

**e**

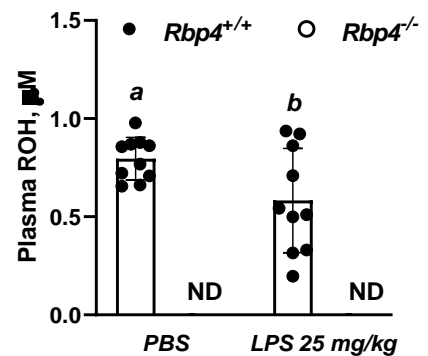

**f**

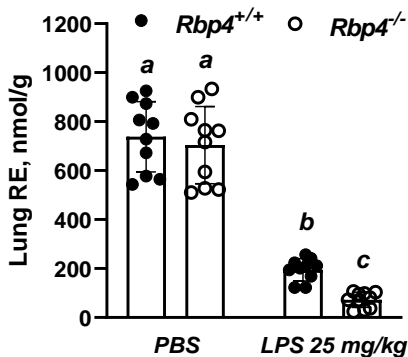

**g**

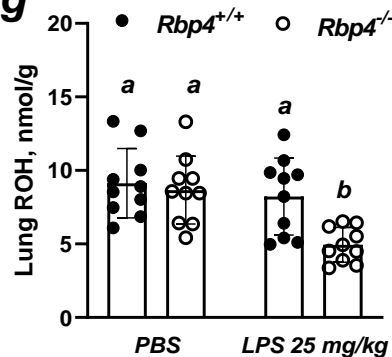

## Supplementary Figure 4. Retinoid concentrations in mouse lungs and plasma during LPS-induced ALI.

**Panel a** – lung total retinyl ester (RE) concentrations (nmol/g) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 1.34e-11$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group. **Panel b** – relative *Cyp26a1* and *Cyp26b1* mRNA expression (normalized to 18S rRNA levels) determined by qRT-PCR in lungs of *Lrat*<sup>+/+</sup> and *Lrat*<sup>-/-</sup> mice. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 3.82e-05$  (for *Cyp26a1*),  $p = 3.19e-06$  (for *Cyp26b1*)). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for the *Lrat*<sup>+/+</sup> group,  $n = 9$  for the *Lrat*<sup>-/-</sup> group. **Panel c** – lung retinol (ROH) concentrations (nmol/g) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b,  $p = 1.64e-10$ ; a is different from c,  $p = 0.0001$ ; b is different from c,  $p = 0.0021$ ). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey's HSD post hoc test. All

## Supplementary Figure 4. (continued)

values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group, except for  $n = 2$  for the LPS-treated *Lrat*<sup>-/-</sup> group (8 mice did not survive). **Panel d** – plasma retinol (ROH) concentrations ( $\mu$ M) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 3.07\text{e-}08$ ). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey's HSD post hoc test. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group, except for  $n = 2$  for the LPS-treated *Lrat*<sup>-/-</sup> group (8 mice did not survive). **Panel e** – plasma retinol (ROH) concentrations ( $\mu$ M) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 0.03$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group. **Panel f** – lung total retinyl ester (RE) concentrations (nmol/g) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b, c) are statistically different (a is different from b,  $p = 4.07\text{e-}13$ ; a is different from c,  $p = 1.07\text{e-}15$ ; b is different from c,  $p = 0.0172$ ). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group. **Panel g** – lung retinol (ROH) concentrations (nmol/g) determined by HPLC in mice 7 days after intranasal instillation of LPS (25 mg/kg of body weight in PBS) or PBS alone. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 0.0001$ ). Statistical differences were first analyzed by a one-way ANOVA followed by multiple comparisons employing Tukey's HSD post hoc test. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group.

## Supplementary Figure 5.

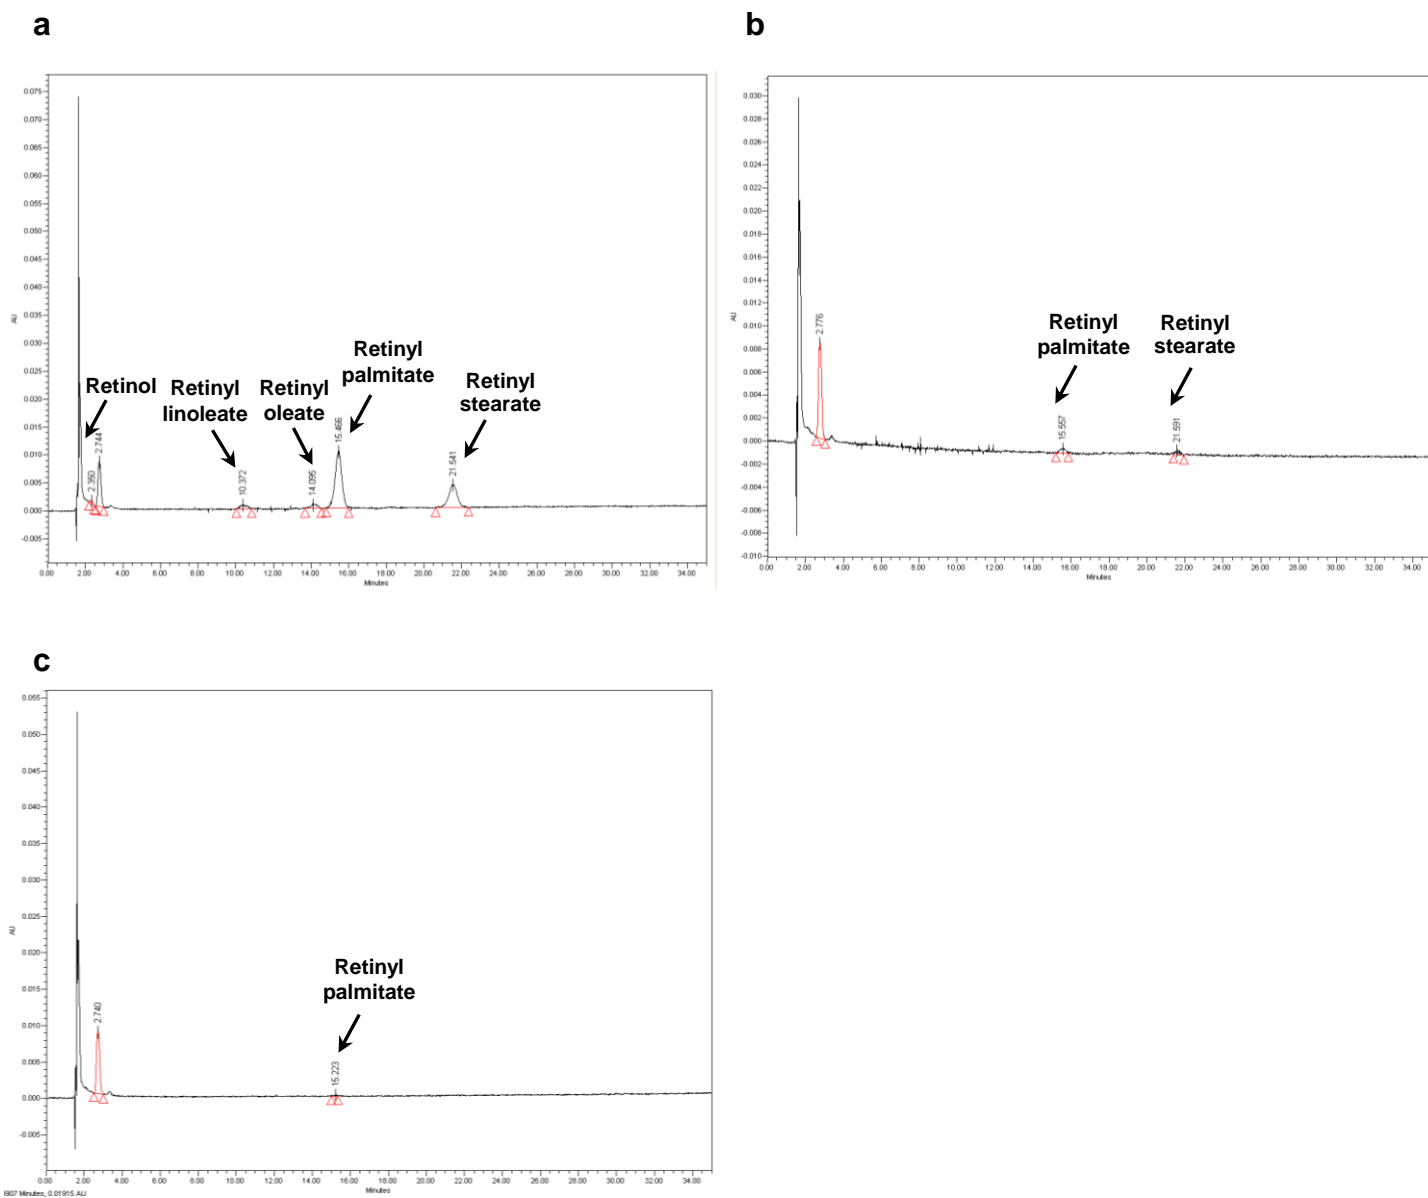

**Supplementary Figure 5. Representative HPLC profiles for lung UV-positive cells isolated by FACS from a lung homogenate.**

HPLC profiles showing characteristic UV-VIS absorption peaks for retinoid species (retinol and retinyl esters) extracted from isolated UV-positive cells (**panel a**), UV-positive endothelial cells (**panel b**), and UV-positive epithelial cells (**panel c**).

# Supplementary Figure 6.

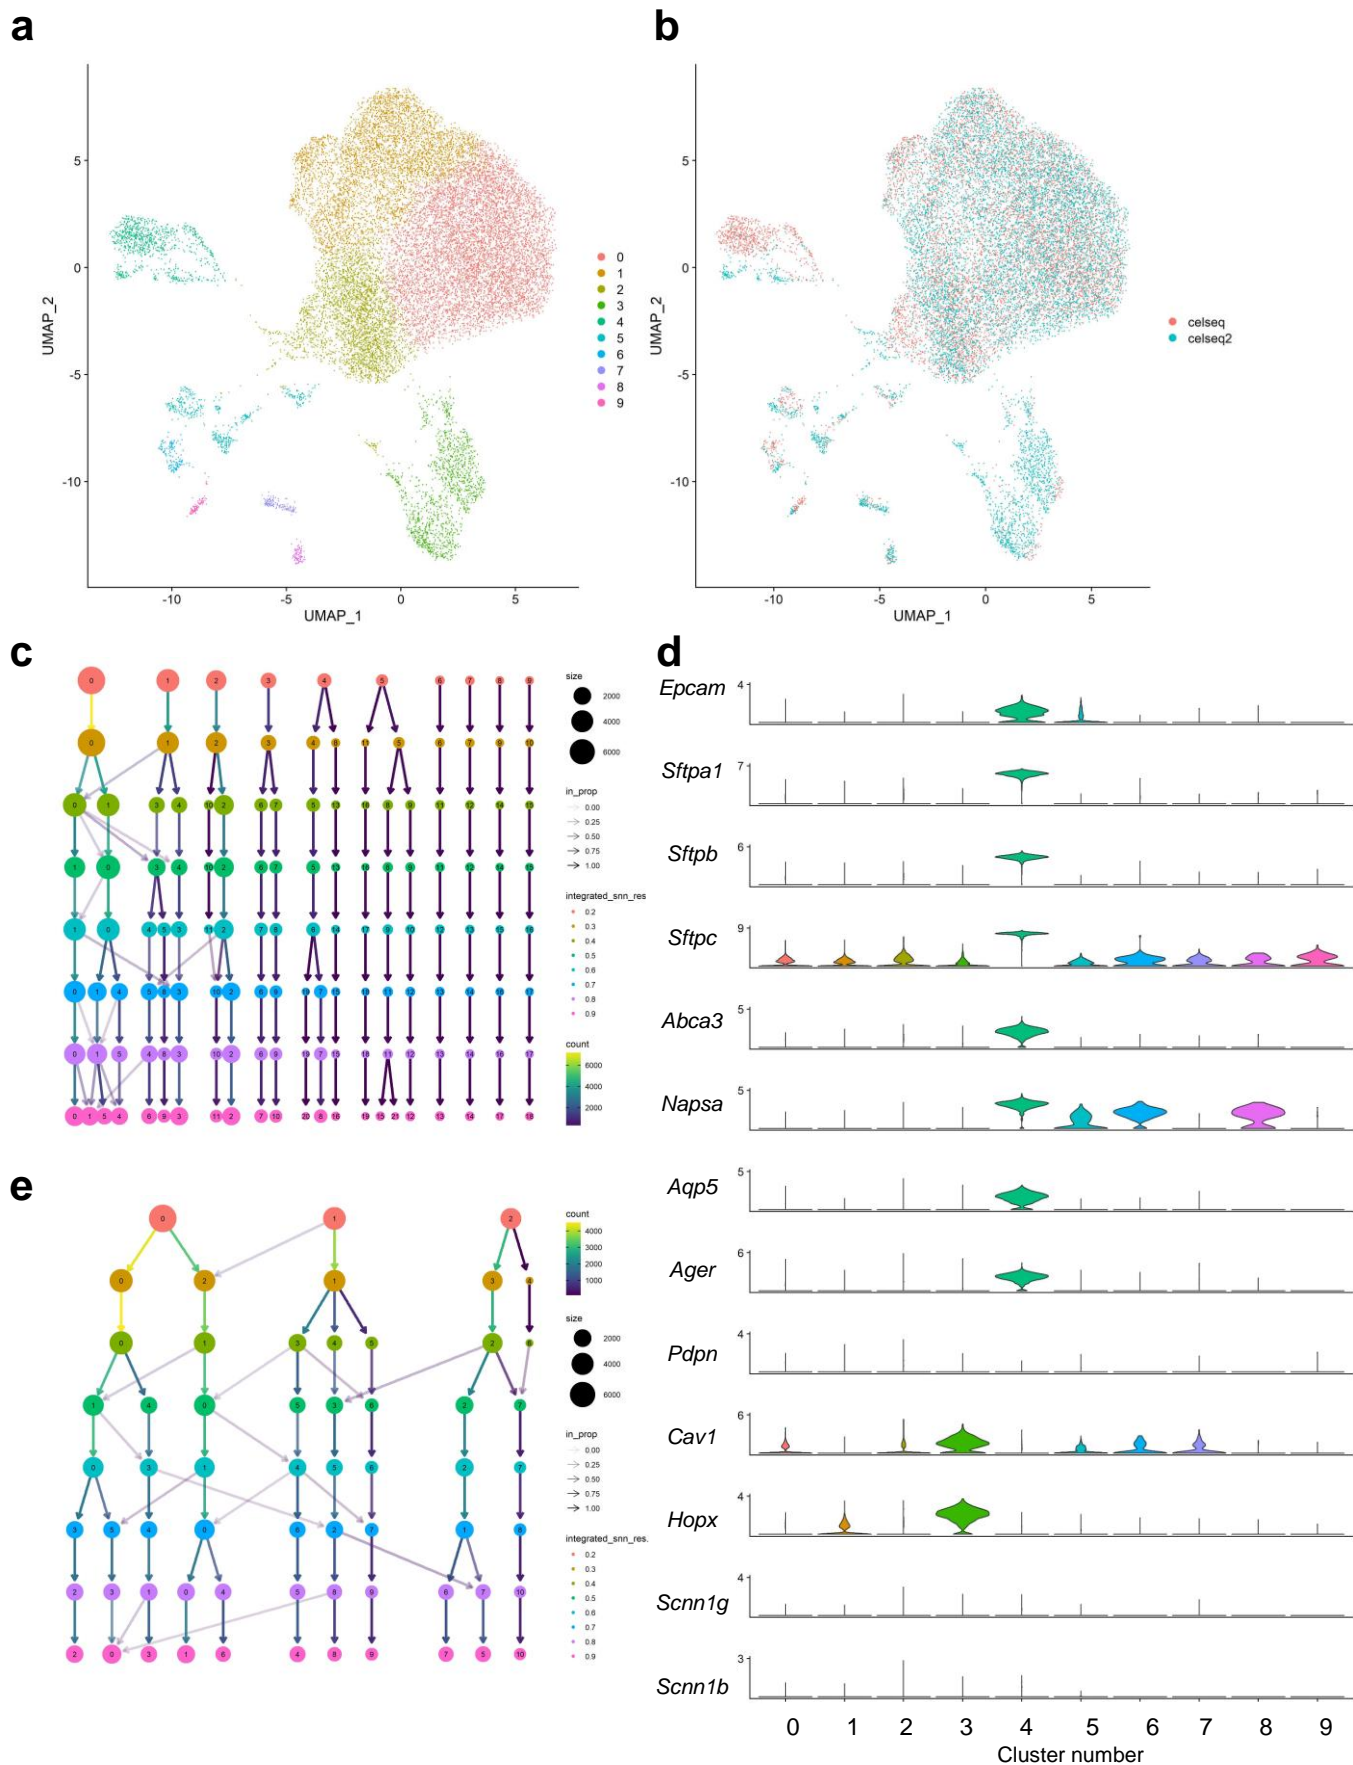

**Supplementary Figure 6. Post-processing analysis of scRNA-seq data.**

**Panel a** – UMAP visualization of cell type clustering inferred from mouse lung retinoid-containing cell scRNA-seq data; Ten retinoid-containing cell clusters were identified. **Panel b** – UMAP visualization of integrated batch-corrected scRNA-seq datasets colored by celseq

## **Supplementary Figure 6. (continued)**

and celseq2 samples. **Panel c** – clustering tree of cell clusters with different clustering resolutions for scRNA-seq dataset of retinoid-containing lung cells. The size of each node is related to the number of cells in each cluster and the color indicates the clustering resolution; edges are colored according to the number of cells they represent and the transparency shows the incoming node proportion, the number of cells in the edge divided by the number of cells in the node it points to. **Panel d** – Violin plot representation showing expression of lung epithelial marker genes across all clusters. The y-axis indicates normalized Log2 expression value, the x-axis indicates cell cluster number. **Panel e** – clustering tree of cell clusters with different clustering resolutions for the scRNA-seq dataset of stromal retinoid-containing lung cells. The size of each node is related to the number of cells in each cluster and the color indicates the clustering resolution; edges are colored according to the number of cells they represent and the transparency shows the incoming node proportion, the number of cells in the edge divided by the number of cells in the node to which it points.

## Supplementary Figure 7.

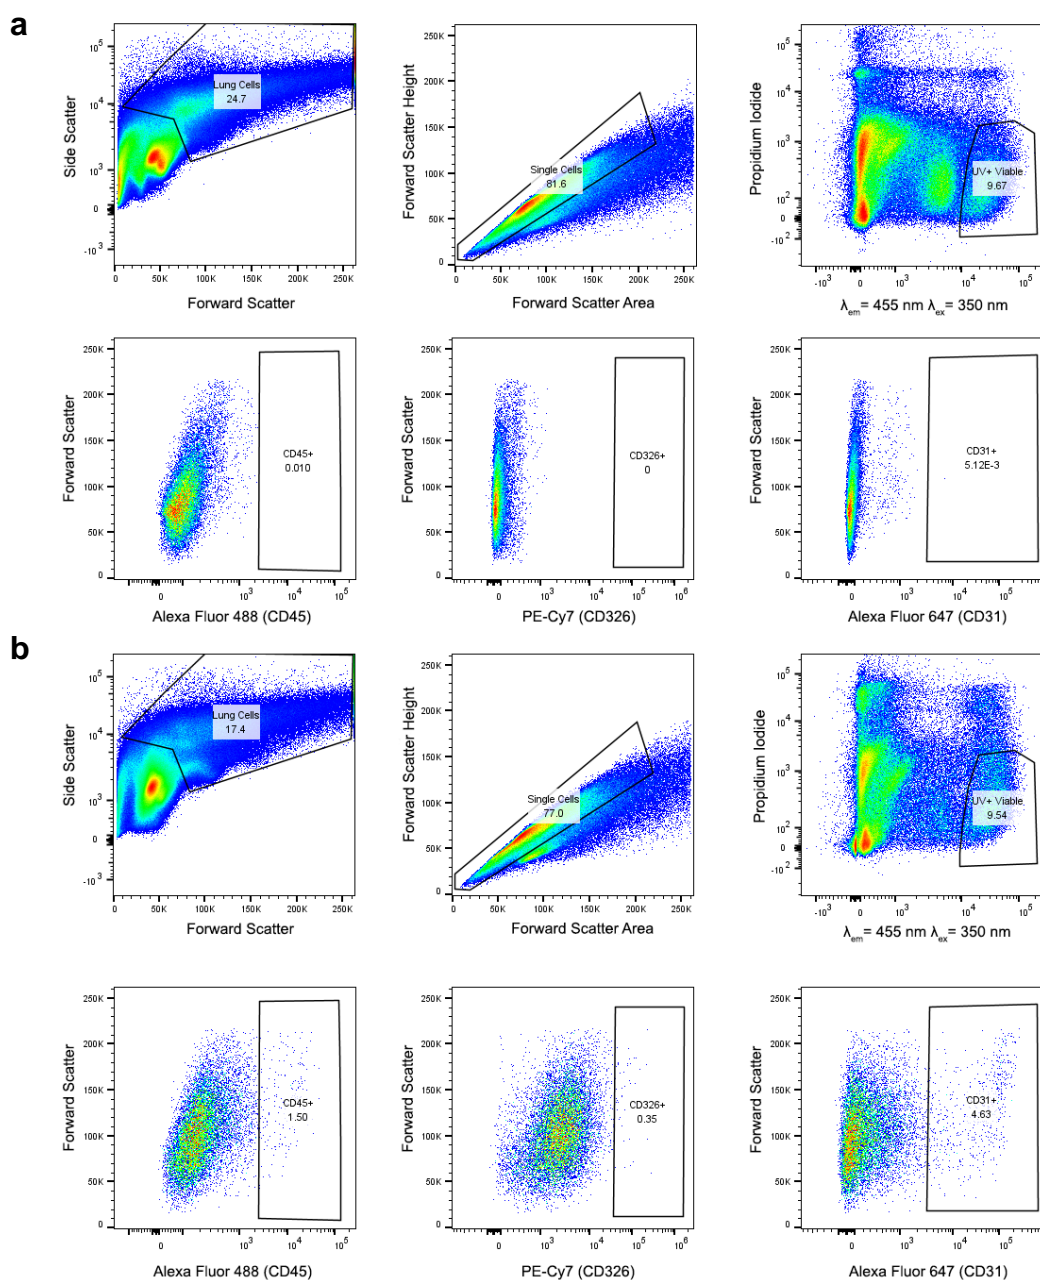

### Supplementary Figure 7. FACS isolation and identification of lung retinoid-containing cells.

**Panel a** – A gating strategy for sorting live, single, UV-positive cells (emission at  $\lambda=455 \text{ nm}$  upon excitation at  $\lambda=350 \text{ nm}$ ) from the lung cell suspensions isolated from *Lrat*<sup>+/+</sup> (wild type, C57BL/6) mice followed by the analysis of unstained cells for setting gating regions to discern positive from negative cells. **Panel b** – A gating strategy for sorting live, single, UV-positive cells (emission at  $\lambda=455 \text{ nm}$  upon excitation at  $\lambda=350 \text{ nm}$ ) labeled with fluorochrome-conjugated antibodies to discern Cd45<sup>+</sup> (immune), Cd326<sup>+</sup> (epithelial), and Cd31<sup>+</sup> (endothelial) cells from the lung cell suspensions isolated from *Lrat*<sup>+/+</sup> (wild type C57BL/6) mice. The numbers associated with each gate reflect the percentage of the parent population. Total events were gated for forward and side scatter signal to exclude debris, and then doublets were removed using a plot of forward scatter pulse area versus forward scatter pulse height. Cells containing retinoids were selected by measuring a blue (455 nm) signal at 350 nm excitation, and dead cells were removed through the exclusion of PI<sup>+</sup> events. From this population, the percent of cells expressing Cd45, Cd326, and Cd31 were calculated and shown in each respective plot.

Supplementary Figure 8.

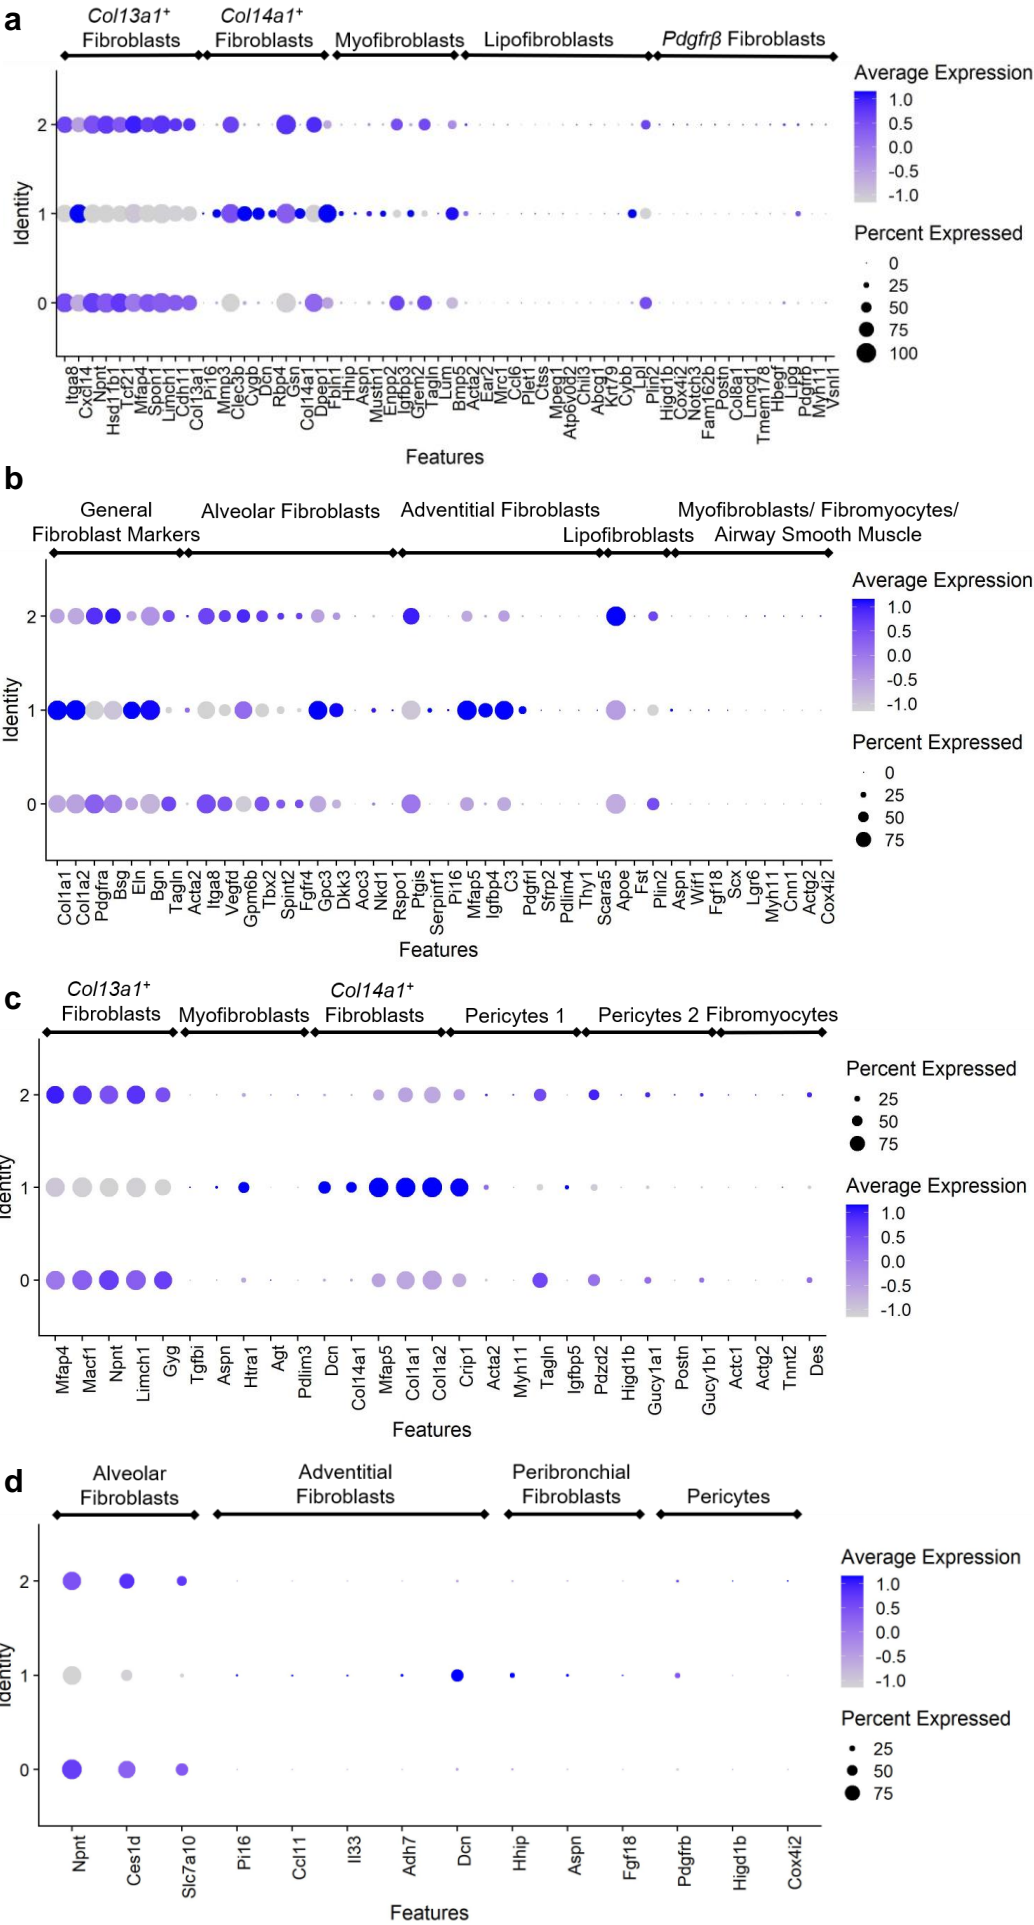

# Supplementary Figure 8. (continued)

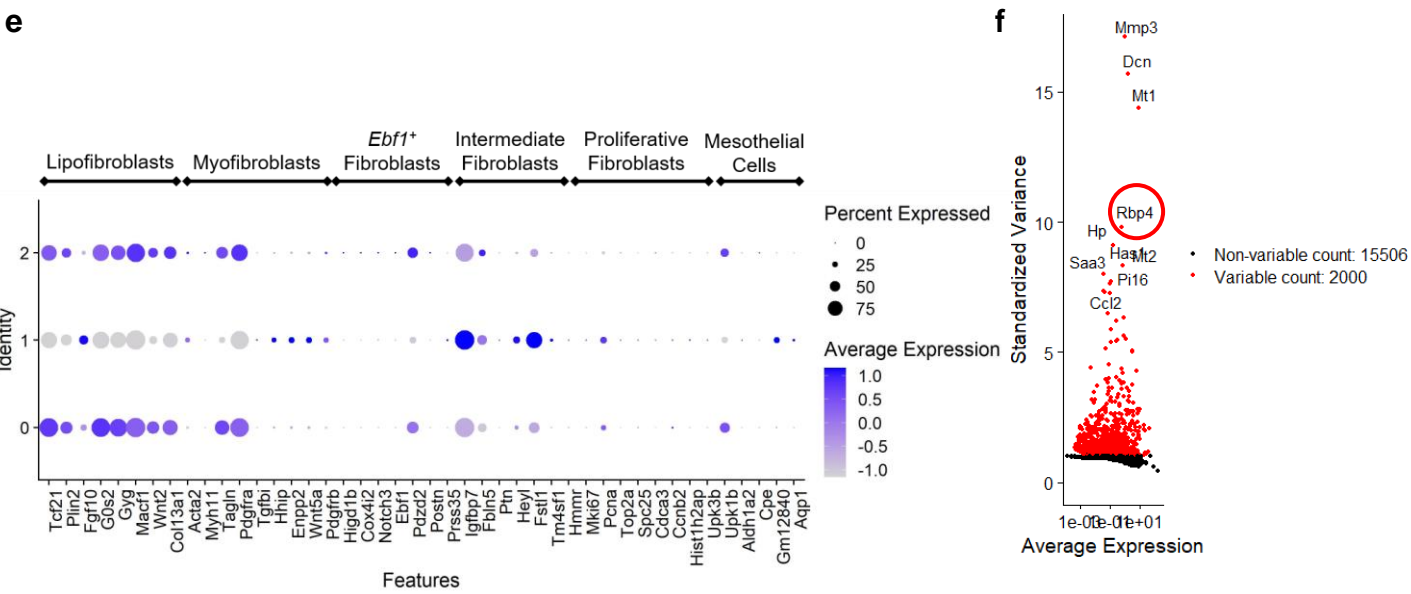

**Supplementary Figure 8. Post-processing analysis and cell annotation of scRNA-seq data.**

**Panel a** – Dot plot visualization of marker gene expression reported by Xie et al. <sup>1</sup> to annotate *Col13a1*<sup>+</sup> fibroblast, *Col14a1*<sup>+</sup> fibroblast, myofibroblast, lipofibroblast, and *Pdgfrβ* fibroblast clusters that was applied to stromal clusters from retinoid-containing cell scRNA-seq datasets generated in our study. **Panel b** – Dot plot visualization of marker gene expression reported by Travaglini et al. <sup>2</sup> to annotate general fibroblast, alveolar fibroblast, adventitial fibroblast, lipofibroblast, myofibroblast, fibromyocyte, and airway smooth muscle cell clusters that was applied to stromal clusters from retinoid-containing cell scRNA-seq datasets generated in our study. **Panel c** – Dot plot visualization of marker gene expression reported by Hurskainen et al. <sup>3</sup> to annotate *Col13a1*<sup>+</sup> fibroblast, *Col14a1*<sup>+</sup> fibroblast, myofibroblast, pericyte, and fibromyocyte clusters that was applied to stromal clusters from retinoid-containing cell scRNA-seq datasets generated in our study. **Panel d** – Dot plot visualization of marker gene expression reported by Tsukui et al. <sup>4</sup> to annotate alveolar fibroblast, adventitial fibroblast, peribronchial fibroblast, and pericyte clusters that was applied to stromal clusters from retinoid-containing cell scRNA-seq datasets generated in our study. **Panel e** – Dot plot visualization of marker gene expression reported by Liu et al. <sup>5</sup> to annotate alveolar lipofibroblast, myofibroblast, *Ebf1*<sup>+</sup> fibroblast, intermediate fibroblast, proliferative fibroblast, and mesothelial cell clusters that was applied to stromal clusters from retinoid-containing cell scRNA-seq datasets generated in our study. The x-axis (features) gives gene names, the y-axis (identity) indicates cluster numbers. The level of expression is specified by the color legend. Size of the cell population expressing the gene of interest is indicated by the size of the circle as specified by the legend. **Panel f** – Mean variability plot visualization of highly variable features (genes) identified in scRNA-seq datasets with *Rbp4* gene exhibiting one of the highest cell-to-cell variations in the whole dataset.

Supplementary Figure 9.

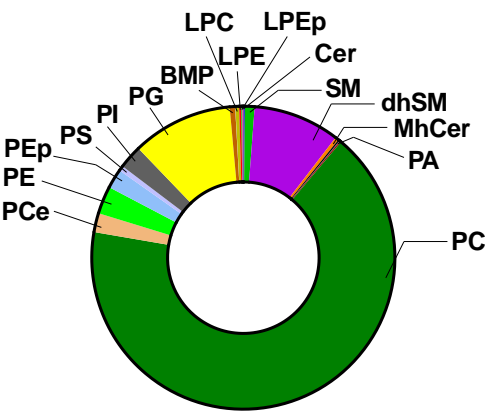

| Lipid species                                 | Mol %    |
|-----------------------------------------------|----------|
| Phosphatylcholine (PC)                        | 66.87835 |
| Phosphatidylglycerol (PG)                     | 11.32748 |
| Dihydrosphingomyelin (dhSM)                   | 8.153958 |
| Phosphatidylethanolamine (PE)                 | 2.886557 |
| Phosphatidylinositol (PI)                     | 2.797658 |
| Plasmalogen phosphatidylethanolamine (Pep)    | 2.154491 |
| Ether phosphatidylcholine (PCe)               | 2.058167 |
| Sphingomyelin (SM)                            | 1.015562 |
| Bis(monoacylglycero)phosphate (BMP)           | 0.591869 |
| Phosphatidylserine (PS)                       | 0.503343 |
| Monohexosylceramide (MhCer)                   | 0.364123 |
| Lysophosphatidylcholine (LPC)                 | 0.326848 |
| Lysophosphatidylethanolamine (LPE)            | 0.176749 |
| Sulfatide (Sulf)                              | 0.161722 |
| Ceramide (Cer)                                | 0.140697 |
| Phosphatidic acid (PA)                        | 0.140075 |
| Plasmogen Lysophosphatidylethanolamine (LPEp) | 0.096730 |
| Lysophosphatidylinositol (LPI)                | 0.077462 |
| Lysophosphatidylserine (LPS)                  | 0.061962 |
| Acyl Phosphatidylglycerol (AcylPG)            | 0.022806 |
| Lactosylceramide (LacCer)                     | 0.022361 |
| Monosialodihexosylganglioside (GM3)           | 0.019581 |
| Ether lysophosphatidylcholine (LPCe)          | 0.005497 |
| Dihydroceramide (dhCer)                       | 0.004984 |
| N-Acyl Phosphatidylethanolamine (NAPE)        | 0.004202 |
| N-Acyl Serine (NSer)                          | 0.003848 |
| Globotriaosylceramide (GB3)                   | 0.002660 |
| N-Acyl Phosphatidylserine (NAPS)              | 0.000251 |

Supplementary Figure 9. Mouse BAL fluid lipid composition.

Lipid species detected by UPLC-MS/MS and their mol % in mouse BAL fluid.

## Supplementary Figure 10.

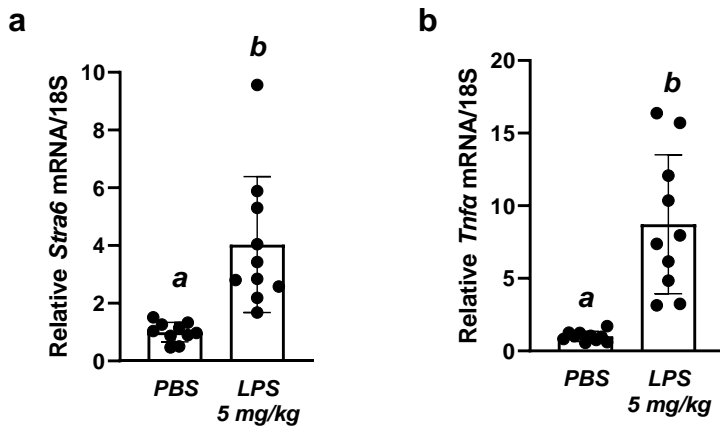

**Supplementary Figure 10. Relative mRNA expression of *Stra6* (panel a) and *Tnfa* (panel b) in cells isolated from BAL fluid of mice after LPS instillation.**

Gene expression values (normalized to 18S rRNA levels) were determined by qRT-PCR. Values marked with different letters (a, b) are statistically different (a is different from b,  $p = 0.00079$  (for *Stra6*),  $p = 7.72e-05$  (for *Tnfa*). Statistical differences were analyzed by a one-way ANOVA. All values are given as the mean  $\pm$  1 S.D.,  $n = 10$  for each group.

## Supplementary Figure 11.

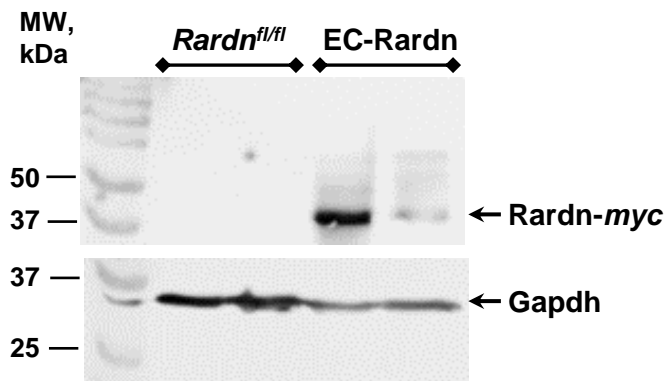

### Supplementary Figure 11. Rardn protein expression in isolated lung endothelial cell.

Lung endothelial cell Rardn protein expression (c-myc-tagged protein) normalized to Gapdh protein concentration determined by immunoblot in EC-Rardn and *Rardn<sup>fl/fl</sup>* mice one month after tamoxifen administration. Each lane represents an individual endothelial cell extract from a different mouse. Similar results were reproduced in three independent experiments.

**Supplementary Table 1.**

**Antibodies used for flow cytometric analysis**

| Antigen | Clone  | Laser | Fluorochrome    | Manufacturer |
|---------|--------|-------|-----------------|--------------|
| Cd45    | 30-F11 | 488   | Alexa Fluor488  | Biolegend    |
| Cd326   | G8.8   | 561   | PE-Cy7          | Biolegend    |
| Cd31    | 390    | 637   | Alexa Fluor 647 | Biolegend    |

## Supplementary Table 2.

### Primer sequences used for qRT-PCR

| Gene name | Accession number | Primers (forward/reverse)        |
|-----------|------------------|----------------------------------|
| 18S       |                  | 5'-CCATCCAATCGGTAGTAGCG          |
|           |                  | 5'-GTAACCCGTTGAACCCCAT           |
| Lrat      | NM_023624        | 5'-AGTTCAAGACTAGCCTGCTCA         |
|           |                  | 5'-TACAAGCTGGCCTTCGAC            |
| Rbp1      | NM_011254        | 5'-AGAAGACAGAACCACACGA           |
|           |                  | 5'-GGTGGTCAGAGACCCAAG            |
| Aldh1a1   | NM_001361503     | 5'-TGTTGAGGAGTCAGTTTATGATG       |
|           |                  | 5'-GGCTCCTTCTTTCTTCCC            |
| Rdh10     | NM_133832        | 5'-TCTACCGGGACCTGGAGGC           |
|           |                  | 5'-TCCAGAAACCACACCAGCA           |
| Cyp26a1   | NM_007811        | 5'-AGAGCAATCAAGACAACAAGTTAG      |
|           |                  | 5'-ATCGCAGGGTCTCCTTAAT           |
| Cyp26b1   | NM_175475        | 5'-TCTCTGCCAGGTGTACTTAG          |
|           |                  | 5'-CCTTCAGAAGAACCCGTATC          |
| Rara      | NM_009024        | 5'-AATCTGCACGCGGTACA             |
|           |                  | 5'-TCAGCATCGTCCATCTCC            |
| Rarβ      | NM_011243        | 5'-CAAGTTCAAGTGGAATATAGCAGA      |
|           |                  | 5'-ACTGACTGACTCCACTGTT           |
| Rary      | NM_011244        | 5'-CAGAGGGTCGCCACCATT            |
|           |                  | 5'-ATCTCCTCCGAGCTGGTG            |
| Rbp4      | NM_001159487     | 5'-GAGTCCGTCTTCTGAGCAAC          |
|           |                  | 5'-CTTGAACCTGGCAGGATCT           |
| Stra6     | NM_001162476     | 5'-CCTGGGCCTTCTCCCATCAT          |
|           |                  | 5'-CCTGGTAAGTGGCTGTTCTGTCA       |
| Lpl       | NM_008509        | 5'-GCTGGTGGGAAATGATGT            |
|           |                  | 5'-ACCAGTAATTCTATTGACCTTCTTAT    |
| Cd36      | NM_001159558     | 5'-GCTGTGTTTGGAGGCATTCT          |
|           |                  | 5'-CCTTGATTTTGCTGCTGTTT          |
| Scarb1    | NM_016741        | 5'-CCCAAACGAGGTCCTCA             |
|           |                  | 5'-ACTTGTCAGGCTGGAAAT            |
| Sftpb     | NM_147779        | 5'-CCCAGCTCTAACTACAGAC           |
|           |                  | 5'-CCCTTCTGAAGGCTTCCA            |
| Sftpc     | NM_011359        | 5'-TGATGGAGAGTCCACCGGAT          |
|           |                  | 5'-CCACCACAACCACGATGAGA          |
| Cdh1      | NM_009864        | 5'-GGTCTTTCAGCTCCTTCC            |
|           |                  | 5'-AGGCACAGTTTATATCTCAGCA        |
| Cdh5      | NM_009868        | 5'-TTATTATAAGACTCTAGTTCTCACAGACA |
|           |                  | 5'-CATTATCCTTACAGCAATGACTAC      |
| Ocln      | NM_001360536     | 5'-CTGACCTTGAGTGTGGA             |
|           |                  | 5'-CACCTGTCGTGTAGTCTG            |
| Tjp1      | NM_009386        | 5'-GGTCAAATGAAGACAATTACTTATTGTAT |
|           |                  | 5'-CCCACTAGGGTAAGGCA             |

## ***Supplementary References:***

1. Xie, T. *et al.* Single-Cell Deconvolution of Fibroblast Heterogeneity in Mouse Pulmonary Fibrosis. *Cell Rep* **22**, 3625-3640, doi:10.1016/j.celrep.2018.03.010 (2018).
2. Travaglini, K. J. *et al.* A molecular cell atlas of the human lung from single-cell RNA sequencing. *Nature* **587**, 619-625, doi:10.1038/s41586-020-2922-4 (2020).
3. Hurskainen, M. *et al.* Single cell transcriptomic analysis of murine lung development on hyperoxia-induced damage. *Nat Commun* **12**, 1565, doi:10.1038/s41467-021-21865-2 (2021).
4. Tsukui, T. *et al.* Collagen-producing lung cell atlas identifies multiple subsets with distinct localization and relevance to fibrosis. *Nat Commun* **11**, 1920, doi:10.1038/s41467-020-15647-5 (2020).
5. Liu, X. *et al.* Categorization of lung mesenchymal cells in development and fibrosis. *iScience* **24**, 102551, doi:10.1016/j.isci.2021.102551 (2021).

# Supplementary material for: Retinoids stored locally in the lung are required to attenuate the severity of acute lung injury in male mice
**Source:** Nat Commun. 2023 Feb 15;14:851. doi: 10.1038/s41467-023-36475-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Empower v2, Masshunter v7.0, FlowJo v10, Cell Ranger v5.0.1, R v4.1.1, Seurat v4.0.4, LightCycler 480 v1.5.0.39, LI-COR Acquisition Software v1.0.19, Image Studio v5.2, ImageJ v1.53a, GraphPad Prism v9. Code used for the analysis of scRNA-seq data is available at the public GitHub repository at [https://github.com/ishmarakov/scRNAseq\\_lung\\_retinoid](https://github.com/ishmarakov/scRNAseq_lung_retinoid)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data generated in this study are deposited in Gene Expression Omnibus (GEO) under accession number GSE198521. The source data underlying the figures are provided as a Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on the experience of the authors with molecular and in vivo studies as published in many studies. For animal models, experiments were designed to detect differences between treatment groups or genotype-dependent effects at 80% power ( $\alpha=0.05$ ).                                                                                                                                                             |
| Data exclusions | For scRNA-seq post processing analysis, cells with fewer than 200 detected genes or more than 10 % mitochondrial genes were excluded. These are pre-established exclusion criteria for removing low quality cells from the analysis.                                                                                                                                                                                                            |
| Replication     | All experiments were replicated at least twice and on different occasions.                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | Mice were randomly assigned to each group by simple randomization                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | For scRNA-seq, researcher performing the sequencing was blinded to data collection. Data analysis of scRNA-seq was not blinded, as the analysis is entirely data driven and therefore unbiased. Blinding was not possible in the majority of the wet lab experiments because they were done by one single person. For HPLC, UPLC-MS/MS, qRT-PCR, and western blotting, researchers performing these analyses were blinded to sample allocation. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary rabbit polyclonal antibody against mouse retinol-binding protein 4 (in-house generated, 1:3,000), primary rabbit polyclonal antibody against mouse lecithin:retinol acyltransferase (Novus Biologicals, cat.# NBP3-04496, 1:2,000), primary mouse monoclonal antibody against synthetic myc peptide (Invitrogen, cat.# MA1-21316-HRP, clone Myc.A7, 1:2,000), primary rabbit monoclonal antibody against Gapdh (Cell Signaling, cat.# 2118, 1:1,000), primary mouse monoclonal antibody against $\beta$ -actin (Millipore Sigma, |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

cat.# A2228, clone AC-74, 1:10,000). Secondary donkey anti-rabbit antibody (ThermoFisher Scientific, cat.# 31458) and sheep anti-mouse antibody (GE Healthcare, cat.# NA931). Alexa Fluor 647 anti-mouse Cd31 antibody (Biolegend, cat#102415, lot# B357367, 1:200), Alexa Fluor 488 anti-mouse Cd45 antibody (Biolegend, cat#103121, lot#B285086, 1:200), PE/Cyanine7 anti-mouse Cd326 antibody (Biolegend, cat#118215, lot#B361565).

#### Validation

In-house generated anti-RBP4 antibody was validated using purified RB4 protein and plasma samples from Rbp4 knockout mice. Commercially available antibodies were validated by manufacturers to react with mouse proteins. Manufacturer's website containing validation data for the commercially available antibodies and citations for the custom-made antibodies are listed below:

1. Rabbit polyclonal antibody against mouse lecithin:retinol acyltransferase (Novus Biologicals, cat.# NBP3-04496) [https://www.novusbio.com/products/lrat-antibody\\_nbp3-04496#reviews-publications](https://www.novusbio.com/products/lrat-antibody_nbp3-04496#reviews-publications).
2. Mouse monoclonal antibody against synthetic myc peptide (Invitrogen, cat.# MA1-21316-HRP, clone Myc.A7) <https://www.thermofisher.com/antibody/product/Myc-Tag-Antibody-clone-Myc-A7-Monoclonal/MA1-21316-HRP>
3. Rabbit monoclonal antibody against Gapdh (Cell Signaling, cat.# 2118, 1:1,000) <https://www.cellsignal.com/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118>
4. Mouse monoclonal antibody against  $\beta$ -actin (Millipore Sigma, cat.# A2228, clone AC-74) <https://www.sigmaaldrich.com/US/en/product/sigma/a2228>
5. Alexa Fluor 647 anti-mouse Cd31 antibody (Biolegend, cat#102415, lot# B357367) <https://www.biolegend.com/en-us/clone-search/alexa-fluor-647-anti-mouse-cd31-antibody-3092?GroupID=BLG1566>
6. Alexa Fluor 488 anti-mouse Cd45 antibody (Biolegend, cat#103121, lot#B285086) <https://www.biolegend.com/en-us/punchout/punchout-products/product-detail/alexa-fluor-488-anti-mouse-cd45-antibody-3100?GroupID=BLG1932>
7. PE/Cyanine7 anti-mouse Cd326 antibody (Biolegend, cat#118215, lot#B361565) <https://www.biolegend.com/en-us/punchout/punchout-products/product-detail/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Three-month-old (10-12 weeks-old) male mice were used in all studies. Specific strains of mice that were used in the experiments were on C57BL/6 or C57BL/6J/129 SV mixed genetic background.                                                                                   |
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                       |
| Reporting on sex        | Groups of male mice were used in all studies.                                                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used                                                                                                                                                                                                                                            |
| Ethics oversight        | All experiments involving mice were carried out with the approval of the Institutional Animal Care and Use Committee of Columbia University according to criteria outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mouse lung digests for single-cell flow cytometry were prepared from wild type C57BL/6 mice using a method involving digestion with pronase and collagenase. The lungs of anesthetized mice were first perfused through the right ventricle with calcium- and magnesium-free Hanks' balanced salt solution (HBSS). Then the lungs were perfused in situ with HBSS containing calcium, magnesium, and Dispase II (Sigma-Aldrich) followed by a second perfusion with HBSS containing calcium, magnesium, and type IV collagenase (Worthington). The lungs were removed, rinsed and minced into small pieces. The minced lung tissue was incubated in HBSS containing Dispase II (Sigma-Aldrich), type IV collagenase (Worthington), and DNase I (Sigma-Aldrich) on a rotating shaker maintained at 37 °C for 60 min. At each of three 20-min intervals, the minced tissue was then passed 10-times through a 10-ml pipette to dissociate cells. The resultant cell suspension was next passed through a 100  $\mu$ m strainer to collect single cells and an equal volume of cold (4°C) complete medium containing DMEM, 10% fetal bovine serum (FBS), penicillin and streptomycin (10,000 units/100 ml) was added. Cells were pelleted by centrifugation at 500 X g for 10 min and resuspended in DMEM containing 10% FBS. For flow cytometry isolations, cells were incubated with FcBlock (Biolegend) and stained with a mixture of fluorochrome-conjugated antibodies.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | FACSAria cell sorter (Becton Dickinson)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | FlowJo v10 (TreeStar, Ashland, OR)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | Post-sort purity was checked by re-analyzing the sorted cells; the purity was more than 90 %.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | Flow cytometry was employed to sort live, individual retinoid-containing cells based on their emission at 455 nm (UV-positive cells). Singlet discrimination was sequentially performed using plots for forward scatter (FSC-A versus FSC-H) and side scatter (SSC-W versus SSC-H). Dead cells were excluded by scatter characteristics and staining with propidium iodide. Among UV-positive cells, subsets of cells with high expression of Cd45 (immune cells), Cd326 (epithelial cells), and Cd31 (endothelial cells) were identified, separated, and collected for further analysis. |

☒

Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

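UV-positive lung cells of wild-type C57BL/6 male mice aged 3 months were sequenced as 2 single-cell libraries of 1 condition (library 1 and library 2, the replicates of the deposited series). The authors made the libraries with the 10x Genomics 3' chemistry and deposited, for each, raw counts of unique molecular identifiers (UMIs) per gene and cell barcode from Cell Ranger, without normalization and before the paper's cell filters. The values were whole numbers over the same list of 32285 genes, with different totals in the libraries. The genome build behind the counts and the number of mice per library are not stated in the paper's text. Gene positions are given on GRCm38 from a reference annotation and may differ from the annotation used for counting. Labels of samples in Supplementary Fig. 6b could not be mapped to the libraries and were not used.

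Library 1 held 48762735 UMIs in 9669 barcodes and library 2 held 93970185 UMIs in 10050 barcodes. Cells with at least 200 detected genes and at most 10% mitochondrial UMIs were kept, which left 9634 and 9988 cells with a median of 4480.0 and 7577.5 UMIs. *Xist* had 7 and 11 UMIs over all cells of libraries 1 and 2 and the Y-linked *Ddx3y* had 3039 and 11053, which was checked against the stated sex. Exact Clopper-Pearson 95% intervals are given for shares of cells, and for a count of 0 the level that 3 UMIs would have made. Both cover counting error only. Cells of a library are not independent replicates, and with 2 libraries the SD is known with little precision.

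The libraries were analysed with Seurat 5.3.0 under R 4.3.3, with the paper's stated settings as far as it gives them. Counts were log-normalized, 2000 variable features were selected per library, and the libraries were integrated by canonical correlation anchors over 30 dimensions. Cell cycle scores and the mitochondrial share were regressed out after the integration, a step that the paper describes before it, and clusters were found by the Louvain method at resolution 0.2 on 15 principal components. Stromal clusters were re-clustered at the same resolution on the same components. The version of Seurat differs from the paper's. The 142 genes that the paper names in its single-cell results or in Fig. 3 were held out of the variable features and anchors, so that the genes reported did not form the clusters. The authors sorted the cells through singlet gates on scatter. No cell was removed as a doublet by its counts, a step that the paper does not mention. Doublet scores were computed per library with the Scrublet method in scanpy 1.11.5, at an expected rate of 7.71% in library 1 and 7.99% in library 2. Its automatic threshold marked 2 cells of library 1 and 0 of library 2.

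Before the data were examined, the comparisons and their tests, the marker lists, the genes to be named and all alternatives except 1 were written down. The genes named are those of the paper's single-cell text and Fig. 3, the marker lists, lists of 10 heat shock, 12 cell cycle and 16 stromal reference genes, sex-linked transcripts, and, between the libraries, the 5 genes with the largest ratio in each direction among genes with a mean of at least 50 CPM in stromal cells. The called genes of blood and plasma cells were named after their values were seen. A cluster took the endothelial, epithelial or immune class with the highest mean log2(CPM + 1) over the markers of that class that the paper does not name, where that mean was at least 6.5, and was stromal otherwise. Stromal clusters with a mean of 5 or more over pericyte or smooth muscle markers were left out of the cluster groups, and those whose mean over adventitial markers was at least -2 relative to alveolar markers were called adventitial. Among the others, the cluster with the highest mean of 13 immediate early genes was called the early-high alveolar cluster and the rest the early-low alveolar cluster. The thresholds 6.5, 5 and -2 were chosen after the clusters had been seen.

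UMIs were summed per library and group of cells. Groups were compared on these sums with edgeR 4.0.16 (TMM normalization, its default filter on low counts, quasi-likelihood test, two-sided) with the library as a block, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. There were 14609 genes tested between the classes and 13238 between the stromal clusters. All adjusted p-values given with a fold change are from these models. Each SE is the size of the log2 fold change divided by the square root of the F value of its test. It is not a separate estimate of the error and can be too small where UMIs are few. CPM values are sums scaled to the total of the group in its library, without the TMM factor. Shares of cells with a UMI were also computed after thinning each cell to 2000 UMIs with a fixed seed, leaving out shallower cells. Stromal transcripts in other classes were examined by the ratio of a gene's CPM to its stromal CPM against the stromal reference genes, by leaving out cells with a UMI of 6 stromal genes, and, chosen after the class values were seen, by the level of the reference genes in each cell relative to the median stromal cell of its library, at limits of 0.05 and 0.2.

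The tests were tried on simulated counts of the same design in which 200 genes were changed by a log2 fold change of 2, at a dispersion of 0.05. Between stromal and endothelial cells edgeR recovered 86.9% of the changed genes tested (166 of 191) with 7 false calls, and between the alveolar clusters 88.8% (174 of 196) with 14 false calls. DESeq2 1.42.0 recovered 72.3% and 82.7%. Smaller changes were not simulated, and real libraries may vary more than the simulated ones.

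The alternatives were no gene held out, resolution 0.1 or 0.5, no integration, nothing regressed out, 30 principal components, at least 1000 detected genes, at most 5% mitochondrial UMIs, principal components recomputed on stromal cells, DESeq2 in place of edgeR, no filter on low counts, no replicate block, cells weighted equally, thinning to 1000 UMIs, leaving out cells with stromal transcripts, and each library alone. The removal of the cells with the highest Scrublet scores (647 and 716 cells) was added after the data were examined, because the automatic threshold had marked almost no cell. With each library alone there is no error estimate, so values are given without a test. Some genes are not reported here, so the test of stromal transcripts in other classes, planned for 3 retinoid transcripts, is given for 2. Sums were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Experiments of the paper other than this sequencing have no deposited sequencing data and were not analysed.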

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

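Both tests of the immunoglobulin transcript *Igkc* were chosen after its level had been seen, whereas the test of the lymphocyte transcripts was planned.

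The paper describes the immune cells among the UV-positive cells as myeloid, and 2 of the 5 immune clusters held transcripts of B and T cells that it does not discuss. These transcripts were above the limit that a count of 0 allows. In cluster 10 (112 cells), *Cd79a* was at 2979 ± 586 CPM (SD, n = 2 libraries) and *Ms4a1* at 581 ± 56.1 CPM. In cluster 7 (319 cells), which also held neutrophil transcripts, *Cd3e* was at 103 ± 57.4 CPM and *Cd3d* at 275 ± 159.5 CPM. In stromal cells, *Cd79a*, *Ms4a1*, *Cd3e* and *Cd3d* were at 0.279, 0.017, 0.017 and 0.074 CPM. Free RNA from lymphocytes would lie at a like low level in all classes. The smallest of the 4 levels relative to stromal cells was 3714-fold, for *Cd3d*, which argues against that source. The values are in line with B and T cells among the sorted cells. Doublets of a lymphocyte with another sorted cell were not tested, and the counts do not show whether such cells held retinoids or entered the sort by other fluorescence. The design holds 1 condition and gives no biological explanation, so none was tested.

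*Igkc*, which the paper does not discuss, was at 256 CPM in the stromal cells of library 2, from 14901 UMIs. In those of library 1 it was at 0.058 CPM, from 2 UMIs, which is under the limit that a count of 0 allows. Free RNA from plasma or B cells would give a like level in the other classes of library 2, where endothelial cells were at 38.4 CPM and epithelial cells at 1.20 CPM. The stromal level was 213.6-fold the epithelial level, beyond the 4-fold range that free RNA was taken to allow. Of the 14901 UMIs, 14730 or 98.85% lay in 1 cell, 165 of 7430 stromal cells held any, and no other cell held more than 2. A candidate explanation is therefore a single immunoglobulin-producing cell that was counted as stromal or shared a droplet with a stromal cell. The value of library 2 says nothing about stromal cells in general, and no biological explanation was tested.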

How the results depend on the processing

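The removal of the cells with the highest Scrublet scores was the only alternative chosen after seeing the data. The planned removal of the cells that Scrublet calls by its automatic threshold was not run, because that threshold marked 2 cells of library 1 and 0 of library 2. Where no reason is given below, the cause was not tested.

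Each class kept its pooled share of cells to within the spread between the libraries under every alternative that kept both of them: 77.9 to 79.6% for stromal, 8.56 to 8.96% for endothelial, 6.4 to 7.62% for epithelial and 5.17 to 6.01% for immune cells. With each library left out in turn the shares ran from 74.4 to 82.0%, from 1.89 to 15.8%, from 2.24 to 11.8% and from 4.28 to 7.61%, so the endothelial and epithelial shares rest on the mix of the libraries.

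Leaving out the replicate block, that is the library as a term of the model, lowered every count of genes called. Between the classes, 2118 genes were called for stromal against endothelial cells (3399 with the block), 3484 for stromal against epithelial (5687), 2357 for stromal against immune (4435), 2359 for endothelial against epithelial (3970), 1960 for endothelial against immune (3213) and 3433 for epithelial against immune cells (5288). Against the adventitial cluster, 241 genes were called for the early-high alveolar cluster (3524 with the block) and 101 for the early-low alveolar cluster (2903), and between the alveolar clusters 0, with 59 at an unadjusted p under 0.05 (12 called with the block, and 511). Of the paper's lists, 1 of 15 alveolar, 1 of 7 lipofibroblast and 0 of 6 retinoid and lipid genes were then called higher in the alveolar clusters, and 2 of 15 adventitial fibroblast, 1 of 4 unique, 0 of 7 myofibroblast, 2 of 12 growth arrest, 5 of 18 extracellular matrix and 2 of 4 lipid genes in the adventitial cluster. By its construction, this alternative counts the difference between the libraries as noise.

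The number of clusters was 21 over all cells and 10 over stromal cells at resolution 0.5, which is set to divide cells more finely. Stromal cells made 5 clusters with nothing regressed out, 5 with the highest Scrublet scores removed and 5 with the principal components recomputed on them.

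The comparison between the alveolar clusters depended the most on the settings, some of which divide the alveolar cells in another way, whereas DESeq2, the model without the library and that without a filter on low counts keep the division. In place of 12 genes, 10 higher and 2 lower in the early-high alveolar cluster, DESeq2 called 16, 3 higher and 13 lower. The lower genes also prevailed with no gene held out (48 of 62), without integration (80 of 105) and with the principal components recomputed (175 of 256). In number, 0 genes were called with 30 principal components (558 at an unadjusted p under 0.05), 4 at resolution 0.5, 6 at a limit of 5% mitochondrial UMIs, 7 with at least 1000 detected genes, 7 with the highest Scrublet scores removed, 62 with no gene held out, 105 without integration, 143 without a filter on low counts, 256 with the principal components recomputed and 366 with nothing regressed out. At resolution 0.1 the alveolar cells made 1 cluster, so that this comparison has no value there.

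Of the 11 transcription factor and 7 signaling genes of the paper's cluster 0, none of which was called, 9 and 4 were called higher in the early-high alveolar cluster with nothing regressed out, 11 and 6 with the principal components recomputed and 10 and 3 without a filter on low counts. With nothing regressed out, 4 of the 7 genes of the paper's cluster 2 were called higher in the early-low alveolar cluster. With the principal components recomputed, 6 of the 15 alveolar, 3 of the 7 lipofibroblast and 3 of the 7 myofibroblast genes were called. Against the adventitial cluster, DESeq2 called 2082 genes for the early-high and 1712 for the early-low alveolar cluster. The count for the early-high alveolar cluster was 2289 at resolution 0.5, and that for the early-low alveolar cluster was 5220 with nothing regressed out and 827 with the principal components recomputed.

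The log2 fold change of the early-high over the early-low alveolar cluster was followed over the settings for 7 genes, none of them called. Each of the 7 changed its direction under some setting. Without integration *Fos* (0.77), *Jun* (0.81), *Egr1* (0.67) and *Ccn2* (0.26) were at -0.087, -0.04, -0.27 and -0.17. At resolution 0.5 *Ccn2* was at -0.003 and *Hopx* (0.22) at -0.44. *Hopx* was at -0.75 with nothing regressed out and at -0.21 with the principal components recomputed. *Tagln* (-0.02) and *Slc7a10* (-0.11) were at 0.076 and 0.033 with no gene held out, and at 0.11 and 0.46 with the principal components recomputed.

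Counting only cells with no UMI of the 6 stromal genes, the ratio of *Lrat* to its stromal level fell from 0.499 to 0.0865 in endothelial, from 0.173 to 0.0084 in epithelial and from 0.367 to 0.0066 in immune cells. That of *Aldh1a1* fell from 0.579 to 0.0163, from 0.196 to 0.0045 and from 0.32 to 0.0037. Thinned to 1000 in place of 2000 UMIs per cell, the share of epithelial cells with *Lrat* was 2.14% in place of 3.79% ± 0.957, since fewer UMIs per cell find fewer transcripts.

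Over the genes named and all settings, 941 log2 fold changes kept their direction and their side of the threshold, or moved by less than the spread where 1 library was left out. Otherwise 36 no longer passed the threshold and 39 newly did, apart from the reversals above. Of the former, 16 came from leaving out the replicate block, 9 from regressing nothing out and 7 from removing the highest Scrublet scores, and of the latter 13 from the absence of a filter on low counts. Among them, *Aldh1a1* in stromal over epithelial cells no longer passed the threshold under 2 alternatives, and in stromal over immune cells under 3. With 1 library left out, 86 log2 fold changes moved, and those of 4 comparisons had opposite directions in the libraries, none of them called: stromal over endothelial cells *Lpl* was at 0.08 in library 1 and -2.29 in library 2, stromal over epithelial cells *Hopx* at 0.70 and -0.82, stromal over immune cells *Dhrs3* at 0.73 and -0.13, and between the alveolar clusters *Slc7a10* at -0.28 and 0.05. Of the CPM values in the classes, 219 moved by more than the SD between the libraries and 2181 did not, and 62 of those that moved came from weighting each cell equally.

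The depth limits what can be said of *Cyp26a1* and *Stra6*, with 1 UMI of each per library, and of *Lrat* and *Aldh1a1* in endothelial, epithelial and immune cells without stromal transcripts, where some values rest on 0 to 11 UMIs. Cluster 5 with 20 cells and cluster 9 with 9 cells of library 1 are little known in that library. It nevertheless counts as much as library 2 in their mean CPM.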

Differences from the paper's values

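None of the values that the paper states for a measure computed here differed by more than the spread between the libraries and by more than 1.5-fold. For the endothelial and epithelial shares this spread was an SD of 9.81 and 6.76 percentage points, about as large as the shares. The comparison could hardly have found a difference there and does not show that these shares were reproduced. The shares of cells were 78.1% stromal, 8.95% endothelial, 6.94% epithelial and 5.97% immune, against the paper's 83, 7, 5 and 5%. There were 11 clusters against the paper's 10, 5 of them immune as in the paper, and 3 stromal clusters after re-clustering against the paper's 3. The standardized variance of *Rbp4* was 8.24 against about 9.8 in Supplementary Fig. 8f, read by eye. Among the alternatives set before the data were examined, resolution 0.5 moved the number of clusters away from the paper's, to 21 over all cells and 10 over stromal cells, and stromal cells made 5 clusters with nothing regressed out or with the principal components recomputed on them. The share of epithelial cells in library 1 alone was 11.8% and that of immune cells in library 2 alone 7.61%. Removing the highest Scrublet scores, chosen after seeing the data, also gave 5 stromal clusters.

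The paper states that genes of proliferation and growth factor signaling were the leading genes of its cluster 0 and that its cluster 2 did not express them. All 11 transcription factor and all 7 signaling genes were higher in the early-high alveolar cluster, but none was called, and in the early-low alveolar cluster *Fos* was at 2981 ± 360 CPM (SD, n = 2 libraries) and *Jun* at 2874 ± 1017 CPM. With nothing regressed out 9 and 4 of these genes were called higher in the early-high alveolar cluster, with the principal components recomputed on stromal cells 11 and 6, and without a filter on low counts 10 and 3. For its cluster 2 the paper states a high level of 7 other genes. Of these, 5 were higher in the early-low than in the early-high alveolar cluster and none was called, whereas 4 were called with nothing regressed out.

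According to the paper, the alveolar clusters highly expressed 6 retinoid and lipid genes, *Lrat* and *Lpl* among them. Of the 6, 1 was called higher in both alveolar clusters than in the adventitial cluster, and *Lrat* and *Lpl* were called lower in both. The gene called higher, *Ces1d*, also served in naming the alveolar clusters. *Lrat* was not called against the early-low alveolar cluster with the principal components recomputed on stromal cells, and neither gene was called with the library left out of the model. No alternative called more than 1 of them higher in both.

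The paper states that a high level of *Rarg* was found in only 1 stromal cluster beside the endothelial cluster, where the stromal clusters were at 43.0 ± 5.21, 46.4 ± 4.59 and 42.5 ± 4.09 CPM.

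Several transcripts that the paper limits to some clusters were counted in others. *Dgat1*, stated for 1 immune cluster only, was at 15.5 ± 2.07 CPM in stromal cells, with its highest level in immune cluster 7, at 70.3 ± 62.4 CPM. *Lpl*, stated for 1 stromal and 1 immune cluster beside endothelial and epithelial cells, was highest in stromal cluster 2 and immune cluster 9, and also at 33.4 ± 10.3 CPM in stromal cluster 0 and 128 ± 132 CPM in immune cluster 8. *Aldh1a1*, stated as specific to stromal, endothelial and 1 immune cluster, was at 284 ± 314 CPM in epithelial cells and between 232 ± 191 and 529 ± 223 CPM in the 5 immune clusters. When only cells without a UMI of the 6 stromal genes were counted, *Aldh1a1* in epithelial cells was at 1.52 CPM in library 1 and 11.4 CPM in library 2. Over the immune class it was then at 0 and 12.3 CPM, so the values of the immune clusters rest mostly on cells with stromal transcripts.

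The paper states that *Rdh12* was detectable in all cell types. It was at 13.1 ± 9.99 CPM in immune cells, and at 0.344 ± 0.171 CPM in stromal, 0.514 ± 0.727 CPM in endothelial and 0.374 ± 0.148 CPM in epithelial cells, from 16 and 13, 0 and 23, and 3 and 2 UMIs in libraries 1 and 2. It also states that no transcript of *Cyp26a1* was detected, where 1 UMI was counted in each library, fewer than the limit of 3 UMIs. The epithelial cells are described as lacking *Pdpn*, *Cav1*, *Hopx*, *Scnn1g* and *Scnn1b*. *Scnn1g* and *Scnn1b* were at 4.13 ± 1.28 and 8.99 ± 3.21 CPM there, above the level that 3 UMIs would have made. They were higher than in stromal cells, but endothelial cells held them at 8.66 and 6.78 CPM. With nothing regressed out these endothelial levels were 1.58 and 0.683 CPM, and the epithelial levels 26.3 and 21.1 CPM. The division of *Scnn1g* and *Scnn1b* between these classes thus depended on this setting, and the endothelial levels do not show expression by endothelial cells. *Hopx* in epithelial cells was at 59.8 ± 49.5 CPM, within the spread of its stromal level, and at 423 CPM with nothing regressed out. The immune cells, which the paper calls myeloid, held clusters with transcripts of B and T cells.

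Some transcripts for which the paper states enrichment in the stromal clusters were not called against every other class, although each was called against epithelial cells. In libraries 1 and 2, 62.1% and 65.6% of endothelial and 30.8% and 45.5% of immune cells reached 0.2 of the stromal level. A difference not called against these classes therefore does not argue against these genes as stromal markers. *Col1a1* over immune cells was called with 30 principal components, with no gene held out and without a filter on low counts, and *Pdgfra* over endothelial cells without that filter. *Pdgfra* over immune and *Ptgis* over endothelial cells were called with DESeq2, with 30 principal components, with at least 1000 detected genes, without a filter on low counts, with no gene held out and without integration. The gene *Cdkn1a*, which the paper places among the genes of its cluster 1, was called against the early-low alveolar cluster and not against the early-high one, and 12 of the 12 genes of that list were called with no gene held out, without integration, with the principal components recomputed, without a filter on low counts, and with the highest Scrublet scores removed, the last chosen after seeing the data.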

Other observations

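Chosen after the result had been seen were the test of stromal transcripts cell by cell, the test of the class shares among cells with few stromal transcripts, both tests of the division of the alveolar cells by library, and the test of the genes called between the alveolar clusters.

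The stromal transcripts *Lrat* and *Aldh1a1* were counted in endothelial, epithelial and immune cells at a fraction of their stromal level. In the planned test, each of the 12 ratios of class to stromal level lay within the range of the 16 stromal reference genes, which is what free RNA from stromal cells would give. That range was as wide as 0.0516 to 0.902 in the endothelial cells of library 1, so this test alone says little. Free RNA spreads over all cells of a class at a like low level. Cell by cell, however, every class held both cells under 0.05 and cells at 0.2 or more of the level of the median stromal cell, each at 15.22% of the cells or more in both libraries, which argues against free RNA as the whole source. In cells with no UMI of 6 stromal genes both transcripts fell by at least 5.12-fold, as doublets with stromal cells would give. The same fall is consistent with cells that were sorted while attached to a stromal cell and passed the singlet gates on scatter that the paper describes, and the counts do not separate these. The cells at 0.2 or more also held more UMIs than those under 0.05, with a median of 16478.5 against 4127 UMIs among the endothelial cells of library 2. From these counts, whether the cells of these classes that lacked stromal transcripts express *Lrat* at a low level remains open, as 7 and 11 UMIs were counted in such endothelial cells. The paper's own measurements of *Lrat* mRNA and protein in isolated endothelial cells were not weighed here. No biological explanation was tested.

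The share of endothelial cells in library 2 was 8.34-fold that in library 1, and the share of epithelial cells in library 1 was 5.26-fold that in library 2. Stromal doublets counted as endothelial or epithelial cells are not the whole source, since the folds were 7.99 and 5.18 with the highest Scrublet scores removed, and 6.26 and 10.9 among cells under 0.05 of the stromal level. The libraries were made on separate occasions from animals of 1 condition, so the occasion, the digestion, the sorting gate and the animals stay open and were not tested.

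The alveolar cells of library 1 lay mostly in the early-high and those of library 2 mostly in the early-low alveolar cluster, with shares of the stromal cells 5.14-fold and 5.61-fold apart. With nothing regressed out the shares were at most 1.196-fold apart, so the regression of cell cycle scores and mitochondrial share after the integration, which the paper describes before it, is a candidate explanation. Whether a difference in depth takes part stays open. With at least 1000 detected genes per cell the smaller fold was 6.006, but such a floor does not bring the libraries to the same depth, and the early-low cells of library 1 had a median of 1985 UMIs against 3959 in its early-high cells. With the principal components recomputed on the stromal cells the shares were 1.04-fold and 2.91-fold apart, and without integration 21.4-fold and 22.2-fold. Under the main settings each alveolar cluster thus rests mostly on the cells of 1 library, and the model compares the clusters within each library.

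The immediate early genes were higher in the early-high alveolar cluster, and cell cycle entry and a response to tissue dissociation were weighed in planned tests. The summed level of 12 cell cycle genes was higher in that cluster in both libraries, with log2 ratios of 0.487 in library 1 and 1.05 in library 2, as cell cycle entry would give. These sums rest on 41 UMIs in the smallest group and on levels of 16.6 to 34.4 CPM, with nothing regressed out the log2 ratios were 0.098 and 0.236, and the median log2 ratio over the 12 genes was 0.073 in library 1, where 7 of them were higher, and 0.368 in library 2. A response to dissociation would raise heat shock genes. Their median log2 ratio over 10 genes was 0.30 in library 1 and 0.006 in library 2, a median near 0 over 6 genes that were higher and others that were lower. The log2 ratios of the summed heat shock genes were 0.359 and 0.108. Under the main settings both lists were thus positive in both libraries as a sum and near 0 in 1 library as a median, so that cell cycle entry and dissociation cannot be told apart for the immediate early genes. When nothing was regressed out, which divides the cells in another way, the heat shock medians were 0.252 and 0.244, with 8 and 10 of the 10 genes higher, and the cell cycle medians -0.001 and 0.149, with 5 and 9 of the 12 genes higher, so that the values of this setting go more with dissociation than with cell cycle entry.

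Of the 12 genes called between the alveolar clusters, 10 were higher in the early-high alveolar cluster (3 of 16 with DESeq2), and 10 cells held a median of 100.0% of the UMIs of these genes in the library with more of them. Each of the 10 genes was found in only 2 to 18 of the 883 cells of the cluster there, so that a share near 100% follows for most of them from the number of cells alone. A few blood, plasma or dividing cells counted as stromal are a candidate explanation for these calls, and no biological explanation was tested.

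Between the libraries, stromal cells differed in many transcripts. Among 3061 genes with a mean of at least 50 CPM, 178 differed more than 2-fold, 102 of them higher in library 2 and 76 higher in library 1. With 1 library on each side this difference has no test. Among the genes with the largest log2 ratios of library 2 over library 1 were *Igkc* (12.10, from 1 cell), *Fkbp5* (4.85), *Zbtb16* (4.83), *Dbp* (4.59) and *Angptl4* (2.82), and in the other direction *Gstp1* (-3.96), *Gm10076* (-3.21), *Spon2* (-2.65) and *Il6* (-2.50).

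The marker lists gave the following means of log2(CPM + 1) within the classes. The epithelial cluster was at 12.4 for alveolar type 2, 4.83 for alveolar type 1, 6.48 for club and 2.44 for ciliated cell markers. Alveolar type 1 markers were higher in the endothelial clusters 4 and 5, at 7.41 and 6.25, a list that includes *Cav1*, itself abundant in endothelial cells. Among its genes, *Hopx* was at 529 CPM in endothelial and 59.8 CPM in epithelial cells, and with nothing regressed out at 408 and 423 CPM. *Ager* was at 325 and 692 CPM, and with nothing regressed out at 80.4 and 1230 CPM. In immune cluster 6 the highest of the immune cell type means was that of dendritic cell markers, at 7.26. Cluster 7 was at 9.39 for neutrophil, 7.93 for T cell, 7.11 for natural killer or innate lymphoid cell and 3.16 for mast cell or basophil markers. In cluster 8 it was that of macrophage or monocyte markers, at 6.42, and in cluster 10 that of B cell markers, at 9.49. Cluster 9 was at 7.17 for macrophage or monocyte markers and also at 8.18 for smooth muscle and 6.88 for pericyte markers, from 9 cells of library 1 and 106 of library 2. Pericyte markers were also at 6.34 in the endothelial cluster 5.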
